# NanoDam identifies Homeobrain (ARX) and Scarecrow (NKX2.1) as conserved temporal factors in the *Drosophila* central brain and visual system

**DOI:** 10.1016/j.devcel.2022.04.008

**Published:** 2022-05-09

**Authors:** Jocelyn L.Y. Tang, Anna E. Hakes, Robert Krautz, Takumi Suzuki, Esteban G. Contreras, Paul M. Fox, Andrea H. Brand

**Keywords:** NanoDam, neural stem cells, temporal patterning, neural development, ARX, NKX2.1

## Abstract

Temporal patterning of neural progenitors is an evolutionarily conserved strategy for generating neuronal diversity. Type II neural stem cells in the *Drosophila* central brain produce transit-amplifying intermediate neural progenitors (INPs) that exhibit temporal patterning. However, the known temporal factors cannot account for the neuronal diversity in the adult brain. To search for missing factors, we developed NanoDam, which enables rapid genome-wide profiling of endogenously tagged proteins *in vivo* with a single genetic cross. Mapping the targets of known temporal transcription factors with NanoDam revealed that Homeobrain and Scarecrow (ARX and NKX2.1 orthologs) are also temporal factors. We show that Homeobrain and Scarecrow define middle-aged and late INP temporal windows and play a role in cellular longevity. Strikingly, Homeobrain and Scarecrow have conserved functions as temporal factors in the developing visual system. NanoDam enables rapid cell-type-specific genome-wide profiling with temporal resolution and is easily adapted for use in higher organisms.

## Highlights

• NanoDam: rapid genome-wide profiling of endogenously tagged chromatin-binding proteins
• NanoDam allows precise spatial and temporal profiling *in vivo* without cell isolation
• Scro and Hbn are temporal factors in both the CB and the visual system
• Regulatory interactions of Scro (NKX2.1) and Hbn (ARX) are also conserved

## Introduction

The nervous system is generated by a relatively small number of neural stem cells (NSCs) and progenitors that are patterned both spatially and temporally (Holguera and Desplan, 2018). Spatial patterning confers differences between populations of NSCs, whereas changes in gene expression over time direct the birth order and subtype identity of neuronal progeny. Temporal transcription factor (TF) cascades determine neuronal birth order in the *Drosophila* embryonic central nervous system (CNS), the larval central brain (CB), and optic lobe (OL) (Doe, 2017). In the CB, type II NSCs generate transit-amplifying intermediate neural progenitors (INPs), which divide asymmetrically to self-renew and generate daughter cells (ganglion mother cells or GMCs) in a manner analogous to human outer radial glial (oRG) cells (Bello et al., 2008; Boone and Doe, 2008; Bowman et al., 2008; Hansen et al., 2010). GMCs in turn undergo a terminal cell division, generating neurons or glial cells that contribute to the adult central complex (Bayraktar and Doe, 2013; Bayraktar et al., 2010; Izergina et al., 2009; Viktorin et al., 2011). The sequential divisions of INPs increase the quantity of neurons, which in turn creates a platform for generating wider neuronal diversity: 8 type II NSCs in each brain lobe give rise to the adult central complex, composed of at least 60 different neuronal subtypes (Young and Armstrong, 2010). The tight control of progenitor temporal identity is crucial for the production of neuronal subtypes at the appropriate time and in the correct numbers.

The INPs produced by the 6 dorsal-medial type II lineages (DM1–6) sequentially express the temporal TFs Dichaete (D, a member of the Sox family), Grainyhead (Grh, a Grh/CP2 family TF) and Eyeless (Ey, a homolog of Pax6) (Figure 1A; Bayraktar and Doe, 2013). These temporal factors were discovered initially by screening type II lineages for restricted expression of neural TFs, using 60 different antisera (Bayraktar and Doe, 2013). This non-exhaustive approach was able to find a fraction of the theoretically necessary temporal factors, leaving the true extent of temporal regulation and the identity of missing temporal factors open. Furthermore, the cross-regulatory interactions predicted in a temporal cascade, in which each temporal TF activates expression of the next temporal factor and represses expression of the temporal factor preceding it, are not fulfilled solely by D, Grh, and Ey (Baumgardt et al., 2009; Brody and Odenwald, 2000; Cleary and Doe, 2006; Grosskortenhaus et al., 2005, 2006; Isshiki et al., 2001; Kambadur et al., 1998; Novotny et al., 2002; Pearson and Doe, 2003; Tran and Doe, 2008; Li et al., 2013).

**Figure 1:**
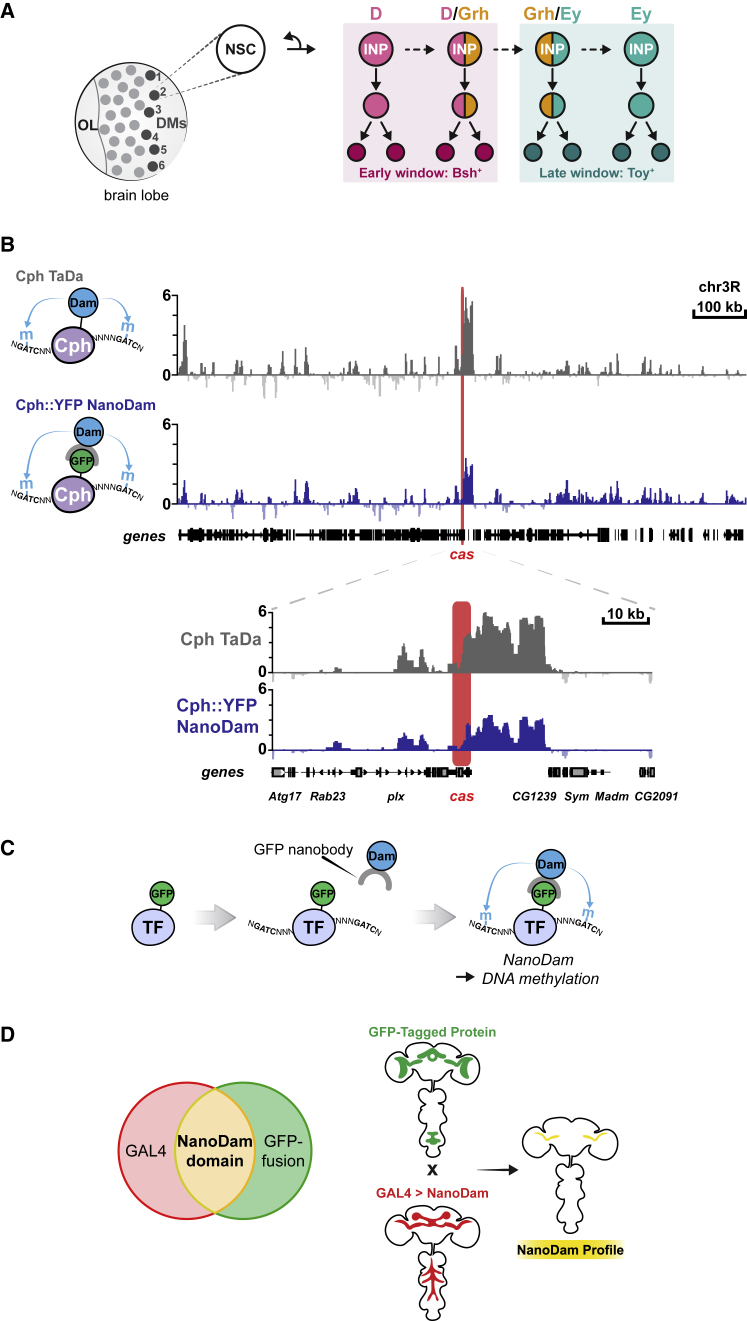
NanoDam profiles the genome-wide binding sites of GFP-tagged transcription factors in their endogenous temporal windows (A) In the *Drosophila* larval CNS, the 6 dorsal-medial (DM) type II NSCs in each brain lobe generate INPs that sequentially express D, Grh, and Ey. The expression of D/Grh versus Grh/Ey defines early and late INP temporal windows and contributes to neuronal diversity. (B) Comparison of Cph TaDa and NanoDam (using Cph::YFP) binding across a region of chromosome 3r. Note that *cas* (highlighted in red), which we previously identified as a target of Cph using TaDa, is detected with both techniques. Binding intensities are shown as log_2_-fold enrichment of Cph TaDa over TaDa only and Cph::YFP NanoDam over NanoDam only. (C)To create NanoDam, a GFP nanobody was fused to the Dam protein. The nanobody can bind to the GFP-tagged transcription factor (TF) and recruits Dam to the TF binding sites, resulting in genome-wide GATC methylation. (D) NanoDam allows for increased spatial resolution of profiling.

Three further factors contribute to INP temporal progression, but they are expressed broadly rather than in discrete temporal windows: Osa, a SWI/SNF chromatin remodeling complex subunit; and two further TFs, Odd-paired (Opa) (Abdusselamoglu et al., 2019) and Hamlet (Ham) (Eroglu et al., 2014). Therefore, there must exist other TFs that are expressed in defined temporal windows and that exhibit the regulatory interactions expected in a temporal cascade. We postulated that other temporal factors remain to be identified.

Given the feedforward and feedback transcriptional regulation previously observed in temporal transcription cascades, we surmised that previously unidentified temporal factors would be among the transcriptional targets of D, Grh, or Ey. Therefore, we devised NanoDam to identify the genome-wide targets of TFs within their normal expression windows *in vivo* without cell isolation, cross-linking, or immunoprecipitation. Temporal factors are expressed transiently in a small pool of rapidly dividing progenitor cells. NanoDam provides a simple, streamlined approach to obtain genome-wide binding profiles in a cell-type-specific and temporally restricted manner.

Using NanoDam, we identified the transcriptional targets of D, Grh, and Ey in INPs and, by performing single-cell RNA sequencing (scRNA-seq), determined which of the directly bound loci were activated or repressed. Next, we assessed which of the target loci encoded TFs and whether these were expressed in restricted temporal windows within INPs. We surveyed where in the INP transcriptional cascade these factors acted and ascertained whether they cross-regulate the expression of other temporal TF genes, as expected for temporal factors. Finally, we showed that Hbn and Scro act as temporal factors, playing similar roles and exhibiting the same cross-regulatory interactions, in the temporal cascade of the developing visual system. This is particularly striking as the INPs and the NSCs of the developing OL have different cells of origin, and yet the mechanism they use to generate neuronal diversity is conserved.

## Design

To identify further temporal TFs, we set out to profile the genome-wide binding targets of D, Grh, and Ey, within their normal temporal windows. We created NanoDam, which capitalizes on our targeted DamID technique (TaDa), in which the DNA- or chromatin-binding protein of interest is fused to an *E. coli* Dam methylase (Marshall and Brand, 2015; Marshall et al., 2016; Southall et al., 2013). As in DamID, when the Dam-fusion protein interacts with the genome, it methylates adenine within the sequence GATC (van Steensel and Henikoff, 2000; van Steensel et al., 2001). Endogenous adenine methylation is extremely rare in eukaryotes (Koziol et al., 2016; Wu et al., 2016; Zhang et al., 2015), such that the genomic targets of the Dam-fusion protein can be identified readily by mapping adenine methylation in the genome (see for example, Marshall et al., 2016). TaDa enables cell-type-specific genome-wide profiling *in vivo*, using the GAL4 system (Brand and Perrimon, 1993), while avoiding the potential toxicity resulting from the expression of high levels of the Dam methylase (Southall et al., 2013). For each TaDa experiment, however, a transgene must first be generated encoding the Dam methylase fused to a candidate protein. The transgene is then ectopically expressed, albeit at very low levels, driven by a cell-type-specific GAL4 driver (Southall et al., 2013).

In designing NanoDam, we sought to benefit from all of the advantages of TaDa while, first, bypassing the need to generate recombinant transgenes and, second, assessing genome-wide binding only when and where the DNA- or chromatin-binding protein is normally expressed. NanoDam recruits the Dam methylase to endogenously tagged proteins, using nanobodies as targeting agents. Nanobodies are recombinant antibody fragments derived from the variable region of heavy-chain antibodies present in camelid species (Muyldermans, 2001). We fused the Dam methylase to a nanobody recognizing GFP in order to direct the Dam methylase-nanobody fusion to any GFP-tagged protein and enable genome-wide profiling of the tagged protein (Figure 1C).

We fused nanobody vhhGFP4—which recognizes GFP and a number of its variants, including eGFP, YFP, CFP, BFP, and Venus (Caussinus et al., 2011)—to the C terminus of Dam methylase (Figure S1A) and used TaDa (Southall et al., 2013) to drive low levels of tissue-specific expression. With TaDa, a bicistronic message is transcribed: a primary open reading frame 1 (ORF1; here mCherry) followed by two TAA stop codons; and a single-nucleotide frameshift upstream of a secondary ORF, in this case the coding sequence of the Dam-nanobody fusion protein (ORF2). Translation of this bicistronic message results in expression of ORF1 as well as extremely low levels of expression of the Dam-nanobody fusion protein (ORF2) due to rare ribosomal re-entry and translational re-initiation.

## Results

### NanoDam accurately identifies genome-wide chromatin-binding sites

To assess the efficacy of NanoDam, we profiled binding of the TF CG9650, the *Drosophila* homolog of CTIP^1/2^/Bcl11^a/b^, which we call Chronophage (Cph). The *cph* locus had been tagged by insertion of a YFP protein trap (Cph::YFP), resulting in Cph-YFP expression from its own promoter in the embryonic CNS (Lowe et al., 2014). We drove expression of NanoDam in embryonic NSCs with *worniu*-GAL4 and compared our results from NanoDam with those we obtained using TaDa. NanoDam for Cph::YFP and TaDa for Cph (2 replicates of each), were performed under the same conditions (see STAR Methods).

NanoDam accurately reproduced the binding profiles obtained with TaDa genome-wide and at individual loci, as exemplified at the *castor* locus (Figure 1B). We performed genome-wide correlation analyses to compare and contrast the binding profiles produced by NanoDam and TaDa. The binding profiles of both showed high correlation between individual replicates of Dam only or NanoDam only, and Cph TaDa or Cph::YFP NanoDam (Figure S1B). In addition, we assessed the fraction of unique reads of the individual library and cumulative fraction of reads across all genomic bins as a readout of library complexity (Figure S1C). These quantifications showed that the NanoDam libraries, at the same sequencing depth, have a higher signal-to-noise ratio as well as more significant genome-wide Dam methylation compared with TaDa.

Next, we assessed the genome-wide binding intensities of Cph TaDa and Cph::YFP NanoDam normalized over their respective controls. Normalized Cph NanoDam binding profiles correlated highly with one another and less with their TaDa counterparts, in line with the library complexity results (Figure S1E). When control samples were compared with one another, they showed random signal profiles with low signal intensities (Figure S1D) and did not correlate genome-wide with other samples (Figure S1E).

To compare identified sets of peaks across both replicates and methods, we used receiver operating characteristic (ROC)-like curves to measure peak recovery between individual replicates and references (one reference used for each, NanoDam or TaDa; Figure S1F). Combined, the two plots indicate that TaDa peaks not only overlap with other TaDa replicates, but also with NanoDam-identified peaks. On the other hand, NanoDam peaks are recovered less well by TaDa, demonstrating that TaDa peaks are a subset of NanoDam peaks. Finally, peak enrichment analysis of data obtained from both methods is consistent with the genome-wide comparison as NanoDam signal is not only stronger on peak sets derived from NanoDam replicates alone, but it is also a union of NanoDam and TaDa peaks (Figure S1G). Moreover, the NanoDam signal almost completely recapitulates TaDa binding intensities (Figure S1G). Taken together with the ROC-like curve analyses (Figure S1F), our data show that NanoDam identifies Cph binding sites with a higher sensitivity than TaDa.

By restricting expression of the NanoDam construct using different GAL4 drivers, the genome-wide binding pattern of any tagged factor can be assessed in a defined subset of its endogenous expression pattern. Specific genomic DNA methylation occurs in cells that express both the NanoDam construct (under the control of GAL4) and the endogenously tagged protein (under the control of its own regulatory elements) (Figure 1D). This is particularly important when profiling proteins that are expressed only in a subset of a cells within a lineage, a fact we sought to exploit for identifying temporal TFs. Therefore, we were confident that NanoDam could be used to profile the genome-wide occupancy of the temporal TFs D, Grh, and Ey.

### NanoDam reveals combinatorial binding patterns of the INP temporal factors

We expressed NanoDam in the INPs using *D*-GAL4 (GMR12E09-GAL4 (Bayraktar and Doe, 2013; Figure S4A). NanoDam profiles binding only in a subset of the *D*-GAL4 expression pattern, in cells that also express the endogenously tagged TF (Figure 2A). We crossed *D-GAL4*; *UAS-NanoDam* to flies expressing endogenously tagged D-GFP, Grh-GFP, or Ey-GFP (Kudron et al., 2018). Genomic DNA was extracted from approximately 50 dissected brains per sample and processed as described previously for TaDa in order to generate libraries of fragments corresponding to TF bound regions (Marshall et al., 2016; Southall et al., 2013).

**Figure 2:**
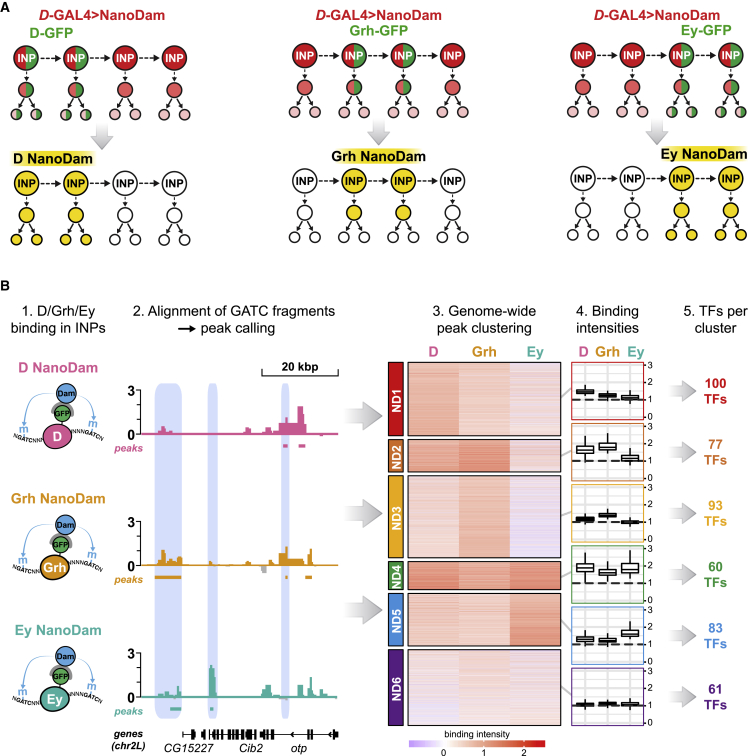
NanoDam for INP temporal factors D, Grh and Ey (A) The experimental setup for D, Grh, and Ey NanoDam in INPs. *D*-GAL4 drives UAS-*NanoDam* (red) in all INPs of DM1–6 during late third-instar larval stage. D-GFP, Grh-GFP, and Ey-GFP (green) are expressed in a subset of INPs and progeny, restricting NanoDam binding to their respective temporal windows (yellow). Note that *D*-GAL4 expression extends beyond the endogenous temporal window of D. (B) NanoDam-derived binding intensities for D, Grh, and Ey were aggregated for highly significant peaks identified by comparison with the *w*^*1118*^ control. Unsupervised clustering of the peaks according to these intensities identified 6 distinct combinations of D/Grh/Ey binding, denoted as ND1–6. Binding intensities are shown as *Z* scores for individual peaks in the heatmaps. Average binding intensities across all peaks per NanoDam cluster are represented as boxplots. Binding intensities are shown as log_2_-fold enrichment TF-GFP NanoDam over NanoDam only. 4 D-GFP replicates, 5 Grh-GFP replicates, and 4 Ey-GFP replicates were normalized individually to all control replicates (8 *w*^*1118*^ replicates).

As a first step in searching for temporal TFs regulated by D, Grh, or Ey, we compared the NanoDam peaks for D, Grh, and Ey with one another throughout the genome and clustered them according to their aggregated binding intensities. Clustering revealed 6 different combinations of D, Grh, and Ey binding in INPs (Figures 2B and S2). Peaks in clusters showed the following: ND1 corresponded to strong D binding but minimal binding of Grh or Ey; ND2 peaks showed strong D and Grh binding; ND3, strong Grh binding; ND4, strong binding of D, Grh, and Ey; ND5, Ey binding; and ND6, minimal binding of all three TFs. This suggested complex regulatory relationships between these temporal factors and their target genes.

To determine the functional relevance of these ND clusters, we assigned the peaks within each cluster to the nearest transcriptional start sites of protein-coding genes. Within the lists we identified genes encoding TFs (Figures 2B and S2C) and hypothesized that some of these might be INP temporal TFs whose expression is regulated by D, Grh, or Ey.

### scRNA-seq of INPs and their progeny

In order to identify genes whose expression was enriched in INPs, we carried out scRNA-seq of INPs and their progeny. We drove expression of membrane-targeted RFP (Pfeiffer et al., 2010) in INPs with *D*-GAL4 (Figure S4A). Dissected brains from wandering third-instar larvae were dissociated enzymatically and RFP-positive cells were isolated by FACS (Figure 3A). We recovered 4,086 single cells from approximately 230 brains across 2 biological replicates (Figures S3A and S3B) with 2,614 median genes detected per cell. 

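RFP-positive cells of larvae raised at 25 °C were sequenced on the 10x Chromium platform as 2 libraries, 1 per replicate. Replicate 1 carried D-GAL4 and the membrane-bound RFP, and replicate 2 carried D-GFP as well. The paper's methods write the RFP reporter over D-GFP, and D-GAL4 over +, for the genotype with D-GFP. Neither is written over another allele for the genotype without it, so the copies of both may differ as well. Genotype and library can therefore not be told apart, and no test was made between the replicates. The authors' processing with Cell Ranger gave counts of unique molecular identifiers (UMIs) per gene and cell on the dm6 genome, for barcodes called as cells and without further normalization. Replicate 1 held 2681 cells and 27938840 UMIs, with a median of 8631 UMIs and 2365 genes per cell. Replicate 2 held 1405 cells and 19534550 UMIs, with medians of 12025 UMIs and 2863 genes. The mean of the replicate medians was 2614 genes, and the median over all 4086 cells was 2503 genes. With each cell thinned to 3000 UMIs, the medians were 1249 and 1273 genes, a smaller gap than before thinning.

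For each comparison between cell classes, the UMIs were summed per replicate and class, which gave 4 sums. The sums were scaled with edgeR's TMM factors and compared with its quasi-likelihood test, with replicate as a block and Benjamini-Hochberg adjustment at 0.05. Levels behind a test are given as TMM-normalized CPM (UMIs of a gene scaled to a fixed total), as the mean and SD of the replicates. Levels of a single cluster are given as CPM of its summed UMIs, without TMM factors. With 1 residual degree of freedom in each fit, the spread of a gene rests largely on what edgeR borrows from the other genes. Intervals of shares are exact binomial intervals at 95% and cover counting error only.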

We clustered the cells with Seurat (Butler et al., 2018; Stuart et al., 2019), generating 12 clusters that were visualized using a t-distributed stochastic neighbor embedding (t-SNE) plot (Figure 3B; Maaten and Hinton, 2008). 

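Clustering of the 4086 cells gave 14 clusters, each with cells of both replicates and numbered by size, so that the numbers are not those of Figure 3B. The largest, with 1248 cells, expressed neuronal genes and was led by the neuropeptide gene *CCHa2*. Cluster 3, with 345 cells, was led by *mira*, *wor*, *CycE* and *dpn* and was taken as INP-like. Cluster 7, with 267 cells, carried genes of ganglion mother cells (GMCs), and cluster 5, with 320 cells, those of immature neurons. Cluster 8, with 184 cells, was led by the glial genes *Gs2* and *alrm*. Cluster 2, with 627 cells, was led by *ImpE2*, *CG4374*, *Gasp* and *pio*. Cluster 12, with 58 cells, was neuron-like as well and was led by the neuropeptide genes *Pdf*, *Proc* and *Lk*. The other 7 clusters did not reach the marker level set for a name. In the comparisons below, progeny stands for the 3114 cells outside clusters 2 and 3, glia-like and unnamed cells included.

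The replicates were integrated in Seurat over 2000 variable genes and 30 dimensions. The resolution of 0.4 was the lowest in steps of 0.1 to give at least 12 clusters. A set of 51 TFs and eye genes, among them *D*, *grh*, *ey*, *hbn*, *scro* and the TFs of Table S1 other than *ase*, *dpn* and *wor*, was kept out of the variable genes, so that no cluster was built on them. A cluster took the name of a cell type when at least 3 of its markers were at least 2-fold higher than in all other cells pooled and had a UMI in at least 20% of cells.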

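The INP-like cells stood apart from the progeny by the markers that define INPs. *dpn*, a transcriptional repressor of neural stem cells and INPs, was at 327 ± 36.9 TMM-normalized CPM (SD, n = 2 replicates) in INP-like cells and at 6.99 ± 1.32 in progeny. *wor* was at 296.6 ± 58.9 and 10.1 ± 0.27, *ase* at 244.7 ± 65.5 and 15.4 ± 1.51, and *erm*, which encodes a zinc-finger TF of INPs, at 90.6 ± 8.73 and 17.9 ± 1.54. These genes named the cluster, so their difference is its identity and not a test. *erm* was not limited to the INP-like cells, since it was at 108.0 and 110 CPM in the GMC-like cells of replicates 1 and 2 and at 48.9 and 70.7 CPM in glia-like cells.

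Prospero drives differentiation in neural lineages. In the immature neuron-like cells *pros* was at 3284 and 3936 CPM in replicates 1 and 2, against 186 and 187 CPM in neuron-like cells. Cluster 4, with 322 cells, had the highest *pros* level of any cluster, 17854 and 19814 CPM, but too few other markers for a name. All 5 markers of immature neurons were at least 2-fold higher in the immature neuron-like cells than in all other cells pooled.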

Cluster identities were assigned based on known cell-type-specific markers: cluster 1 was designated as INPs (*dpn*, *wor, ase,* and *erm*) (Figures 3C and S3C); clusters 2–10 as INP progeny (GMCs, neurons, and glia); clusters 2–4 as immature neurons (*nSyb* and high *pros*); and clusters 9–10 corresponding as glial cells (*repo*) (Figure 3D). 

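In the 267 GMC-like cells, *ase* was at 152 CPM in replicate 1 and 194 CPM in replicate 2, and *pros* at 901 and 735 CPM. *dpn* was low there, at 19.9 and 37.8 CPM, and had a UMI in 6.71% of cells (95% interval 3.40 to 11.7) and in 17.5% (10.7 to 26.2). *nSyb*, which encodes a neuronal synaptobrevin of synaptic vesicles, was at 143 and 150 CPM, below the level of immature neuron-like cells, 228 and 282 CPM. The neurogenin-related gene *tap* was at 339 and 619 CPM, and *tll* at 119 and 113 CPM. The GMC-like cells were shallower than the INP-like cells, with a median of 5069 and 6405 UMIs per cell. These values describe a whole cluster, which was not divided further into GMCs and newly born neurons.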

Cluster 2 also contains GMCs that do not express *nSyb* or *dpn* but have high levels of *ase* and *pros* (Figures 3C and 3D).

**Figure 3:**
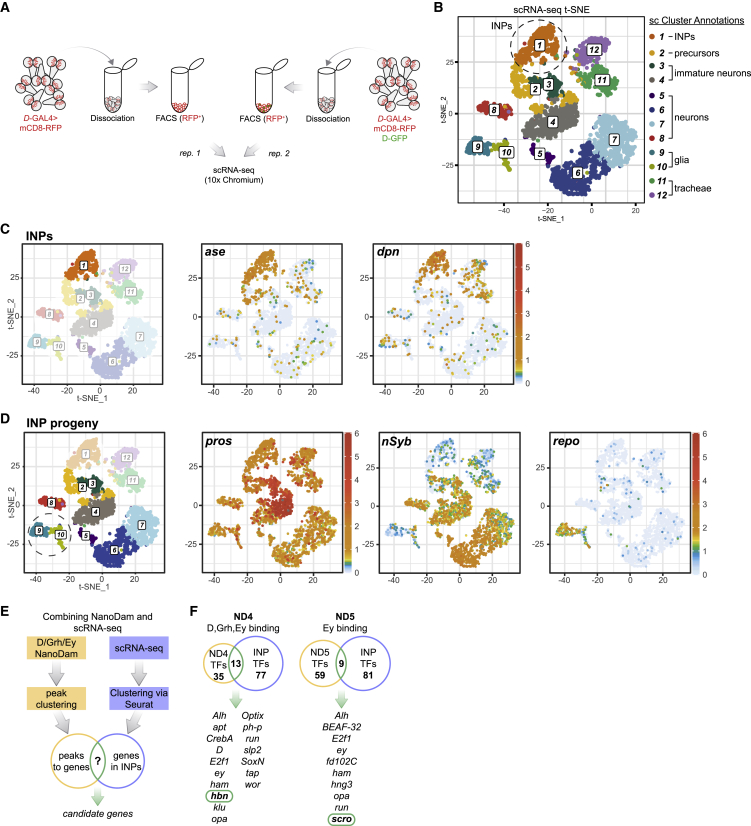
Combining NanoDam with scRNA-seq identifies *homeobrain* (*hbn*) and *scarecrow* (*scro*) as candidate temporal factors in INPs (A) Schematic overview of the experimental single-cell RNA sequencing (scRNA-seq) approach. We acquired 2 replicates: replicate 1 (rep.1) from brains carrying *D*-GAL4>mCD8-RFP (right) and replicate 2 (rep. 2) from brains carrying *D*-GAL4>mCD8-RFP and D-GFP (left). Brains were dissected at wandering third-instar stage, dissociated, and then cells were sorted based on RFP expression before being submitted for 10× chromium scRNA-seq. (B) t-distributed stochastic neighbor embedding (t-SNE) visualisation of 4,086 sorted single cells colored by cluster assignment and annotated based on previously known markers (see Figure S3). (C) t-SNE visualisation highlighting cluster 1 corresponding to INPs. Cluster 1 was designated as INPs due to enriched expression of *asense* (*ase*), *deadpan* (*dpn*), *earmuff* (*erm*) and *worniu* (*wor*) (see Figure S3). (D) Clusters 2–10 contain a mixture of INP progeny and express high levels of *Prospero* (*pros*). Clusters 2–8 express *neuronal synaptobrevin* (*nSyb*) and are thus classified as neurons. Clusters 9 and 10 (outline with dotted circle) correspond to glia due to high expression of *reversed polarity* (*repo*). (E) Workflow used to identify candidate temporal factors. (F) Candidate temporal transcription factors *homeobrain* (*hbn*) and *scarecrow* (*scro*) (outlined in green) were significantly differentially expressed in INPs (based on the scRNA-seq data) and identified in NanoDam cluster 4 (ND4) or NanoDam cluster 5 (ND5).

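The neuron-like cells had *nSyb* at 695 CPM in replicate 1 and 754 CPM in replicate 2, with a UMI in 92.6% and 94.8% of cells. Glia-like cells had 33.1 and 28.6 CPM, and INP-like cells 46.2 and 32.7 CPM. Against all progeny, *nSyb* fell by 3.42 on the log2 scale in INP-like cells (standard error 0.12, adjusted p = 2.4e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The clusters without a name differed in *nSyb*. Cluster 6, whose top genes include the serotonin synthesis gene *Trh*, had 418 and 363 CPM, and cluster 4 had 317 and 296.8 CPM. All 10 markers on the neuron list were lower in INP-like cells than in progeny, 10 also when adjusted over the list alone. *Rdl*, a GABA receptor subunit, had a log2 fold change of -4.34, *Syt1*, a calcium sensor of vesicle release, -3.46, and *CadN*, an adhesion protein of axons, -2.38. *nSyb*, *Rdl* and *Syt1* were among the variable genes behind the clusters, so these tests are not independent of the clustering.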

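*repo*, which encodes a homeodomain TF of glia, was at 228 and 239 CPM in the glia-like cells of replicates 1 and 2, with a UMI in 80.6% and 84.4% of cells. It was at 2.38 and 2.62 CPM in neuron-like cells. A pair of the unnamed clusters also expressed *repo*, cluster 14 at 202 and 170 CPM and cluster 9 at 126 and 93.5 CPM. *Gs2*, a glutamine synthetase of glia, was at 1810 and 1368 CPM in the glia-like cells, and *alrm*, a marker of astrocyte-like glia, at 848 and 1373 CPM. Of the 8 genes on the glia list, 4 were higher and 4 were lower in INP-like cells than in progeny, with the same counts when adjusted over the list alone. *Gs2* was among those that fell, by 3.20 on the log2 scale, while the glutamate transporter gene *Eaat1* rose by 2.24 (standard error 0.11, adjusted p = 1.15e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).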

As expected, all three temporal factors *D*, *grh*, and *ey* were expressed in the INP cluster (Figure S3D). 

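All 3 temporal factors were higher in INP-like cells than in progeny, in both replicates. *D*, which encodes a Sox-family TF, was at 493.5 ± 137 TMM-normalized CPM (SD, n = 2 replicates) in INP-like cells and at 73.7 ± 24.3 in progeny. *grh* was at 75.0 ± 11.6 and 4.60 ± 3.91, and *ey*, a Pax6 homologue, at 71.1 ± 35.0 and 4.88 ± 1.02. The log2 fold changes were 2.78 for *D* (standard error 0.18, adjusted p = 3.76e-11), 4.06 for *grh* (0.26, adjusted p = 3.8e-11) and 3.75 for *ey* (0.26, adjusted p = 1.01e-10), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In replicates 1 and 2 they were 3.38 and 2.12 for *D*, 3.46 and 5.04 for *grh* and 3.00 and 4.46 for *ey*. In Release 6 of the genome (dm6), *D* (FBgn0000411) lies on 3L from 14175610 to 14178620, *grh* (FBgn0259211) on 2R from 17801132 to 17842820 and *ey* (FBgn0005558) on chromosome 4 from 697689 to 721173.

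Each factor was detected in a part of the INP-like cells. With cells thinned to 3000 UMIs, *D* had a UMI in 39.1% of INP-like cells in replicate 1 (95% interval 32.8 to 45.6) and in 37.5% in replicate 2 (28.5 to 47.2). *grh* had a UMI in 19.3% and 9.82%, and *ey* in 9.87% and 21.4%. The glia-like cells were used as a rough measure of free RNA. They may also carry transcripts of their own, since *dpn* was at 19.4 and 22.6 CPM in them, against 4.98 and 2.30 CPM in neuron-like cells. The thinned shares of glia-like cells were 5.04% and 4.44% for *D* and 2.16% for *grh* and 0.72% for *ey* in replicate 1. In replicate 2, 0 of 45 glia-like cells had a UMI of *grh* or *ey* (95% interval up to 7.87%). The interval of *grh* in INP-like cells of replicate 2, 5.01 to 16.9, reaches below that limit, so *grh* is not shown above free RNA there. *D* was also found in other progeny above the glia-like share. Its thinned shares were 21.3% and 14.6% in GMC-like cells and 10.3% and 23.7% in neuron-like cells. The median depth before thinning was 10093 and 10494 UMIs in INP-like cells and 7585 and 11372 UMIs in glia-like cells. Without thinning, the INP-like shares were 45.1% and 66.1% for *D*, 35.2% and 32.1% for *grh* and 21.0% and 43.8% for *ey*, more than 1.5 times the thinned share for *grh* and *ey* in both replicates and for *D* in replicate 2.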

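*grh* was higher in cluster 2 than in all other cells, at 282 ± 73.6 TMM-normalized CPM (SD, n = 2 replicates) against 11.3 ± 5.84. Its log2 fold change was 4.68 (standard error 0.16, adjusted p = 3.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a UMI in 85.5% of the 481 cells of replicate 1 and in 84.9% of the 146 cells of replicate 2. Markers of brain cells were mostly lower in the same cluster. All 10 neuron markers and 7 of 8 glia markers were lower than in the other cells, with the same counts when adjusted over each list alone. *nSyb* fell by 2.36 on the log2 scale, and *repo* by 2.52. The remaining glia marker, *nrv2*, was higher (0.385). Not all of the lower markers were low, since *elav* was at 271 against 453 TMM-normalized CPM.

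Of the INP list, 4 of 6 genes were lower and 0 were higher (5 lower when adjusted over the list alone). *ase* had a log2 fold change of -1.21 and *wor* of -1.35, and *dpn*, at 41.3 against 37.0 TMM-normalized CPM, did not pass the test (adjusted p = 0.27 from edgeR). The other cells include the INP-like cells, where these genes are high. In cluster 2, *dpn* was at 43.25 and 35.5 CPM in replicates 1 and 2, against 8.17 and 6.42 CPM in progeny alone. *wor* was at 13.4 and 14.3 against 10.6 and 10.5 CPM. *ase* was at 14.2 and 15.8 against 14.8 and 17.45 CPM, and *erm* at 16.3 and 13.5 against 17.4 and 20.2 CPM. Cluster 2 was not tested against progeny alone. Cluster 2 was picked because *Cht2*, *nw*, *pio*, *wbl* and *gl* were high in it, so their 5 of 5 higher genes are its identity. Their log2 fold changes were 3.35 for the chitinase gene *Cht2*, 5.33 for *nw*, 5.82 for *pio*, which encodes an extracellular matrix protein of tracheal tubes, 5.59 for *wbl* and 5.28 for *gl*. *Cht2* was not limited to cluster 2, where it was at 241 and 222 CPM in replicates 1 and 2. It was at 231 and 465 CPM in cluster 9, which counts as progeny.

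The 13 genes of a separate trachea list, set before the data were examined, did not move together. Of the 10 that were tested, 7 were higher, 2 were lower and 1 did not pass, with the same counts when adjusted over the list alone. The chitin-matrix genes *Gasp*, *verm* and *serp* had log2 fold changes of 5.92, 5.45 and 5.15. The other higher genes were *uif* (4.46) and the TF genes *knrl* (5.22), *kni* (4.60) and *esg* (1.22). The levels of *knrl* and *kni* were low, at 5.63 and 5.17 TMM-normalized CPM. *trh* and *vvl*, which encode TFs of tracheal cell fate, were lower by 2.18 and 2.99, though *trh* did not pass by DESeq2. *vvl* was still at 20.7 TMM-normalized CPM in cluster 2, against 169 in the other cells, which are mostly brain cells by their markers. A lower level than in those cells does not show that *vvl* is absent from cluster 2. *trh* was at 1.55 ± 1.21 TMM-normalized CPM, and *btl*, an FGF receptor gene of trachea, had too few counts for the test. Genes of eye development and of disc epithelium were higher in cluster 2 as well, 9 of 11 on a retinal determination list (*so*, *eya*, *eyg*) and 8 of 8 on a disc epithelium list (*fj*, *ed*, *fng*).

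**Figure D1:**
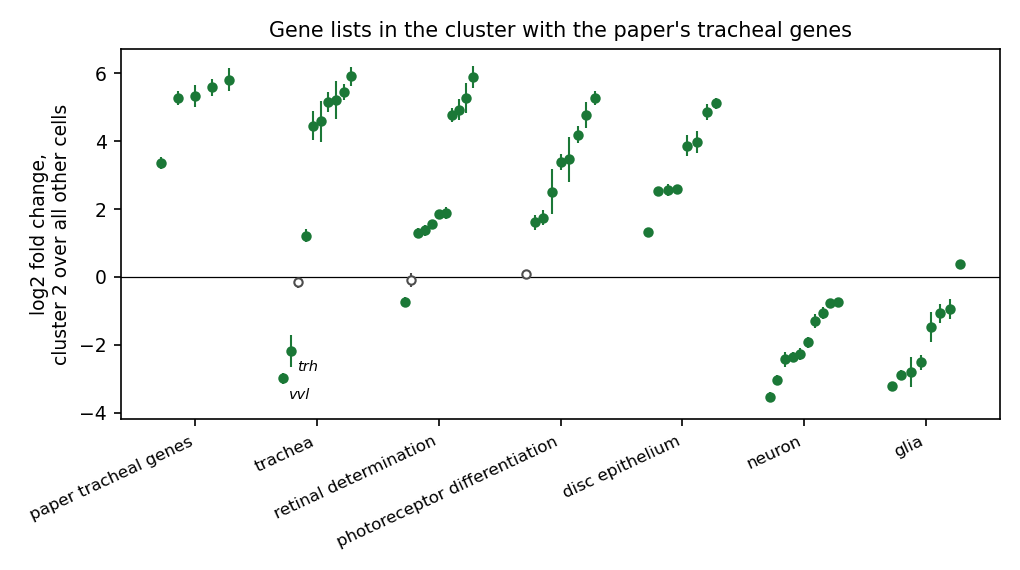
Log2 fold changes of the tested members of 7 gene lists, cluster 2 over all other cells, with standard errors as bars and filled points for genes that passed the edgeR test. The retinal determination, photoreceptor and disc epithelium genes lie mostly above 0, as do those of the trachea list other than *trh*, *vvl* and *bs*, and the neuron and glia genes lie mostly below 0.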

We also observed significant expression of *grh* in clusters 11 and 12 (Figure S3D), which, interestingly, did not show high levels of expression of brain-specific markers (Figures 3C and 3D) but instead were enriched for tracheal gene expression (Figure S3E). The expression of *grh* in these tracheal cell clusters is consistent with a previous study identifying a functional role for Grh in tracheal development (Yao et al., 2017). Thus, we excluded clusters 11 and 12 from our analysis to focus solely on INPs and their progeny.

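With the cells of cluster 2 kept among the progeny, the log2 fold change of *grh* in INP-like cells over the others was 0.50, against 4.06 with them left out. Its adjusted p was 0.0057 from edgeR (from 1.1e-98 to 0.0057 over the alternatives). The fold change of *grh* kept its direction, as did that of *ey* (2.95 with these cells kept), which was also higher in cluster 2. Those of *pio*, *wbl* and *nw* turned. *pio* had a log2 fold change of -2.48 with these cells kept and 0.92 without them, and the values of *wbl* were -2.00 and 1.33. *hbn* and *scro* passed the test either way. Cluster 2 made up 17.9% of cells in replicate 1 (95% interval 16.5 to 19.5) and 10.4% in replicate 2 (8.84 to 12.1), at a median of 9991 and 14760 UMIs per cell.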

### Identifying missing INP temporal factors

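INP-like cells differed from progeny in a large part of the genes measured, with dividing-cell genes higher and neuronal genes lower. Among genes at 50 CPM or more, the largest increases were in *mira* (log2 fold change 6.00), which encodes an adaptor for asymmetric division, *dpn* (5.53), and *CycE* (5.50), the cyclin of S-phase entry. *CG13305*, *CG15646*, *CG14545*, the peroxisomal import gene *Pex7*, *wor*, the replication origin gene *Orc1* and *klu* followed, at 4.80 to 5.46. At the same level of 50 CPM, the largest decreases were in *shakB* (-5.87), a gap junction gene, *CG15209* (-5.24), the calcium sensor gene *Frq1* (-5.20), *CG5890*, *spz* and the neuropeptide gene *CCHa2* (-4.93). *CG31705*, *AstC-R2*, *jeb* and the neuropeptide gene *Dh31* fell by 4.60 to 4.66.

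Each of the 35 TFs of Table S1 was higher in INP-like cells, 35 also when adjusted over the list alone. The study chose these TFs from the same cells, so the count is not independent evidence. The largest fold changes among them were those of *dpn*, *wor*, *klu*, *grh* and *ase*, and the smallest was that of *Hr4* (0.65). *klu*, which encodes a zinc-finger TF, was at 273 ± 39.0 TMM-normalized CPM (SD, n = 2 replicates) in INP-like cells and 9.83 ± 3.08 in progeny (standard error of the log2 fold change 0.12, adjusted p = 5.5e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cas* had a log2 fold change of 3.79, *ken* of 3.70, *tap* of 2.76 and *apt* of 2.50.

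Of the 6 genes on the INP list, all were higher, and of the 7 on the GMC list, 6 were higher and *pros* was lower (-1.78). The fall of *pros* did not hold against all progeny. INP-like cells had 466 and 576 CPM in replicates 1 and 2, above neuron-like cells (186 and 187) and glia-like cells (76.9 and 157). Cluster 4, at 17854 and 19814 CPM, weighs heavily on the pooled level of progeny. The immature neuron list of 5 went both ways, with 3 higher, among them the Notch target *Hey*, and 2 lower (1 and 1 without the replicate block or by DESeq2). None of these counts changed when adjusted over the list alone. In all, 2611 of 8273 genes were higher (31.6%) and 2909 were lower (35.2%), of which 2599 and 2904 had the same sign in both replicates. Among the 6633 genes that did not build the clusters, 2328 were higher and 1838 lower. DESeq2 called 1600 genes higher and 1968 lower. With a sum for each progeny cluster, 2352 were higher and 1927 lower, so that more genes were higher than lower there. Scaling to the total count only moved the balance the other way, with 2247 higher and 3280 lower.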

We determined which TFs in each NanoDam cluster were expressed in INPs by comparison with our scRNA-seq dataset (Figure 3E; Table S1). In addition to TFs known to be involved in INP cell identity (*ase*, *dpn*, *wor*) and those shown previously to regulate temporal identity (*D*, *grh*, *ey*, *opa*, *ham*), we found several candidate temporal TFs. 

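*opa* and *ham*, which encode TFs that act broadly over INP age, were higher in INP-like cells than in progeny. *opa* was at 131 ± 26.6 TMM-normalized CPM (SD, n = 2 replicates) in INP-like cells and at 12.4 ± 5.24 in progeny, and *ham* at 79.9 ± 4.13 and 8.77 ± 0.29. Their log2 fold changes were 3.45 (standard error 0.14, adjusted p = 5.08e-14) and 3.19 (0.16, adjusted p = 1.03e-12), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *osa*, which encodes a subunit of the Brahma chromatin remodelling complex, rose by 0.58 (adjusted p = 0.000104 from the same edgeR test). These 3 genes formed the list of broad INP factors, 3 of 3 higher, also when adjusted over the list alone. Among the temporal factors *D*, *grh*, *ey*, *hbn* and *scro*, 5 of 5 were higher, also when adjusted over the list alone. These 5 genes, *opa* and *ham* are TFs of Table S1, chosen from the same cells, so their direction is not independent evidence. With cells thinned to 3000 UMIs, *opa* had a UMI in 28.3% and 29.5% of INP-like cells in replicates 1 and 2, and *ham* in 20.2% and 17.9%.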

We focused our attention on two factors that were expressed in a subset of INPs: the paired-like homeobox TF *homeobrain* (*hbn*) (Walldorf et al., 2000) and the NK-2 homeobox TF *scarecrow* (*scro*) (Zaffran et al., 2000; Figure 3F).

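*hbn* and *scro* transcripts were each found in a part of the INP-like cells. With cells thinned to 3000 UMIs, *hbn* had a UMI in 31.8% of INP-like cells in replicate 1 (95% interval 25.8 to 38.2) and in 38.4% in replicate 2 (29.4 to 48.1). *scro* had a UMI in 38.6% (32.3 to 45.2) and 49.1% (39.5 to 58.7). UMIs of both genes were also counted in other cells. *hbn* had a UMI in 26.2% and 36.9% of GMC-like cells and in 28.8% and 31.1% of immature neuron-like cells, and in 4.66% and 3.99% of neuron-like cells. *scro* had a UMI in 59.2% and 57.3% of GMC-like cells, 22.9% and 15.0% of immature neuron-like cells and 7.39% and 9.39% of neuron-like cells. In glia-like cells the shares were 2.16% and 8.89% for *hbn* and 13.0% and 20.0% for *scro*. For *scro* they lay above those of neuron-like cells in both replicates, so that glia-like cells give no measure of free RNA for *scro*. For *hbn* the glia-like share lay above the neuron-like share in replicate 2 only. Without thinning, 45.9% and 65.2% of INP-like cells had a UMI of *hbn* and 48.9% and 63.4% a UMI of *scro*. At this depth a cell without a UMI is not shown to lack the transcript. From their binding by the temporal factors and their expression in INPs, the paper takes *hbn* and *scro* as candidate temporal factors.

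**Figure D2:**
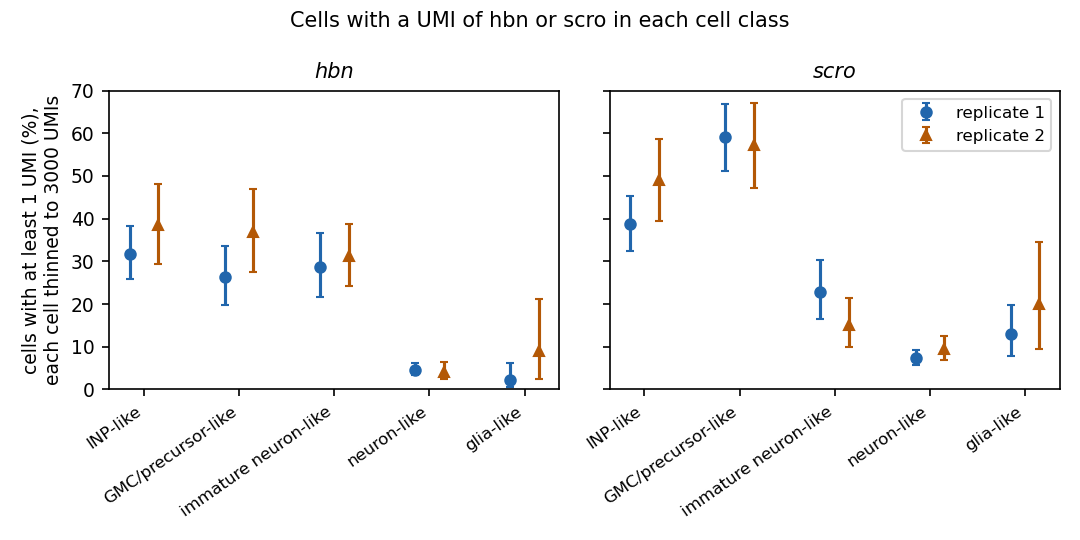
Share of cells with a UMI of *hbn* and *scro* after thinning to 3000 UMIs, in percent, by cell class and replicate. Bars on the points are exact 95% binomial intervals, and INP-like, GMC-like and immature neuron-like cells lie above neuron-like cells for both genes.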

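*hbn* (FBgn0008636), which lies on 2R from 20954668 to 20960909 in Release 6 of the genome (dm6), was higher in INP-like cells than in progeny. Its level was 215.5 ± 42.8 TMM-normalized CPM (SD, n = 2 replicates) in INP-like cells and 69.0 ± 21.1 in progeny. This is a log2 fold change of 1.66 (standard error 0.10, adjusted p = 2.61e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1.77 in replicate 1 and 1.55 in replicate 2. The paper picked *hbn* in part by its expression in these same cells, so the direction is not independent evidence. Within the progeny, *hbn* differed between clusters. It was at 243 and 323 CPM in the GMC-like cells and at 206 and 259.6 CPM in the immature neuron-like cells of replicates 1 and 2, against 174 and 238 CPM in INP-like cells. Neuron-like cells had 21.4 and 14.4 CPM, and glia-like cells 7.91 and 15.1 CPM. The difference between INP-like and GMC-like cells was not tested.

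**Figure D3:**
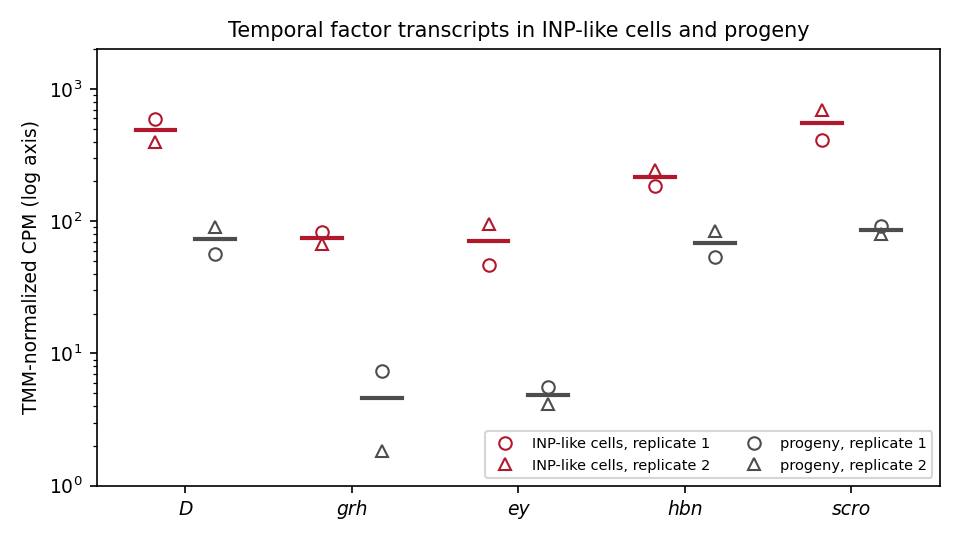
TMM-normalized CPM of *D*, *grh*, *ey*, *hbn* and *scro* in INP-like cells and in progeny, on a log axis. Circles and triangles are replicates 1 and 2 and lines their means, and each gene has both of its INP-like points above both of its progeny points.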

*homeobrain* clusters in ND4 (strong binding of *D*, *Grh*, and *Ey*; Figure 4A), suggesting that multiple members of the temporal cascade may regulate its expression. *hbn* was also highly enriched in INPs according to our scRNA-seq data (Figure 4B). Examining Hbn expression in type II lineages *in vivo* revealed that Hbn was expressed in middle-aged and old INPs but absent from NSCs and the youngest INPs (Figures 4B′–4F and S4B–S4F). In most type II lineages, Hbn was expressed in INPs concomitantly with Grh (Figures 4D and S4E) and prior to initiation of Ey expression (Figures 4E and S4F). Hbn expression was maintained throughout most of the Ey temporal window, except in the oldest INPs in the DM2 and DM3 lineages (Figure S4F). Therefore, Hbn expression defines a new temporal window extending from the end of D expression through the Ey expression window.

**Figure 4:**
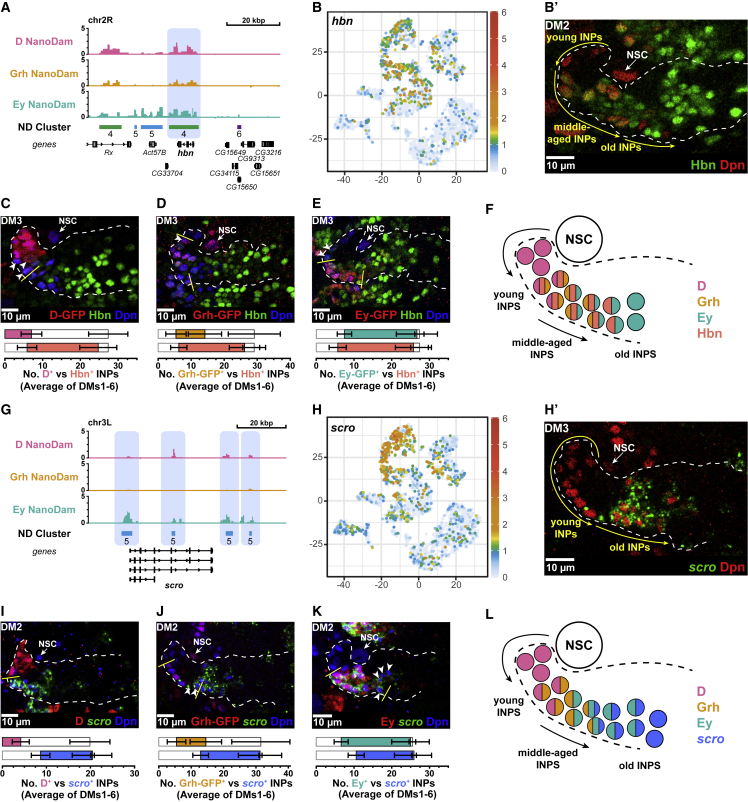
Temporal expression patterns of Homeobrain and *scarecrow* (A) NanoDam binding of D, Grh, and Ey across the *hbn* gene locus and nearby regions. The ND6 peak across *hbn* is highlighted. Binding intensities are shown as log_2_-fold enrichment of TF-GFP NanoDam over NanoDam only. (B) *hbn* is expressed in INPs. (B) t-SNE plot colored by *hbn* expression. (B′) Hbn (green) is not expressed in the type II NSC (white arrow) but is expressed in INPs (Dpn^+^ [red]) and progeny (Dpn^−^). Hbn expression begins across a broad domain of middle-aged INPs but is absent from the oldest INPs (Figure S4B for grayscale). (C) Overlap of D-GFP (red) and Hbn (green) in INPs (Dpn^+^ [blue]). Hbn expression begins at the end of the D temporal window. Only the oldest D^+^ INPs express Hbn (arrowheads) (Figure S4D for grayscale). Very few INPs expressed both D and Hbn and the few D^+^ Hbn^+^ INPs were found at the end of the D temporal window (Figure S4D′). (D) Hbn (green) overlaps with Grh^+^ (red) INPs. Arrowhead indicates a young Grh^+^ INP that does not express Hbn (Figure S4E for grayscale). (E) Hbn (green) expression begins before the Ey (red) window. Arrowheads indicate the youngest Hbn^+^ INPs that do not express Ey (Figure S4F for grayscale). (F) Proposed model for the expression pattern of Hbn and its relationship to D, Grh, and Ey expression, based on the quantifications in Figure S4. (G) NanoDam binding of D, Grh, and Ey across the *scro* gene locus. The 4 ND5 peaks are highlighted. Binding intensities are shown as log_2_-fold enrichment of TF-GFP NanoDam over NanoDam only. (H) *scro* is expressed in INPs. (H) t-SNE plots colored by *scro* expression. (H′) *scro* (green) is not expressed in the type II NSC (white arrow) or young INPs (Dpn^+^ [red]) but is expressed in old INPs (Dpn^+^) (Figure S4C for grayscale). (I) *scro* (green) does not overlap with D (red) in INPs (Dpn^+^ [blue]) (Figure S4G for grayscale). (J) The oldest Grh^+^ (red) INPs express *scro* (green) (arrowheads) (Figure S4H for grayscale). (K) *scro* (green) expression begins after the activation of Ey (red) in INPs. The oldest *scro*^+^ INPs do not express Ey (arrowheads) (Figure S4I for grayscale). (L) Proposed model for the expression pattern of *scro* and its relationship to D, Grh, and Ey expression, based on the quantifications in Figure S4. All quantifications represent an average across DM1–6. Error bars represent standard deviation. White dotted lines indicate *D*-GAL4>*mCD8-RFP* expression (which is expressed in INPs and their daughter cells) in single section confocal images. n = 6 brain lobes.

*scro* clusters in ND5 are bound strongly by Ey and weakly by D, but not by Grh, (Figure 4G) and is highly enriched in INPs (Figure 4H). 

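*scro* (FBgn0028993) lies on 3L from 24724162 to 24758036 in Release 6 of the genome (dm6). Its transcript was higher in INP-like cells, at 556 ± 199.5 TMM-normalized CPM (SD, n = 2 replicates), than in progeny, at 85.9 ± 8.02. The log2 fold change was 2.65 (standard error 0.14, adjusted p = 2.43e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2.18 in replicate 1 and 3.12 in replicate 2. Its direction is not independent evidence either, since the paper picked *scro* in part by its expression in these same cells. The GMC-like cells had *scro* at 695 and 619 CPM in replicates 1 and 2, and the INP-like cells at 390.1 and 676 CPM. Immature neuron-like cells had less, at 153 and 97.6 CPM, and neuron-like cells had 35.2 and 43.3 CPM. Glia-like cells had 74.8 and 123 CPM. No test was made between INP-like and GMC-like cells for *scro*.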

We assayed *scro* expression in type II lineages *in vivo* by fluorescent *in situ* hybridization chain reaction (HCR) (Choi et al., 2010, 2014, 2016, 2018). *scro* was expressed in the oldest INPs in all DM lineages and absent from type II NSCs and young INPs (Figures 4H′ and S4G). *scro* was never co-expressed with D (Figures 4I and S4G), and only the oldest Grh^+^ INPs expressed *scro* (Figures 4J, S4H, and S4J). In all lineages (DM1–6) *scro* expression began after Ey and was maintained into the oldest INPs (Figures 4K and S4I). Therefore, *scro* expression defines the latest temporal window (Figure 4L).

### The middle-aged factor Hbn displays classic temporal factor interactions with Ey and *scro*

Next, we investigated the regulatory interactions between the known INP temporal factors and Hbn and Scro. Hbn is expressed in middle-aged INPs (Figure 4F). Ey binds the *hbn* locus and is expressed in INPs after Hbn. Given that temporal factors are thought to repress transcription of the factor that precedes them, we tested whether Ey repressed Hbn expression. We found that ectopic expression of Ey in all INPs resulted in a significant reduction in Hbn expression (Figures 5A, S5A, and S5A′), whereas knocking down *ey* expression in INPs (Figure S5B) extended the Hbn window into the oldest INPs without affecting early Hbn expression (Figures 5B, S5C, and S5C′). This was true of all lineages except DM5, in which the oldest INPs remained Hbn^−^ (Figures S5C′ and S5D). Knocking down *ey* with RNAi also increased the number of INPs in all DM lineages, as has been reported previously (Bayraktar and Doe, 2013). Therefore, Ey terminates Hbn expression in old INPs (Figure 5I), a regulatory interaction characteristic of temporal factors.

**Figure 5:**
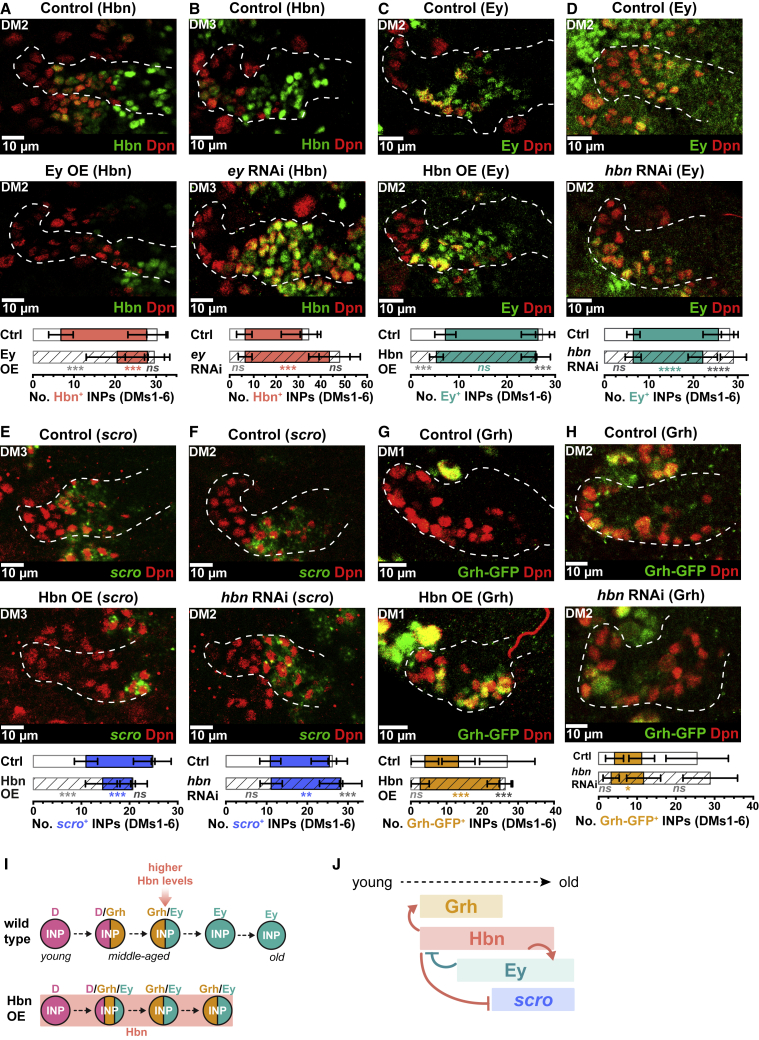
Homeobrain exhibits regulatory relationships typical of temporal factors (A) Ey misexpression represses Hbn (green) in INPs (Dpn^+^ [red]). Mann-Whitney test p < 0.001, ^∗∗∗^; p < 0.001, ^∗∗∗^; p = 0.08, ns (Figure S5A for grayscale). (B) *ey* RNAi results in more Hbn^+^ (green) in INPs (Dpn^+^ [red]). Control is *w*^*1118*^. Mann-Whitney test p = 0.93, ns; p < 0.001, ^∗∗∗^; p = 0.08, ns (Figure S5C for grayscale). (C) Hbn misexpression precociously activates Ey (green) in INPs (Dpn^+^). Mann-Whitney test p < 0.001, ^∗∗∗^; p = 0.15, ns; p < 0.001, ^∗∗∗^ (Figure S5E for grayscale). (D) Hbn RNAi leads to less Ey (green). Mann-Whitney test p = 0.9838, ns; p < 0.0001, ^∗∗∗∗^; p = 0.0001, ^∗∗∗∗^ (Figure S5G for grayscale). (E) Hbn misexpression represses *scro* (green). Mann-Whitney test p < 0.001, ^∗∗∗^; p < 0.001, ^∗∗∗^; p = 0.73, ns (Figure S5H for grayscale). (F) Hbn knockdown leads to an increase in *scro* (green). Mann-Whitney test p = 0.83, ns; p = 0.002, ^∗∗^; p = 0.0005, ^∗∗∗^ (Figure S5I for grayscale). (G) Hbn misexpression leads to ectopic activation of Grh (green) in INPs (Dpn^+^ [red]). Control image is a projection over 8 μm and Hbn OE is a projection over 29 μm. Mann-Whitney test p = 0.13, ns; p < 0.001, ^∗∗∗^; p < 0.001, ^∗∗∗^ (Figure S6B for grayscale). (H) Loss of hbn results in a slight decrease of Grh expression. Mann-Whitney test (averaged across DM1–6) p = 0.0642, ns; p = 0.0239, ^∗^; p = 0.0822, ns (Figure S6D for grayscale). (I) Summary of the phenotype of Hbn misexpression. Note in wild type the strength of Hbn expression is higher later in the cascade. (J) Summary of the regulatory relationships of Hbn in the temporal cascade. All quantifications represent an average across DM1–6. Error bars represent standard deviation. Single section confocal images unless stated otherwise. White dotted lines indicate *D*-GAL4>*mCD8-RFP* expression. n = 6 brain lobes.

Another predicted regulatory relationship between temporal factors is that each activates expression of the subsequent factor and represses the next plus one. This would suggest that Hbn should activate Ey expression and repress Scro. We found that misexpression of Hbn in INPs activated the Ey temporal window precociously (Figures 5C, S5E, and S5E′), whereas a loss of *hbn* led to a reduction of the Ey window without affecting onset (Figures 5D, S5G, and S5G′). Aside from its effects on Ey, misexpression of Hbn also resulted in a reduction in *scro* (Figures 5E, S5H, and S5H′). Consistent with these results, knockdown of *hbn* by RNAi (Figure S5F) led to an increase in *scro* expression (Figures 5F, S5I, and S5I′). We conclude that Hbn activates Ey and represses *scro* (Figures 5H and 5I), the type of behavior attributed to classically defined temporal TFs, exemplified in the embryonic temporal cascade (Isshiki et al., 2001).

### Hbn is sufficient to activate the middle-aged temporal factor Grh

We observed that the onset of Hbn expression coincided with the start of Grh expression. Furthermore, ectopic expression of Hbn resulted in concomitant expression of Grh, and we noticed that INPs with stronger Hbn staining signal also correlated with higher Grh signal (Figure S6A). We postulated that these two temporal factors shared a regulatory relationship. We found that ectopic Hbn expression was sufficient to activate Grh precociously and to extend its expression window in all DM lineages (Figure 5G), even in DM1, which normally does not express Grh. Grh was induced in almost all INPs in the DM1 lineage (Figure S6B′). Hbn is normally expressed at lower levels in DM1 than in others, suggesting that Hbn may activate Grh in a dosage-dependent manner. Forced expression of Hbn in DM lineages drove INPs toward a “middle-aged fate”: most INPs remained D^−^ Grh^+^ Ey^+^ (Figure 5I). We also observed that lineages DM1–4 and DM6 had significantly fewer INPs (Figure S6C), suggesting that Hbn may regulate cellular longevity during the middle-aged window. Knockdown of *hbn* expands the Grh window in DM2 and 3, though the effect is not as striking (Figures 5H, S6D, and S6D′) and may be due to a reduction of Ey, which normally restricts Grh expression. Taken together, our results demonstrate that Hbn is a temporal TF that activates Grh and Ey expression and represses *scro* to aid the progress of temporal transitions (Figure 5J).

We also investigated whether Grh had reciprocal regulatory interactions with Hbn. Neither misexpression nor loss of Grh significantly impacted the Hbn window (Figures S6E–S6F′). Loss of Grh in DM3 resulted in an earlier termination of Hbn expression (Figure S6F′). These results suggest that Grh is not required for the onset of Hbn expression and may have a minor role in the maintenance of the Hbn window.

### *scro* acts in a negative feedback loop with Ey

We found that *scro* expression was restricted to the oldest INPs, overlapping and extending beyond the Ey expression window (Figure 4L). NanoDam revealed that Ey was bound at the *scro* locus, leading us to hypothesize that Ey might activate *scro* transcription in INPs. Ectopic expression of Ey was sufficient to activate *scro* precociously in all DM lineages except DM2 and 3, where a reduction in *scro* was observed (Figures 6A, S6G, and S6G′). Conversely, knocking down *ey* expression in INPs lead to an almost complete loss of *scro* expression (Figures 6B, S6H, and S6H′). We conclude that Ey is both necessary and sufficient to activate *scro* expression and that Ey is likely to act directly.

**Figure 6:**
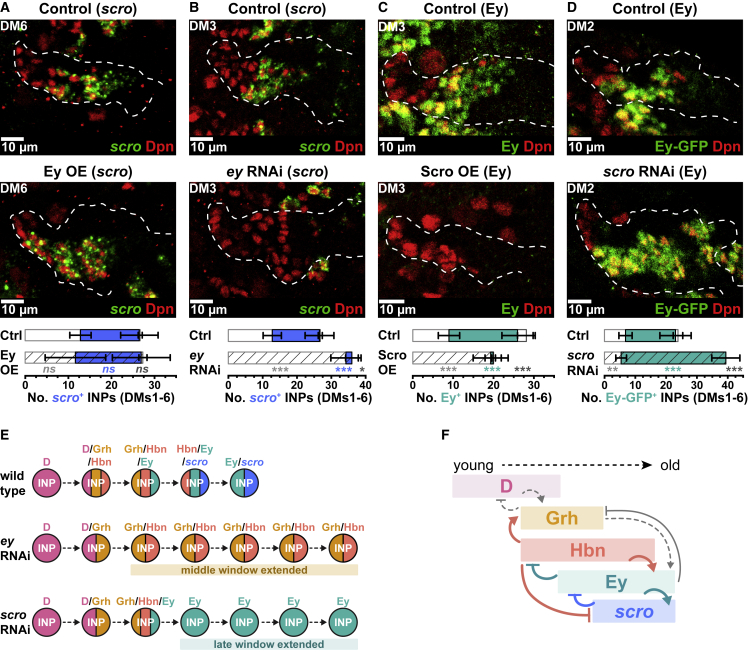
Scarecrow is a late temporal factor that represses Eyeless (A) Ey OE precociously activates *scro* (green) in INPs (Dpn^+^ [red]). Mann-Whitney test p = 0.12, ns; p = 0.44, ns; p = 0.60 (Figure S6G for grayscale). (B) *ey* RNAi leads to loss of *scro* (green) in INPs (Dpn^+^ [red]). Mann-Whitney test p < 0.001, ^∗∗∗^; p < 0.001, ^∗∗∗^; p = 0.02, × (Figure S6H for grayscale). (C) Misexpression of Scro leads to loss of Ey (green) in INPs (Dpn^+^ [red]). Mann-Whitney test p < 0.001, ^∗∗∗^ for all (Figure S6I for grayscale). (D) *scro* RNAi leads to an increase in the number of Ey^+^ (green) INPs (Dpn^+^ [red]). Mann-Whitney test p = 0.007, ^∗∗^; p < 0.001, ^∗∗∗^; p < 0.001, ^∗∗∗^ (Figure S6J for grayscale). (E) Summary of *scro* loss of function phenotype compared to wild type and *ey* loss of function. (F) Summary of the regulatory relationships between Hbn, *scro*, Ey, and Grh. The gray arrows indicate previously established regulatory relationships. All quantifications represent an average across DM1–6. Error bars represent standard deviation. Single section confocal images unless stated otherwise. White dotted lines indicate *D*-GAL4>*mCD8-RFP* expression. n = 6 brain lobes.

Given the reciprocal regulatory interactions observed between temporal factors, we tested whether *scro*, as the last identified temporal factor in INPs, represses Ey expression to terminate the Ey temporal window. In support of this hypothesis, we found that ectopic expression of Scro resulted in the loss of Ey (Figures 6C, S6I, and S6I′). Next, we assessed whether the loss of *scro* in INPs would affect Ey expression. Using two independent *scro* RNAi constructs that knocked down expression effectively (Figure S6K), we found that the loss of *scro* extended the Ey temporal window (Figures 6D, S6J, and S6J′), without affecting the number of D^+^ or Grh^+^ INPs (Figures S6L, S6L′, S6M, and S6M′). Therefore, Scro is necessary and sufficient to close the Ey temporal expression window.

Interestingly, we observed that lineages lacking *scro* contained significantly more INPs than controls, suggesting an effect on longevity (Figure S6N). It had been reported previously that the loss of Ey lead to an increased number of INPs (Bayraktar and Doe, 2013), comparable to the numbers we observed after the loss of *scro* (Figure S6N). The effects on temporal patterning, however, were distinct. Removing Ey extended the middle-aged temporal window (INPs remained Grh^+^/Hbn^+^) (Figure 6E; Bayraktar and Doe, 2013). By contrast, in the absence of *scro*, INPs progressed through the middle-aged window, and instead, the late temporal window was extended (INPs remained Ey^+^) (Figures 6D and 6E). Together, our results indicate that *scro* is activated directly by Ey in INPs and that Scro restrains the Ey temporal window at the end of the temporal cascade (Figure 6F).

### Hbn and Scro act as temporal factors in the developing visual system

Temporal patterning also regulates neuronal diversity in the developing OL, where D and Ey are expressed temporally in NSCs in the medulla of the OL (Figure 7A; Bayraktar and Doe, 2013; Li et al., 2013; Suzuki et al., 2013). Intriguingly, we found Hbn and *scro* were also expressed in subpopulations of medulla NSCs (Figures 7B, 7C, and S7A–S7E). As we had observed in INPs, we found that Hbn, Ey, and *scro* were expressed sequentially in medulla NSCs (Figures 7D–7F and S7F–7H). Interestingly, we could show that several of the regulatory interactions we discovered in INPs were conserved in medulla NSCs. We found that *scro* was necessary and sufficient for repression of Ey in NSCs (Figures 7G–7H), indicating that termination of the Ey temporal window by *scro* is conserved between INPs and the OL. In addition, misexpression of Hbn dramatically reduced *scro* expression, fulfilling the “repression of next plus one” rule (Figure 7I). A comparison of Ey and D binding in INPs and the OL revealed slightly different patterns at the *hbn* and *scro* loci (Figures 7J–7K): D binds strongly at the *hbn* locus in INPs, but more weakly in the OL. This may reflect differential regulation in the two cell types. For example, in contrast to INPs, in the OL D is expressed after Hbn, and the D and Hbn temporal windows do not overlap (Figure S7E). We conclude that the temporal expression cascade, from Hbn to Ey to *scro*, is conserved in progenitors that generate both the central complex of the brain and the visual processing system (Figures 7L and 7M). This is particularly striking as INPs and OL NSCs are distinct progenitors with different origins, the former born from asymmetrically dividing type II NSCs and the latter derived from symmetrically dividing neuroepithelial cells (Egger et al., 2007).

**Figure 7:**
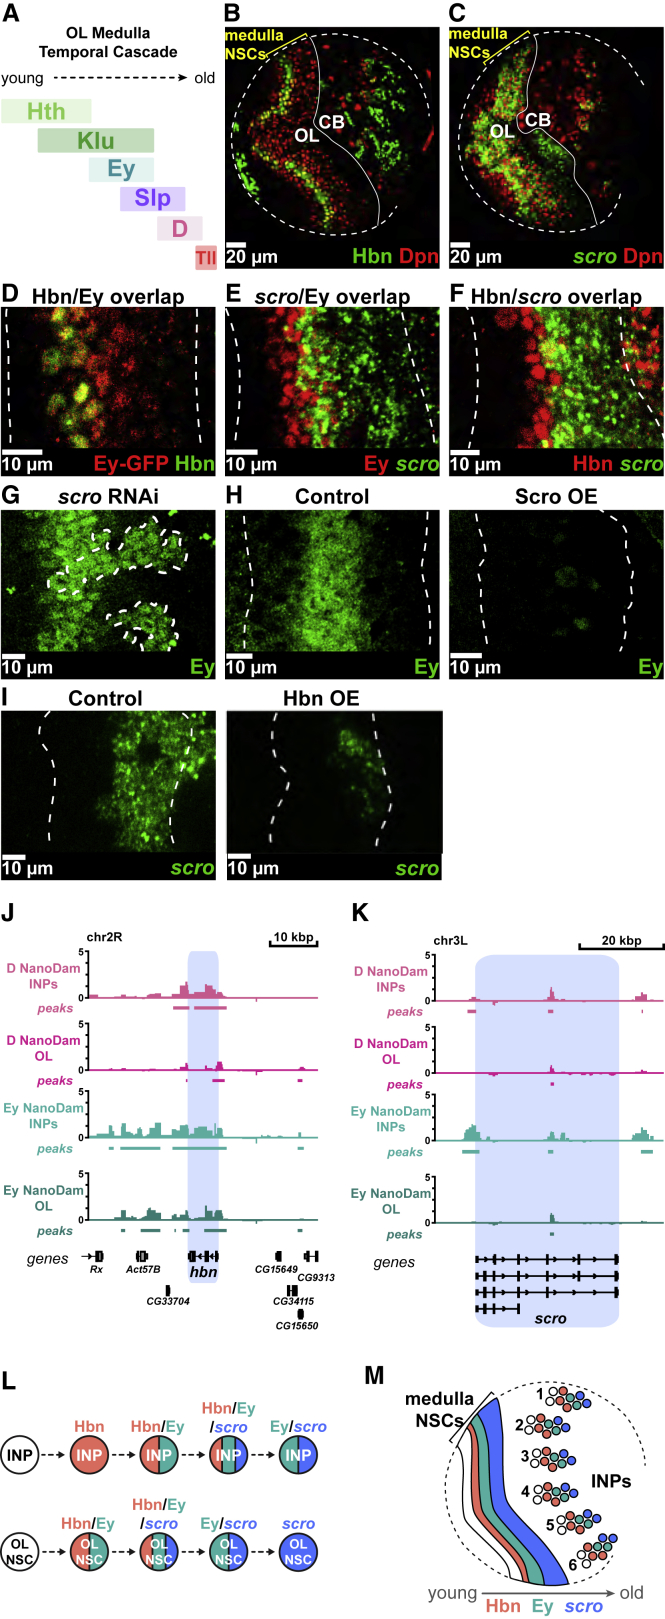
Hbn and *scro* are expressed in temporal windows in the optic lobe temporal cascade (A) Schematic showing the temporal cascade of the optic lobe (OL) medulla NSCs. (B) Hbn (green) is expressed in the OL medulla NSCs (Dpn^+^ [red] and highlighted with yellow bracket) in addition to the central brain (CB) (Figure S7A for grayscale). (C) *scro* (green) is expressed in the OL medulla NSCs (Dpn^+^ [red] and highlighted with yellow bracket) in addition to the CB (Figure S7B for grayscale). (D) Hbn (green) expression coincides with the start of the Ey temporal window (Ey-GFP^+^, [red]) in medulla NSCs (Figure S7F for grayscale). (E) *scro* (green) expression begins in the second half of the Ey window (Ey, red) (Figure S7G for grayscale). (F) *scro* (green) is expressed in the oldest Hbn^+^ (red) OL medulla NSCs (Figure S7H for grayscale). (G) Loss of *scro* extends Ey expression (green) in medulla NSCs. Clones expressing *scro* RNAi^TRiP^ are indicated with white dotted outlines. (H) Ectopic Scro expression in OL NSCs (*insc*-GAL4>UAS-s*cro*) results in the loss of the Ey temporal window (green). (I) Ectopic Hbn expression in OL NSCs (*insc*-GAL4>UAS-*hbn*) leads to a reduction of s*cro* expression (green). (J) NanoDam binding profiles of D and Ey across the *hbn* gene locus (blue) in INPs and OL NSCs. *ogre*-GAL4 was used to drive NanoDam in OL NSCS in combination with D-GFP or Ey-GFP. Binding intensities are shown as log_2_-fold enrichment of TF-GFP NanoDam over NanoDam only. (K) NanoDam binding profiles of D and Ey across the *scro* gene locus (blue) in INPs and OL NSCs. Binding intensities are shown as log_2_-fold enrichment of TF-GFP NanoDam over NanoDam only. (L) The order of Hbn, Ey, and *scro* expression is conserved in the INP and OL medulla NSC temporal cascades. Single section confocal images. Dotted white lines in (B) and (C) outline the edges of the brain lobes; (D)–(I) indicate the region containing medulla NSCs. n = 6 brain lobes. (M) The conserved expression of Hbn, Ey, and *scro* in medulla NSCs and INPs of the DM type II lineages.

## Discussion

Temporal patterning leads to the generation of neuronal diversity from a relatively small pool of neural stem or progenitor cells. Temporal regulation is achieved by the restricted expression of temporal TFs within precise developmental windows. The onset and duration of each temporal window in these cells must be regulated tightly in order for the appropriate subtypes of neurons to be generated at the correct time to establish functional neuronal circuits.

Here, we focused on the INPs of the type II NSC lineages that generate the central complex of the *Drosophila* brain. The neural diversity generated by the INP lineages, suggested that unknown temporal factors remained to be discovered. With the expectation that these factors would be the transcriptional targets of the known temporal factors, we developed NanoDam to profile the binding targets of D, Grh, and Ey. NanoDam enables both spatial and temporal specificity, at the cellular level and within defined temporal windows.

NanoDam permits genome-wide profiling of any endogenously tagged chromatin-binding protein after a simple genetic cross, bypassing the need to generate transgenes expressing Dam-fusion proteins, or the requirement for specific antisera, cross-linking, or cell isolation. Binding profiles within a subset of the protein’s expression pattern can be achieved by expressing NanoDam with specific GAL4 drivers (Figure 1D). To date, collaborative efforts have produced more than 3,900 *Drosophila* lines expressing GFP-tagged proteins in their endogenous patterns (Table S2). Approximately 93% of all TFs have been GFP-tagged in lines that are publicly available at stock centres. Lines that are not yet available can be rapidly generated by CRISPR-Cas9-mediated tagging. NanoDam can be readily adapted for use in other organisms to facilitate easier *in vivo* profiling experiments, as we have demonstrated previously for TaDa (Cheetham et al., 2018; Aloia et al., 2019). The growing library of nanobodies that target proteins with specific post-translational modifications, such as histone modifications, or tags other than GFP enables NanoDam to be readily applied to profile a broad array of chromatin-binding proteins.

By combining the power of NanoDam with scRNA-seq, we were able to identify *scro* and *hbn* as temporal factors in the INPs. The mammalian homolog of *ey* (*Pax6*), *hbn* (*Arx*), and *scro* (*Nkx2.1*) are restricted to distinct progenitor populations in the developing mouse forebrain (Colombo et al., 2004; Götz et al., 1998; Sussel et al., 1999). We found that *scro* regulates the late INP identity by repression of Ey. Interestingly, the loss of *Nkx2.1* in the mouse forebrain leads to aberrant expression in ventral regions of the dorsal factor *Pax6* (Sussel et al., 1999), suggesting that the repressive relationship between *scro* and *ey* may be conserved between *Nkx2.1* and *Pax6*.

Not all relationships appear to be conserved, however. We found that Hbn promotes progression through the middle-aged temporal stage and that maintenance of the middle-aged temporal window is regulated in part by interactions between Hbn and Grh. *Arx* mutant mice exhibit loss of upper layer (later-born) neurons but no change in the number of lower layer (early-born) neurons (Colasante et al., 2015).

Intriguingly, both *scro* and *hbn* were also temporally expressed in OL NSCs (Figures 7B and 7C), and the regulatory relationships between *scro* and Ey appeared to be conserved. This suggests that similar regulatory strategies may be shared between NSCs or progenitor cells in order to regulate longevity and neuronal subtype production. The remarkable conservation of the regulatory interactions of *scro* in two different progenitor cell types with different origins in the *Drosophila* brain may also be translated to the context of mammalian neurogenesis, highlighting the possibility of a more generalized regulatory network used by stem and progenitor cells to regulate cell fate, progeny fate, and proliferation.

The type II lineages in *Drosophila* divide in a similar manner to the oRGs that have been attributed to the rapid evolutionary expansion of the neocortex seen in humans and other mammals (Fietz et al., 2010; García-Moreno et al., 2012; Hansen et al., 2010; Wang et al., 2011). Interestingly, oRGs show a shortened cell-cycle length in primates (Penisson et al., 2019) in comparison to rodent progenitors, which increase cell-cycle duration as development progresses (Betizeau et al., 2013). We found that manipulation of *scro* and *hbn* levels affects INP numbers. The loss of *scro* results in more INPs within a lineage, similar to the phenotype observed upon loss of Ey (Bayraktar and Doe, 2013). Ey activates *scro* in the temporal cascade, and it is likely that the increase in INPs upon loss of Ey is due to the loss of *scro* expression. Clonal analysis suggests that the increase in INP numbers is not due to aberrant symmetrical division (Bayraktar and Doe, 2013), suggesting that temporal factors have an effect on INP longevity. It would be interesting to investigate whether oRGs use temporally expressed factors to control longevity and cell-cycle dynamics at different developmental stages in order to regulate neuronal subtype generation during neocortex development.

There is significant heterogeneity between the type II lineages, and our study has identified differences in the regulatory relationships of *hbn* and *scro*. For example, misexpression of Ey leads to an increase in *scro* in all lineages except DM2 and 3, where *scro* expression is reduced. The heterogeneity between lineages may be a consequence of variations in combinatorial binding of temporal factors, as our NanoDam data indicate. The diversity of INPs and differences between lineages may be further investigated through lineage-specific or higher resolution scRNA-seq (Michki et al., 2021). Although INPs share temporal factors, different DM lineages display subtle to striking differences when the temporal cascade is manipulated, demonstrating the likelihood that each DM employs unique temporal cascades. Combinatorial binding would enable more complex regulatory interactions that could refine or subdivide temporal windows in the INPs.

### Limitations

In this study, we have utilised GFP-tagged TFs for NanoDam profiling. These GFP-tagged proteins retain their ability to bind DNA, as revealed by their specific genome-wide binding profiles. Moreover, Grh-GFP and Ey-GFP recapitulate the endogenous expression patterns in INPs and have been shown previously to have no effect on INP temporal windows (Abdusselamoglu et al., 2019). In rare cases where GFP might interfere with the DNA-binding ability of the protein of interest, alternative nanotags (Xu et al., 2022) can be used, as NanoDam is not limited to GFP tags.

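INP-like cells made up 8.69% of the RFP-positive cells in replicate 1 (233 of 2681 cells, 95% interval 7.65 to 9.82) and 7.97% in replicate 2 (112 of 1405 cells, 6.61 to 9.51). The mean was 8.33% ± 0.51 (SD, n = 2 replicates). The share moved with the way INPs were picked, to 12.4% with clusters built without integration and to 6.60% when INPs were gated on 3 of the 4 markers *dpn*, *wor*, *ase* and *erm*. Of the temporal factors *D*, *grh*, *ey*, *hbn* and *scro*, INP-like cells had UMIs of different numbers. In replicate 1, 31.8% of INP-like cells had a UMI of exactly 1 of the 5 genes, 34.8% of 2, 20.6% of 3, 7.73% of 4 and 0.43% of all 5. In replicate 2 the shares were 16.1%, 25.0%, 29.5%, 22.3% and 5.36%. Cells with 0 of the 5 made up 4.72% and 1.79%, at the full depth of each cell.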

In this study, small populations of cells were profiled with NanoDam (roughly 10% of cells labeled by D-GAL4>UAS-mCD8-RFP are INPs, of which only a subset express D/Grh/Ey). The minimum number of cells needed for NanoDam remains to be determined, though factors intrinsic to the protein, such as binding affinity or nuclear concentration, may influence this.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT OR RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Guinea pig anti-D	Gift from Alex Gould, Crick Institute	N/A
Guinea pig anti-Dpn	Caygill and Brand (2017)	N/A
Rat anti-Dpn	Abcam	11D1BC7; RRID: AB_2687586
Rabbit anti-Ey	Gift from Uwe Walldorf, Universität des Saarlandes	N/A
Chicken anti-GFP	Abcam	RRID: AB_300798
Rat anti-Grh	Baumgardt et al. (2009)	N/A
Rabbit anti-Hbn	Gift from Uwe Walldorf, Universität des Saarlandes	N/A
Goat anti-chicken Alexa Fluor 488	Invitrogen	REF A11039; RRID: AB_2534096
Goat anti-guinea pig Alexa Fluor 568	Invitrogen	REF A11075; RRID: AB_2534119
Goat anti-guinea pig Alexa Fluor 633	Invitrogen	REF A21105; RRID: AB_2535757
Goat anti-rabbit Alexa Fluor 488	Invitrogen	REF A11034; RRID: AB_2868494
Goat anti-rabbit Alexa Fluor 405	Invitrogen	REF A31556; RRID: AB_221605
Goat anti-rabbit Alexa Fluor 633	Invitrogen	REF A21071; RRID: AB_2535732
Goat anti-rat Alexa Fluor 568	Invitrogen	RRID: AB_2534121
Goat anti-rat Alexa Fluor 633	Invitrogen	REF A21094; RRID: AB_2535749
Donkey anti-guinea pig Dylight 405-conjugated AffiniPure	Jackson Immunoresearch	706-475; RRID: AB_2340470

**Chemicals, peptides, and recombinant proteins**		

16% Formaldehyde Solution (w/v)	ThermoFisher Scientific	28908
Papain from papaya latex	Sigma Life Sciences	P3375, LOT SLBR9817V
Collagenase type I	Merck Millipore	SCR103
Schneider’s Insect Medium	Sigma Aldrich	S9895
Triton X-100	Sigma Aldrich	T9284, Lot SLBF2001V
Tween 20	Sigma Aldrich	P7949 Lot 109K01021
Probe Hybridisation Buffer	Molecular Instruments	N/A
Probe Wash Buffer	Molecular Instruments	N/A
Amplification Buffer	Molecular Instruments	N/A
Vectashield Antifade Mounting Medium	Vector Laboratories	H-1000-10
SlowFade Gold Antifade Reagent	Invitrogen	Cat#S36936
SYTOX Blue Dead Cell Stain	Invitrogen	Cat#S34857

**Critical commercial assays**		

10X Chromium (v2 chemistry kit) Gene Expression Analysis	10X Genomics	N/A

**Deposited data**		

scRNA-seq data (raw and processed files)	This study	GEO: GSE190210
NanoDam data (raw and processed files)	This study	GEO: GSE190210

**Experimental models: Organisms/strains**		

*D*-GAL4	BDSC	48510 (GMR12E09)
*insc*-GAL4	Luo et al. (1994)	MZ1407
*ogre*-GAL4	BDSC	49340 (GMR29C07)
*wor*-GAL4	Albertson et al. (2004)	N/A
*tub*-GAL80^ts^	BDSC	7019
AyGAL4, UAS-GFP	BDSC	RRID: BDSC_4411
10xUAS-*IVS-mCD8-RFP*	BDSC	RRID: BDSC_32219
UAS-*mCD8-GFP*	BDSC	RRID: BDSC_5130
UAS-*Dicer2*	VDRC	60008
*hsFLP*^122^	N/A	N/A
*cph*::YFP	CPTI	RRID: DGGR_115236
D-GFP	BDSC	RRID: BDSC_66758
Grh-GFP	BDSC	RRID: BDSC_42272
Ey-GFP	BDSC	RRID: BDSC_42271
UAS-D	BDSC	RRID: BDSC_8861
UAS-*ey*	BDSC	RRID: BDSC_6294
UAS-*grh*	BDSC	RRID: BDSC_42227
UAS-*hbn*	This study	N/A
UAS-*scro*	This study	N/A
UAS-*ey*-RNAi	VDRC	106628
UAS-*grh*-RNAi	VDRC	101428
UAS-*hbn*-RNAi^CDS2^	This study	N/A
UAS-*hbn*-RNAi^3UTR^	This study	N/A
UAS-*mCherry*-RNAi	BDSC	RRID: BDSC_35785
UAS-*scro*-RNAi	BDSC	RRID: BDSC_33890
UAS-*scro*-RNAi^CDS^	This study	N/A
UAS-*NanoDam*	This study	N/A
*w*^*1118*^		N/A

**Oligonucleotides**		

**vhhGFP4 Forward Primer** AGTGGCGGTGGGCCAAAAA AGAAAAGAAAAAGTCCGCGGC AAATGGATCAAGTCCAACTGGTGG	This study	N/A
**vhhGFP4 Reverse Primer** ATGTCACACCACAGAAGTAAGGTTCC TTCACAAAGATCCTTAGCTGGAGACG GTGACCTG	This study	N/A
**Hbn Coding Sequence Forward Primer** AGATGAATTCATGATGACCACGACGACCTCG	This study	N/A
**Hbn Coding Sequence Reverse Primer** ATGACTCGAGTCAGTCCTCGCCCTTGGTG	This study	N/A
***scro-RA* coding sequence Forward Primer** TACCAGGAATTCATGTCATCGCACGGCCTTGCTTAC	This study	N/A
***scro-RA* coding sequence Reverse Primer** TAGTATGCGGCCGCTTACCATGCCCGGC CTTGTAAGGG	This study	N/A
**Short hairpins for *hbn*-shRNA**^**CDS2**^**(Forward)** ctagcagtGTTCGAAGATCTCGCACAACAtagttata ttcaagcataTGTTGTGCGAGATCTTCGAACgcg	This study	N/A
**Short hairpins for *hbn*-shRNA**^**CDS2**^**(Reverse)** aattcgcGTTCGAAGATCTCGCACA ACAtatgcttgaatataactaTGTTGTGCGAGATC TTCGAACactg	This study	N/A
**Short hairpins for *hbn*-shRNA**^**3UTR**^**(Forward)** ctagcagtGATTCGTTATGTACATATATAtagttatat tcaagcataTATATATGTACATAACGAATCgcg	This study	N/A
**Short hairpins for *hbn*-shRNA**^**3UTR**^**(Reverse)** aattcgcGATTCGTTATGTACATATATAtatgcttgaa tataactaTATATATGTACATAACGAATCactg	This study	N/A
**Short hairpins for *scro*-shRNA**^**5UTR**^**(Forward)** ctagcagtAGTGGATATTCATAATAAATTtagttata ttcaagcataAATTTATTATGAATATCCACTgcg	This study	N/A
**Short hairpins for *scro*-shRNA**^**5UTR**^**(Reverse)** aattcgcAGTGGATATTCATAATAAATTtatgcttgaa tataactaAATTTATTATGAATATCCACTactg	This study	N/A
**Short hairpins for *scro*-shRNA**^**CDS**^**(Forward)** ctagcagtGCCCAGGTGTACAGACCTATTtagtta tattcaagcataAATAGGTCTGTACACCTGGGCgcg	This study	N/A
**Short hairpins for *scro*-shRNA**^**CDS**^**(Reverse)** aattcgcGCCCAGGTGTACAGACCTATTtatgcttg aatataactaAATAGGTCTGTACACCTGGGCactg	This study	N/A
*scro* HCR probe set (B3)	Molecular Instruments	N/A
B3 Amplifier 647	Molecular Instruments	N/A
B3 Amplifier 488	Molecular Instruments	N/A

**Recombinant DNA**		

pUAST-mCherry-Dam-vhhGFP4 (pUAST-NanoDam)	This study	N/A
pUAST-mCherry-Dam	Southall et al. (2013)	N/A
pWALIUM20 Vector	Perkins et al. (2015)	N/A
UAST-attB	Bischof et al. (2007)	N/A

**Software and algorithms**		

Fiji	Schindelin et al. (2012)	https://imagej.net/software/fiji/
FastQC (v0.11.5)	Andrews (2010)	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
damidseq_pipeline	Marshall and Brand (2015)	https://github.com/AHBrand-Lab/DamID_scripts
slurm workload manager (v15.08.13)	SchedMD	https://slurm.schedmd.com/download.html
bowtie2 (v2.3.4.1)	Langmead and Salzberg (2012)	https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.3.4/
bedGraphToBigWig (v4)	UCSC	https://www.encodeproject.org/software/bedgraphtobigwig/
MACS2 (v2.1.2)	Zhang et al. (2008)	https://pypi.org/project/MACS2/
bedtools (v2.26.0)	Quinlan and Hall (2010)	https://github.com/arq5x/bedtools2
stats (v3.6.1)	R	https://stat.ethz.ch/R-manual/R-devel/library/stats/html/00Index.html
factoextra (v1.0.5)	R	https://cran.r-project.org/web/packages/factoextra/index.html
clValid (v0.6-6)	R	https://cran.r-project.org/web/packages/clValid/index.html
mclust (v5.4.5)	R	https://cran.r-project.org/web/packages/mclust/index.html
cluster (v2.0.7-1)	R	https://cran.r-project.org/web/packages/cluster/index.html
GraphPad Prism 8	GraphPad Software	https://www.graphpad.com/
Seurat (v2.3.4)	Butler et al. (2018); Stuart et al. (2019)	https://cran.r-project.org/src/contrib/Archive/Seurat/
Adobe Illustrator (v25.4.2)	Adobe	https://www.adobe.com/products/illustrator.html
Cell Ranger (v2.2.1)	10X Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest
Integrative Genomic Viewer (IGV)	Robinson et al. (2011)	https://software.broadinstitute.org/software/igv/download
R	R-project	https://cran.ma.imperial.ac.uk/
RStudio	RStudio	https://www.rstudio.com/products/rstudio/download/
damMer.py	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
damMer_tracks.py	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
damMer_peaks.py	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**genomewide_correlation.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**signal_enrichment.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**create_annotations.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**cluster_peaks.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**annotate_peaks.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis
**scRNAseq_analysis.Rmd**	This study	https://github.com/AHBrand-Lab/NanoDam_analysis

**Other**		

Cell Sorter	Sony	SH800Z
Illumina HiSeq 4000	Illumina	N/A
Illumina HiSeq 1500	Illumina	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Andrea Brand ().

#### Materials availability

Plasmids and fly stocks generated in this study are available upon request.

### Experimental model details

#### Fly Stocks

*Drosophila melanogaster* were reared in cages at 25 °C. Embryos were collected on yeasted apple juice plates. For experiments involving GAL80^ts^ embryos were kept at 18 °C until hatching. After hatching, larvae were transferred to a yeasted food plate and reared to wandering third larval instar stage before dissection.

The following lines were used to drive transgenes under the control of UAS in a spatially and temporally restricted manner: *D*-GAL4 (GMR12E09-GAL4, BDSC 48510), *insc*-GAL4 (*GAL4*^*MZ1407*^) (Luo et al., 1994), *ogre*-GAL4 (GMR29C07-GAL4, BDSC 49340), *wor*-GAL4 (Albertson et al., 2004), *tub*-GAL80^ts^ (BDSC 7019), Ay-GAL4, UAS-GFP (BDSC 4411), 10xUAS-*IVS-mCD8-RFP* (BDSC 32219), UAS-mCD8-GFP (BDSC 5130), UAS-*Dicer2* (VDRC 60008) and *hsFLP*^122^. The fusion proteins used were: *cph*::YFP (CPTI-001740, PMF and AHB, in preparation), D-GFP (BDSC 66758), Grh-GFP (BDSC 42272), Ey-GFP (BDSC 42271). The misexpression lines used were: UAS-D (BDSC 8861), UAS-*ey* (BDSC 6294), UAS-*grh* (BDSC 42227), UAS-*hbn* (this study), UAS-*scro* (this study). The RNAi lines used were: UAS-*ey*-RNAi (VDRC 106628), UAS-*grh*-RNAi (VDRC 101428), UAS-*hbn*-RNAi^CDS2^ (this study), UAS-*hbn*-RNAi^3UTR^ (this study), UAS-*mCherry*-RNAi (BDSC 35785), UAS-*scro*-RNAi (BDSC 33890) and UAS-*scro*-RNAi^CDS^ (this study). The generation of UAS-*NanoDam* is described below. *w*^*1118*^ was used for NanoDam control experiments and as a reference stock for functional experiments.

### Method details

#### Generation of expression constructs

pUAST-mCherry-Dam-vhhGFP4 (pUAST-NanoDam) was generated by PCR amplifying vhhGFP4 from genomic DNA isolated from deGradFP flies (Caussinus et al., 2011) using the primers Forward: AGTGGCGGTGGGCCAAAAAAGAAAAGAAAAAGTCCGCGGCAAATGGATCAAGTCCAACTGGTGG and Reverse: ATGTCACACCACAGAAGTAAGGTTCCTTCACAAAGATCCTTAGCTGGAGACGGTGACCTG. The resulting PCR product was cloned into the pUAST-mCherry-Dam vector (Southall et al., 2013) with XhoI and XbaI sites using Gibson Assembly.

pUAST-attB-hbn was generated by PCR amplifying the *hbn* coding sequence from an embryonic cDNA library using the primers Forward: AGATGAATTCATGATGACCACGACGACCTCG and Reverse: ATGACTCGAGTCAGTCCTCGCCCTTGGTG. The resulting PCR product was cloned into the pUAST-attB vector (Bischof et al., 2007) with EcoRI and XhoI sites.

pUAST-attB-scro was generated by PCR amplifying the *scro-RA* coding sequence from an embryonic cDNA library using the primers Forward: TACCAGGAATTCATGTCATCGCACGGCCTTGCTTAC and Reverse: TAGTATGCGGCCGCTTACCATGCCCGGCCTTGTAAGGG. The resulting PCR product was cloned into the pUAST-attB vector (Bischof et al., 2007) with EcoRI and NotI sites.

#### Short hairpin RNAi generation

Short hairpin *scro* RNAi constructs, pWALIUM20-*scro*-shRNA^5UTR^ (targets *scro* 5UTR) and pWALIUM20*-scro*-shRNA^CDS^ (targets *scro* CDS), were generated by annealing 10 μM concentration of the following oligonucleotide pairs at 98 °C for 5 minutes in annealing buffer (10 mM Tris pH 7.5, 0.1 M NaCl, 1 mM EDTA) and then leaving the mixture to cool at room temperature. The resulting products were cloned into the pWALIUM20 vector (Perkins et al., 2015) with EcoRI and Nhe1 sites.

*hbn*-shRNA^CDS2^ Forward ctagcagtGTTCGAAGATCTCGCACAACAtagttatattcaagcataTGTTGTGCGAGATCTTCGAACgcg and *hbn*-shRNA^CDS2^ Reverse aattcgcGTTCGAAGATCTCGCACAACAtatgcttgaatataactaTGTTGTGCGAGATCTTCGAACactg; *hbn*-shRNA^3UTR^ Forward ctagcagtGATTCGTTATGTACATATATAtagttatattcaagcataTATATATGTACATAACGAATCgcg and *hbn*-shRNA^3UTR^ Reverse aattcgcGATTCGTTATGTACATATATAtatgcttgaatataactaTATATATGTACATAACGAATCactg; *scro*-shRNA^5UTR^ Forward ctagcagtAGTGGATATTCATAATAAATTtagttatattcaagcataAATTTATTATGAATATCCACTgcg and *scro*-shRNA^5UTR^ Reverse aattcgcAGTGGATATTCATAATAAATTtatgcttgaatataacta AATTTATTATGAATATCCACTactg; *scro*-shRNA^CDS^ Forward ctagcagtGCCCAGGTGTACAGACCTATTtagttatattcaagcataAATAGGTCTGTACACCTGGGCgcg and *scro*-shRNA^CDS^ Reverse

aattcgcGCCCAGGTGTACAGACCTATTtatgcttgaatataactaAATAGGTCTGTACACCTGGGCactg. For all expression and RNAi constructs, transgenic flies were generated by germline injection into embryos carrying *y*, *v*, *nos*-phiC integrase; *attP40*; + (BDSC 25709).

#### NanoDam experimental design

To perform Cph NanoDam, a Cph::YFP; UAS-*NanoDam* line was crossed to Cph::YFP; *wor*-GAL4. As a control, UAS-*NanoDam* was crossed to *wor*-GAL4. *wor*-GAL4 is expressed in neuroblasts from approximately stage 10. Embryos were collected at 25 °C and harvested at stage 16. 10-15 μl of embryos were harvested for DNA purification.

For INP NanoDam, flies carrying UAS-*NanoDam*, *tub*-GAL80^ts^ and *D*-GAL4 were crossed to *w*^*1118*^ (control), D-GFP, Grh-GFP or Ey-GFP. For optic lobe NanoDam, flies carrying UAS-*NanoDam*, *tub*-GAL80^ts^ and *ogre*-GAL4 were crossed to *w*^*1118*^, D-GFP, or Ey-GFP. Temporal restriction of NanoDam expression was achieved using GAL80^ts^, a temperature-sensitive negative regulator of GAL4 (Matsumoto et al., 1978; McGuire et al., 2003). Embryos were collected on yeasted apple juice plates at 25 °C and then transferred at 18 °C. Newly hatched larvae were transferred to yeasted food plates and raised at 18 °C for 6 days before shifting to 29 °C for 14 hours. Brains were dissected from wandering third instar larvae in PBS and then transferred to ice-cold PBS. Genomic DNA was extracted from approximately 50 brains per sample.

#### NanoDam sample processing

NanoDam samples were processed using the DamID-seq protocol as described previously (Marshall et al., 2016). DNA was extracted from dissected tissue and methylated fragments were isolated with DpnI and DpnII digestion. Genomic fragments were then amplified by PCR and sonicated in order to generate libraries appropriate for sequencing. Sequencing was performed as single end 50 bp reads generated by an Illumina HiSeq 1500 at the Gurdon Institute NGS Core Facility. Details of biological replicates performed can be found in Figure S2.

#### Single-cell sequencing sample preparation

Embryos of the genotypes *w*; 10xUAS-*IVS-mCD8-RFP*; *D*-GAL4 or *w*; 10xUAS-*IVS-mCD8-RFP*/D-GFP; *D*-GAL4/*+* were collected on yeasted apple juice plates at 25 °C. Newly hatched larvae were transferred to yeasted food plates and reared at 25 °C until wandering third instar stage. Sample preparation prior to FACS was performed as Harzer et al. (2013), but with the use of PBS in place of Schneider’s medium. In brief, larvae were washed in 70 % EtOH/PBS for 1 minute before dissection. Brains from each genotype were then dissected in PBS for one replicate each, transferred to 1.5 ml low-binding tubes with ice-cold Rinaldini solution and then rinsed twice with ice-cold Rinaldini solution. Brains were incubated for 1 hour at 30 °C in dissociation solution (Schneider’s Insect Medium with 1 mg/ml Collagenase I and 1 mg/ml Papain) then rinsed with ice-cold Rinaldini solution, followed by sterile filtered 0.03 % BSA/PBS. The solution was pipetted up and down to dissociate the brains and the resulting cell suspension was passed through a 10 μm mesh filter into a 5 ml FACS tube. SYTOX Blue Dead Cell Stain (Invitrogen) was added to the cell suspension before proceeding to FACS.

FACS was performed using the SH800Z Cell Sorter (Sony) at 4 °C. Single cells were sorted into PBS with 0.03 % Bovine Serum Albumin to prevent clumping. Live, single cells were sorted based on size, and fluorescence intensities of RFP and SYTOX Blue Dead Cell Stain. Gates for FACS were established using a negative control to adjust for autofluorescence and a positive control for SYTOX Blue Dead Cell Stain using dissociated cells incubated at 65 °C for 15 minutes.

Single cell RNA sequencing libraries were generated using 10X Chromium (v2 chemistry kit, 10X Genomics) and sequenced on an Illumina HiSeq 4000 at the Genomics Core Facility, Cancer Research UK Cambridge Institute.

#### Sample fixation and immunostaining

Larval brains were dissected in PBS and fixed on a shaker for 20 minutes in 4 % formaldehyde/PBS. Fixed brains were washed well with PBS containing 0.3 % Triton-X (PBTx) before immunostaining and then for at least 15 minutes in 10 % normal goat serum/PBS. Samples were incubated overnight at 4 °C with primary antibodies diluted in 0.3 % PBTx, washed well with 0.3 % PBTx, then incubated overnight at 4 °C with secondary antibodies diluted in 0.3 % PBTx. Samples were washed well with 0.3 % PBTx then mounted in Vectashield (Vector laboratories) for imaging.

The following primary antisera were used: guinea pig anti-D 1:200 (a gift from Alex Gould), guinea pig anti-Dpn 1:5,000 (Caygill and Brand, 2017), rat anti-Dpn 1:100 (abcam, 11D1BC7, ab195173), rabbit anti-Ey (1:300) (a gift from Uwe Walldorf), chicken anti-GFP 1:2,000 (abcam, ab13970), rat anti-Grh 1:1000 (Baumgardt et al., 2009), rabbit anti-Hbn (1:200) (a gift from Uwe Walldorf). Secondary antibodies conjugated Alexa Fluor dyes (Life Technologies) or DyLight-405 1:200 (Jackson Laboratories) were used to detect primary antibodies.

#### *In situ* hybridisation chain reaction (HCR)

To perform HCR for *scro* mRNA, custom probes designed against the *scro* coding sequence, buffers and fluorophore-labelled amplification hairpins were sourced from Molecular Instruments (Choi et al., 2018). The HCR protocol was adapted for use on third instar *Drosophila* larval brains (Choi et al., 2016). In brief, larval brains were fixed on a shaker at room temperature for 20 minutes in 4 % formaldehyde/PBS. Fixed brains were washed well with PBS and then incubated in probe hybridisation buffer (PHB) (Molecular Instruments) at 37 °C for 10 minutes. PHB was removed from the samples and replaced with pre-warmed probe mix (0.8 μl of probe added to 200 μl PHB). Samples were incubated in probe mix overnight at 37 °C. The following day, samples were washed well with probe wash buffer (PWB) (Molecular Instruments) at 37 °C and then washed with 5XSSC containing 0.1 % Triton-X (5X SSCTx) at room temperature. Samples were incubated in amplification buffer (AB) (Molecular Instruments) at room temperature for at least 10 minutes. AB was removed and replaced with 100 μl AB containing 2 μl each fluorophore-labelled amplification hairpin1 and hairpin2 (Molecular Instruments). Samples were then incubated overnight in the dark at room temperature. Note that hairpins 1 and 2 were heated separately at 95 °C for 1.5 minutes and cooled at room temperature for 30 minutes in the dark before use. The next day, samples were washed well with 5X SSCTx before proceeding to immunostaining processing for antibody co-staining. Amplification hairpins were labelled with Alexa Fluor 488 or 647. HCR samples were mounted in SlowFade Gold antifade reagent (Invitrogen) for imaging.

#### Image acquisition

Fluorescent images were acquired using a Leica SP8 confocal microscope. Images were analyses using Fiji (Schindelin et al., 2012), which was also used to adjust brightness and contrast in images. Adobe Illustrator was used to compile figures.

### Quantification and statistical analysis

#### NanoDam data processing

The quality of all ^∗^.fastq-files was validated by using FastQC (v0.11.5). Data processing was performed with a wrapper script to automate and parallelize the application of the damidseq_pipeline (Marshall and Brand, 2015) with the slurm workload manager (v15.08.13). All ^∗^.fastq.gz-files were mapped with bowtie2 (v2.3.4.1) to the *Drosophila* dm6 genome assembly and all reads were assigned to bins defined by consecutive GATC sites throughout the genome. For NanoDam of each transcription factor, all replicates (4 D-GFP replicates, 5 Grh-GFP replicates, and 4 Ey-GFP replicates) were normalised individually to all control replicates (8 *w*^*1118*^ replicates) followed by quantile normalisation of all pairwise comparisons to each other. Binding profiles for each transcription factor were generated by averaging the binding intensities across all normalised comparisons per GATC-bin. The averaged logarithmic binding intensities were subsequently backtransformed and bedGraphToBigWig (v4) was used to generate ^∗^.bw-files for visualisation of the binding profiles in IGV (Robinson et al., 2011). Broad peaks were called with MACS2 (v2.1.2.) on ^∗^.bam-files derived from the damidseq_pipeline for all NanoDam/control pairwise combinations. Overlapping peak regions were merged with bedtools (v2.26.0) into consensus peaks. Consensus peaks were filtered by false discovery rate (i.e., FDR<10^-25^) and by occurrence in more than 50 % across all pairwise combinations.

For genome-wide correlation analysis of individual libraries, bamCoverage (v3.0.2) was used to aggregate reads from ^∗^.bam-files of individual samples after extension to 150 bp across consecutive 500 bp-bins. Pearson correlation coefficients were calculated with the R stats (v3.6.1) package between these NanoDam, TaDa, NanoDam only and TaDa only libraries or for comparison of normalized, pairwise replicates. Complexity and fingerprint analysis were conducted with preseq (v2.0.0) and custom R scripts adapting plotFingerprint’s algorithm (v3.0.2). Enrichment of binding intensities on peaksets and ROC-like curves were calculated with custom R scripts employing the R rtracklayer package (v1.46.0).

Binding intensities for all GATC-bins overlapping with individual peaks were averaged and normalised for the length of the peak. Intensities for GATC-bins intersecting with the peak borders were weighted depending on the overlap of the respective bin with the peak. The resulting intensities per peak and genotype were converted into z-scores and clustered with the ‘kmeans’ function of the R stats package (v3.6.1). The optimal number of clusters was determined by using the factoextra (v1.0.5), clValid (v0.6-6) and mclust (v5.4.5) packages in R. All considered clustering approaches were evaluated by calculating silhouettes with the cluster (v2.0.7-1) package.

Peaks were assigned to the closest transcriptional start site of protein-coding genes according to ensembl annotations with bedtools (dm6, biomaRt v2.38.0). To identify genes encoding transcription factors the resulting genes were intersected with the curated list of supported *Drosophila* transcription factors from FlyTF.org (https://www.mrc-lmb.cam.ac.uk/genomes/FlyTF/old_index.html).

R markdowns outlining all analytical workflows as well as the suite of Python3 scripts for automated DamIDseq analysis are available at https://github.com/AHBrand-Lab/NanoDam_analysis. Raw and processed data can be acquired at NCBI GEO under the accession number GSE190210.

#### Single-cell sequencing data processing

The acquired single cell RNA sequencing files were mapped and count matrices derived from Cell Ranger (v2.2.1). The required reference transcriptome was build from ^∗^.gtf- and ^∗^.fa-files for the Ensembl dm6 genome assembly. The Dichaete-BAC used to generate the D-GFP (BL66758) was in silico cloned and custom made ^∗^.gtf- and ^∗^.fa-files of the resulting plasmid were combined with the *Drosophila* transcriptome to generate a separate reference for validation of D-GFP expression as a means to quality check the sample preparation. Replicates (with and without D-GFP) were found to be very similar when the two samples were integrated. 

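Over the progeny, the replicates differed little for most genes. The log2 ratio of CPM, replicate 2 over replicate 1, had a median of 0.05 and an SD of 0.34 over 6168 genes, and the Pearson correlation of log2 CPM was 0.982 across genes, which are not independent replicates. The largest ratios were those of the neuropeptide gene *Lk* (82.0), *CG7778* (36.8), *CG5080* (12.0), the antibacterial peptide gene *AttD* (7.41) and *CG42807* (7.29). Most of these counts came from few cells, since 2 cells held 90.2% of the counts of *Lk* in replicate 2. The remaining *Lk* counts were spread widely, with a UMI in 744 progeny cells of replicate 2 (64.9%), against 78 cells of replicate 1 (3.97%). The smallest ratios were those of *CG8245* (0.014), *CG9336* (0.117) and the neuropeptide genes *CCAP* (0.125), *Capa* (0.134) and *Ms* (0.151). Of the counts in replicate 1, 2 cells held 80.8% for *Capa*, 74.8% for *CCAP* and 53.7% for *Ms*. *CG8245* had a UMI in 316 progeny cells of replicate 1, 16.1%, and in 6 cells of replicate 2. *D*, of which replicate 2 carries a tagged copy, had a ratio of 1.65 in progeny (95% counting interval 1.53 to 1.79) and of 0.69 in INP-like cells (0.63 to 0.76). With the progeny clusters weighted alike in both replicates, the ratio of *D* in progeny was 1.69 (1.56 to 1.82). The ratio was not shared by all progeny clusters. It was 2.21 in cluster 1, which held most of the counts of replicate 2, and 2.56 in cluster 6, but 0.79 in clusters 7 and 11, 0.44 in cluster 9, 0.34 in cluster 13 and 0.24 in cluster 10, the last 4 with few counts. The replicates also differed in cell make-up, with immature neuron-like cells at 5.71% and 11.9% and cluster 4 at 6.15% and 11.2%. With 1 library per genotype, none of these ratios was tested.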

Data for both single cell data sets were separately normalized and scaled with the Seurat R package (v2.3.4) prior to their integration via canonical correlation analysis (Butler et al., 2018; Stuart et al., 2019). The number of screened and chosen genes (i.e., ‘num.possible.genes’ and ‘num.genes’) while constructing the metagene as well as the number of aligned dimensions were optimized during the subspace alignment. After excluding tracheal clusters (i.e., 5 and 6), significantly differentially expressed genes for all clusters were identified by using the ‘FindMarkers’ command (i.e., “Wilcoxon rank sum test”). To identify transcription factor genes, the list was intersected with the aforementioned list of supported *Drosophila* transcription factors from FlyTF.org.

The entire analysis is outlined in the ‘scRNAseq_analysis.Rmd’ R markdown (https://github.com/AHBrand-Lab/NanoDam_analysis). Raw ^∗^.fastq.gz files and data processed by Cell Ranger (v2.2.1) are deposited at NCBI GEO under the accession number GSE190210.

#### Image analysis and quantification

GraphPad Prism 8 for Mac OS X (www.graphpad.com) was used for statistical analyses. Following normality tests, Mann-Whitney U tests were used to assess the statistical significance between two genotypes and Kruskal-Wallis tests were used when experiments contained more than two genotypes. N numbers for each experiment are found in the figure legends. Error bars indicate the standard deviation (SD) and is also noted in the figure legends.

## Data Availability

Single-cell RNA-seq and NanoDam data have been deposited at GEO and are publicly available as of the date of publication. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. Accession numbers are listed in the key resources table. All original code has been deposited at GitHub and publicly available of the date of publication. DOIs are listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request.

## Supplemental information

Document S1. Figures S1–S7 and Tables S1–S3

Document S2. Article plus supplemental information

# Supplementary material for: NanoDam identifies Homeobrain (ARX) and Scarecrow (NKX2.1) as conserved temporal factors in the Drosophila central brain and visual system
**Source:** Dev Cell. 2022 May 9;57(9):1193–1207.e7. doi: 10.1016/j.devcel.2022.04.008
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S3

Developmental Cell, Volume 57

Supplemental information

**NanoDam identifies Homeobrain (ARX) and Scarecrow
(NKX2.1) as conserved temporal factors
in the *Drosophila* central brain and visual system**

Jocelyn L.Y. Tang, Anna E. Hakes, Robert Krautz, Takumi Suzuki, Esteban G. Contreras, Paul M. Fox, and Andrea H. Brand

The diagram illustrates the induction of DNA methylation by a GFP nanobody. It is divided into two main parts: a control system (top) and a system with GAL4 (bottom).

Top Panel (Control System):

- A DNA construct is shown with a red box labeled "UAS", a green box labeled "mCherry", a blue box labeled "Dam", and a grey box labeled "GFP nanobody". Below this, the text "TAA TAA C ATG" is present.
- Below the construct, a separate box shows "TF" (blue) and "GFP" (green) being produced from a gene.
- An arrow points from the GFP nanobody to a TF protein (blue circle) that is bound to a DNA site (blue circle). The text "no DNA methylation" is written below this complex.

Bottom Panel (System with GAL4):

- A DNA construct is shown with a red box labeled "UAS", a green box labeled "mCherry", a blue box labeled "Dam", and a grey box labeled "GFP nanobody". Below this, the text "TAA TAA C ATG" is present.
- Below the construct, a separate box shows "TF" (blue) and "GFP" (green) being produced from a gene.
- An arrow points from the GFP nanobody to a TF protein (blue circle) that is bound to a DNA site (blue circle). The text "DNA methylation" is written below this complex.

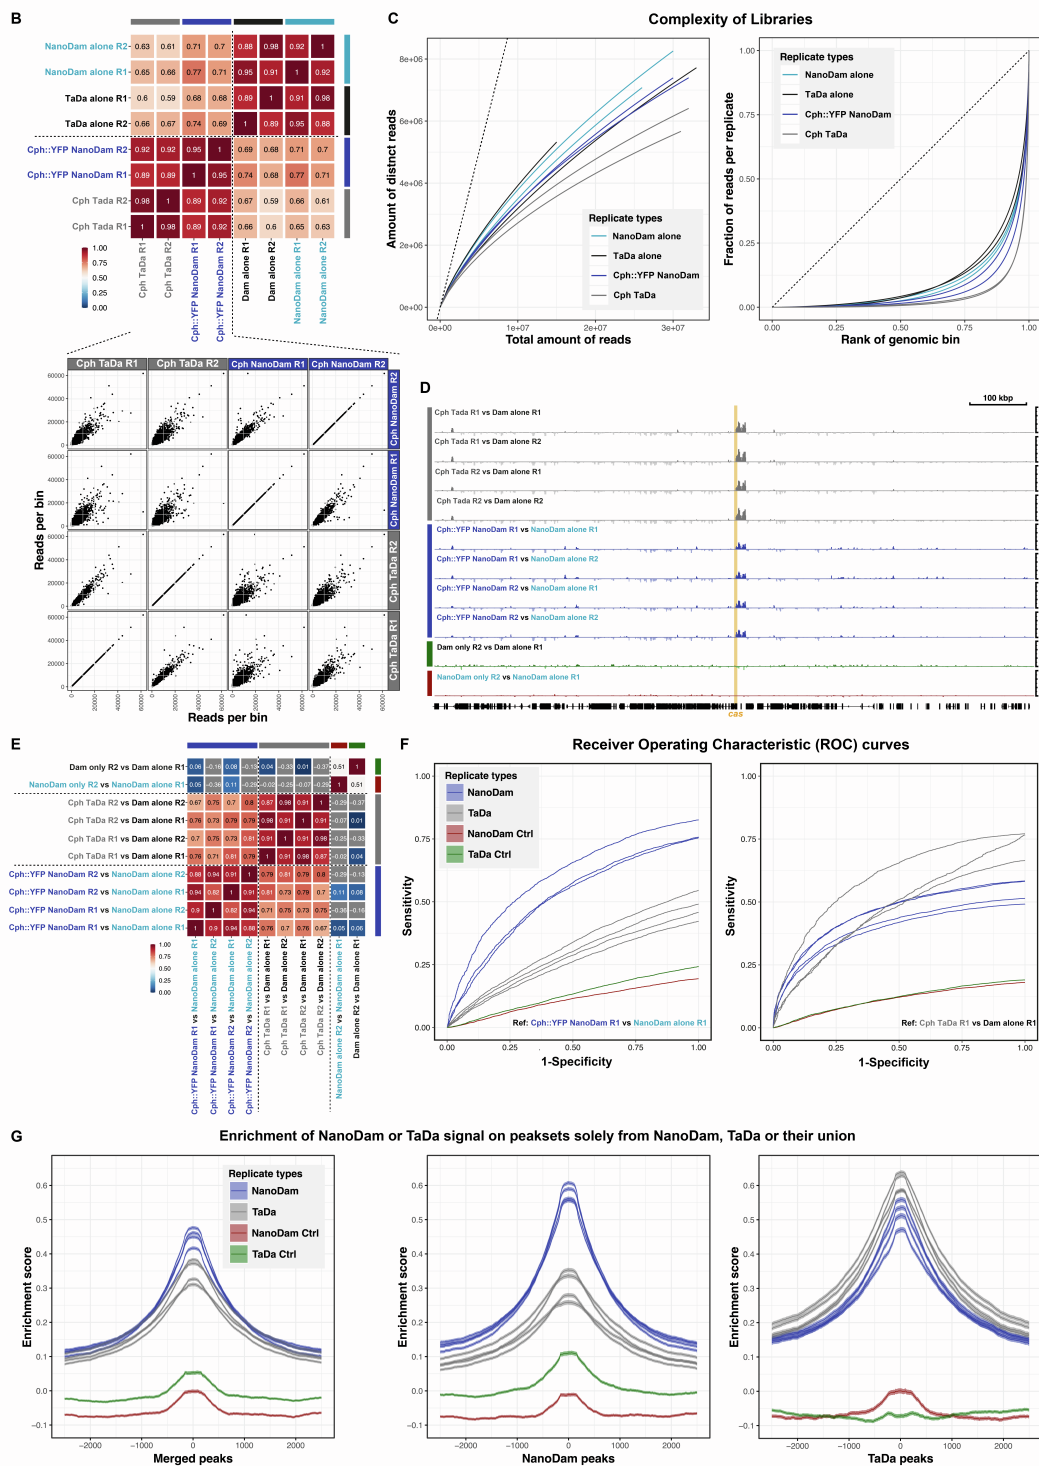

Figure S1: NanoDam methodology and comparisons with TaDa, Related to Figure 1.

(A) Schematic representation of the NanoDam method. The NanoDam construct (the GFP nanobody fused to the C-terminus of Dam methylase) is under the control of the GAL4 UAS, allowing its expression to be activated in a cell-type-specific manner by GAL4. Translation of the NanoDam construct is greatly reduced by the addition of an upstream ORF (mCherry) followed by two stop codons, which prevents NanoDam expression in uninduced cells and nonspecific methylation (caused by high NanoDam levels) in induced cells.

(B) Correlation matrix with Pearson correlation coefficients for genome-wide, paired comparisons between individual replicates (R1 or R2) of Cph::NanoDam, Cph TaDa, NanoDam only and TaDa only.

(C) Complexity plot (left) illustrating the number of distinct reads as a function of the total number of reads for each library across all replicate types (Cph::NanoDam, Cph TaDa, NanoDam only and TaDa only). Fingerprint plot (right) representing cumulative read coverage as the fraction of reads for each library for consecutively added (ranked) genomic bins (500 bp) across all replicates.

(D) Binding profiles of Cph at the *cas* locus for pairwise comparisons of Cph::YFP NanoDam or Cph TaDa replicates normalised to their respective NanoDam only or Dam only controls. Data is represented as log₂-fold enrichment between replicates.

(E) Correlation matrix of genome-wide correlation analyses showing the Pearson correlation coefficient of Cph::YFP NanoDam and Cph TaDa replicates normalised over controls.

(F) ROC-like curves (Receiver Operating Characteristic) quantifying the amount of overlap between peaksets of normalised replicates compared to either a NanoDam (left: Cph::YFP NanoDam R1 vs NanoDam R1) or a TaDa reference (right: Cph TaDa R1 vs TaDa only R1). Sensitivity represents the fraction of peaks in one replicate also present in the reference peaks (Sensitivity is never 100% as overlap between any two peaksets is never perfect). 1-Specificity represents the fraction of peaks in one replicate that is not present in the reference peaks.

(G) Enrichment analysis for binding intensities for individual, normalised Cph::YFP NanoDam and Cph TaDa replicates across peaksets derived from the union of both, NanoDam and TaDa (left), NanoDam alone (middle) or TaDa alone (right).

A

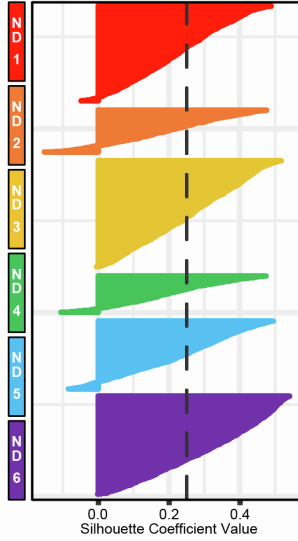

B

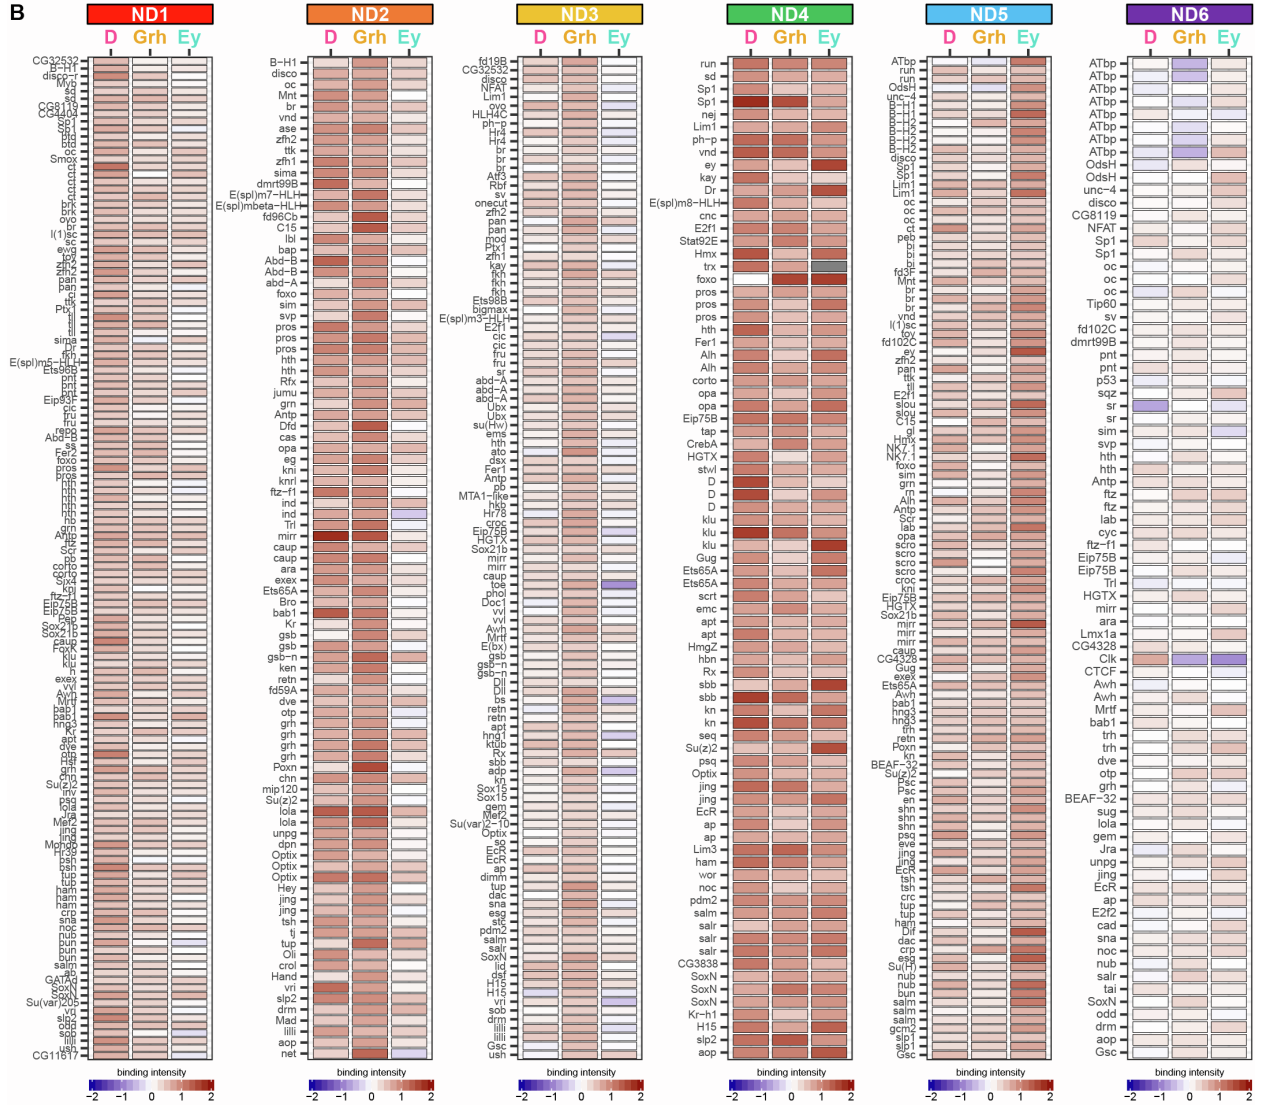

Figure S2: NanoDam of D, Grh and Ey in INPS, Related to Figure 2.

(A) Silhouette plot for all clustered peaks provides an indicator for the robustness of the assignment to their respective clusters. Dashed line represents the average silhouette length across all clusters.

(B) For each cluster (ND1-6), peaks were annotated to the nearest genes on the linear genome and then subsetting for transcription factors to generate the shown heatmaps. NanoDam binding intensities for D, Grh or Ey are shown as z-scores for individual peaks. Each box represents the intensity of a single peak.

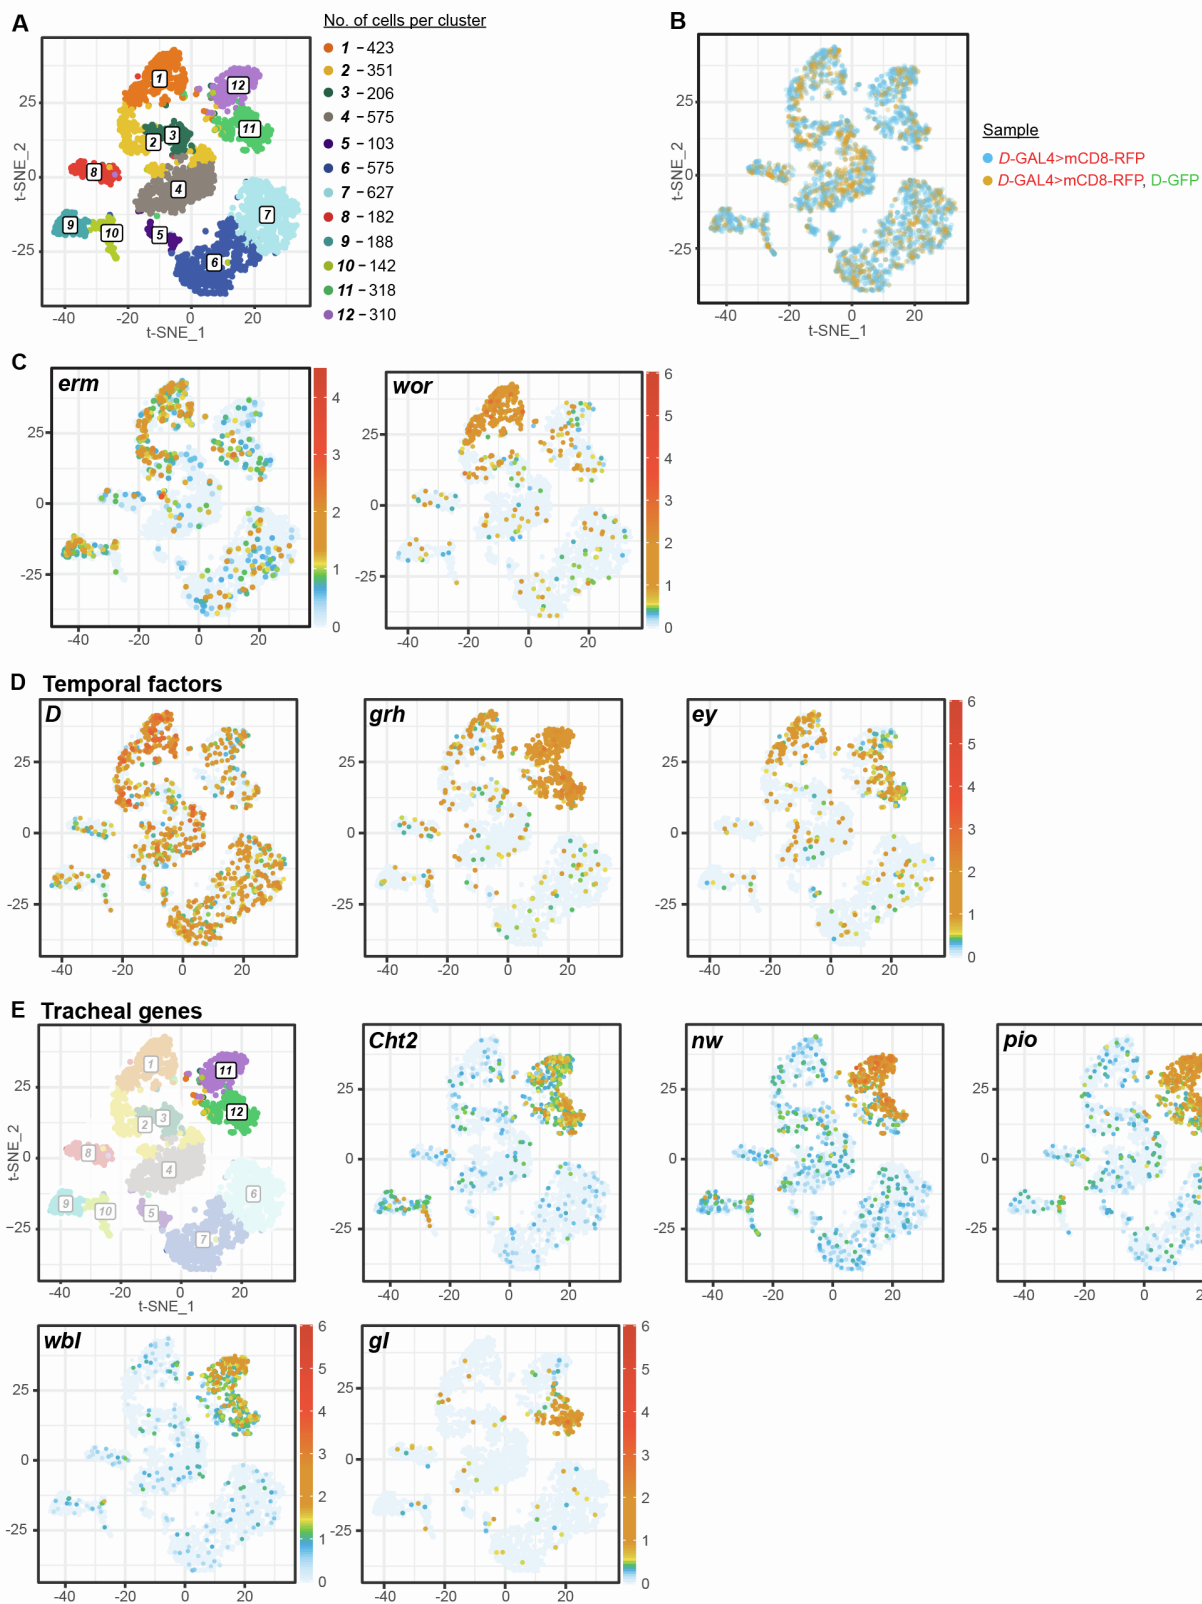

Figure S3: Assigning cell identities using known marker genes, Related to Figure 3.

- (A) t-SNE visualisation of 4,086 cells derived from both replicates and coloured by cluster assignment. 

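At a higher resolution, the cells of cluster 2 of the re-analysis, which expressed the genes *Cht2*, *nw*, *pio*, *wbl* and *gl*, fell into parts of 354 and 272 cells, and these genes differed between them. In the larger part, *Cht2* was at 289 ± 26.1 CPM (SD, n = 2 replicates) and *gl* at 117 ± 15.8, and in the smaller at 181 ± 6.11 and 4.18 ± 4.01. *pio* was at 362 ± 20.0 and 768 ± 99.5, *nw* at 417 ± 105 and 991.5 ± 144, and *wbl* at 173 ± 8.79 and 309 ± 51.6. *grh* was at 259 ± 72.7 CPM in the larger part and 274.7 ± 60.9 in the smaller. *trh* was at 1.07 ± 1.03 and 1.83 ± 1.23, and *btl* at 0.50 ± 0.71 and 0.16 ± 0.23. *eya*, a gene of eye development, was at 325 ± 72.2 in the larger part and 21.6 ± 8.64 in the smaller. *wg*, which encodes a Wnt ligand, was at 3.90 ± 2.97 and 79.8 ± 5.53. The parts were not compared by a test, and which part answers to which of the clusters in Figure S3E is not known.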

Numbers in the legend indicate the amount of cells per cluster.
- (B) t-SNE plot showing the cells contributed by the two replicates to the clusters.
- (C) t-SNE visualisation showing expression of INP marker genes *earmuff* (*erm*) and *worniu* (*wor*).
- (D) t-SNE plots coloured by expression of the temporal factors in INPs: *Dichaete* (*D*), *grainyhead* (*grh*) and *eyeless* (*ey*).
- (E) Clusters 11 and 12 correspond to presumed trachea due to strong enrichment of *Chitinase 2* (*Cht2*), *narrow* (*nw*) *piopio* (*pio*) (Affolter and Caussinus, 2008), *windbeutel* (*wbl*), *glass* (*gl*).

A 6 Dorso-medial (DM) lineages

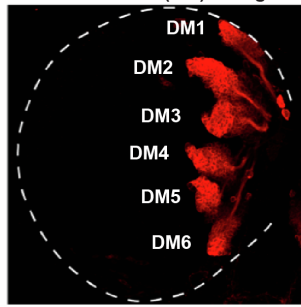

D-GAL4 > UAS-IVS-mCD8-RFP

Average number of INPs

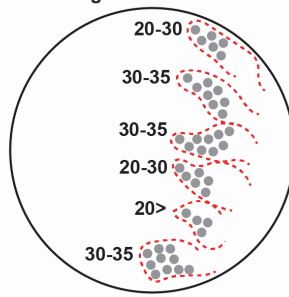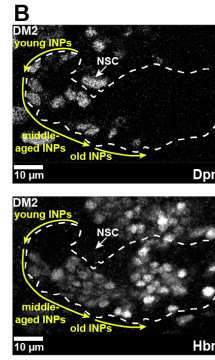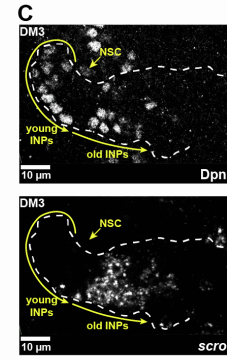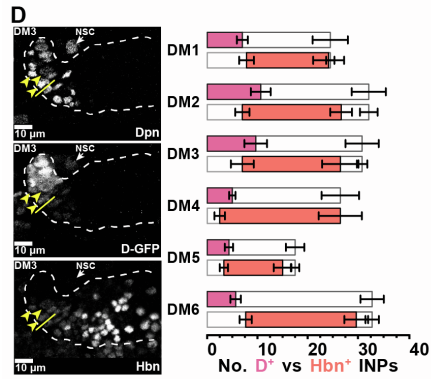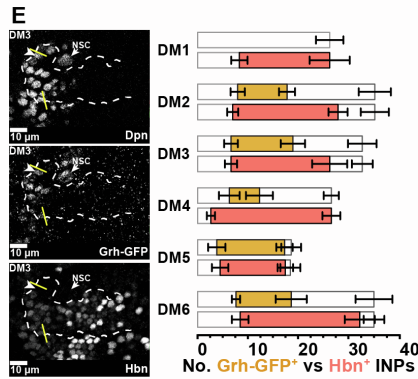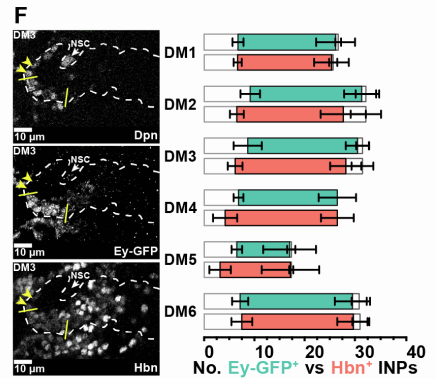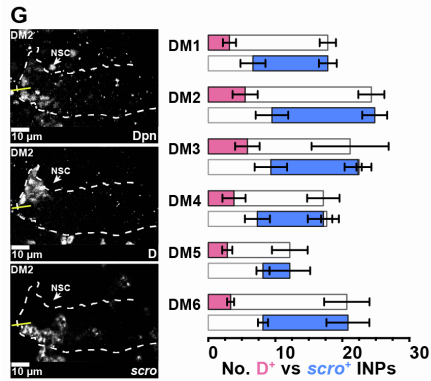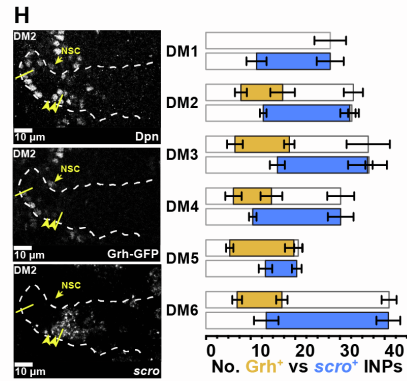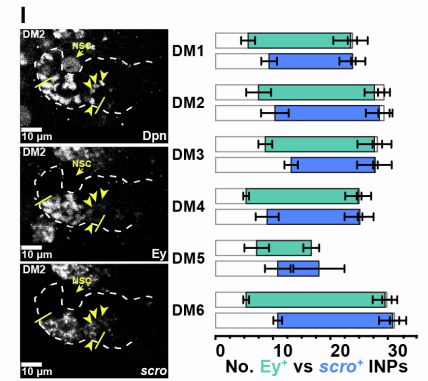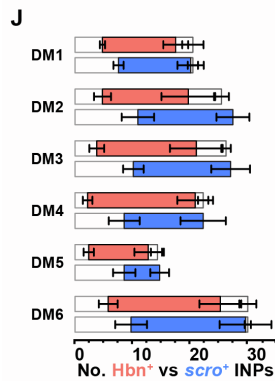

Figure S4: Overlap of Homeobrain and *scarecrow* with D, Grh and Ey in INPs in DM1-6 lineages, Related to Figure 4.

(A) Schematic showing the 6 dorso-medial (DM) lineages and average number of INPs per lineage.

(B) Grayscale images of Fig. 4A' showing Dpn and Hbn expression.

(C) Grayscale images of Fig. 4H' showing Dpn and *scro* expression.

(D) Grayscale images of Fig. 4C and quantification of D/Hbn overlap.

(E) Grayscale images of Fig. 4D and quantification of Grh/Hbn overlap.

(F) Grayscale images of Fig. 4E and quantification of Ey/Hbn overlap.

(G) Grayscale images of Fig. 4I and quantification of D/*scro* overlap.

(H) Grayscale images of Fig. 4J and quantification of Grh/*scro* overlap.

(I) Grayscale images of Fig. 4K and quantification of Ey/*scro* overlap.

(J) Quantification of Hbn/*scro* overlap.

Single section confocal images. White dotted lines indicate *D-GAL4>mCD8-RFP*. Brains were dissected at wandering third instar stage. Error bars represent standard deviation of each window. $n = 6$ brain lobes for all conditions.

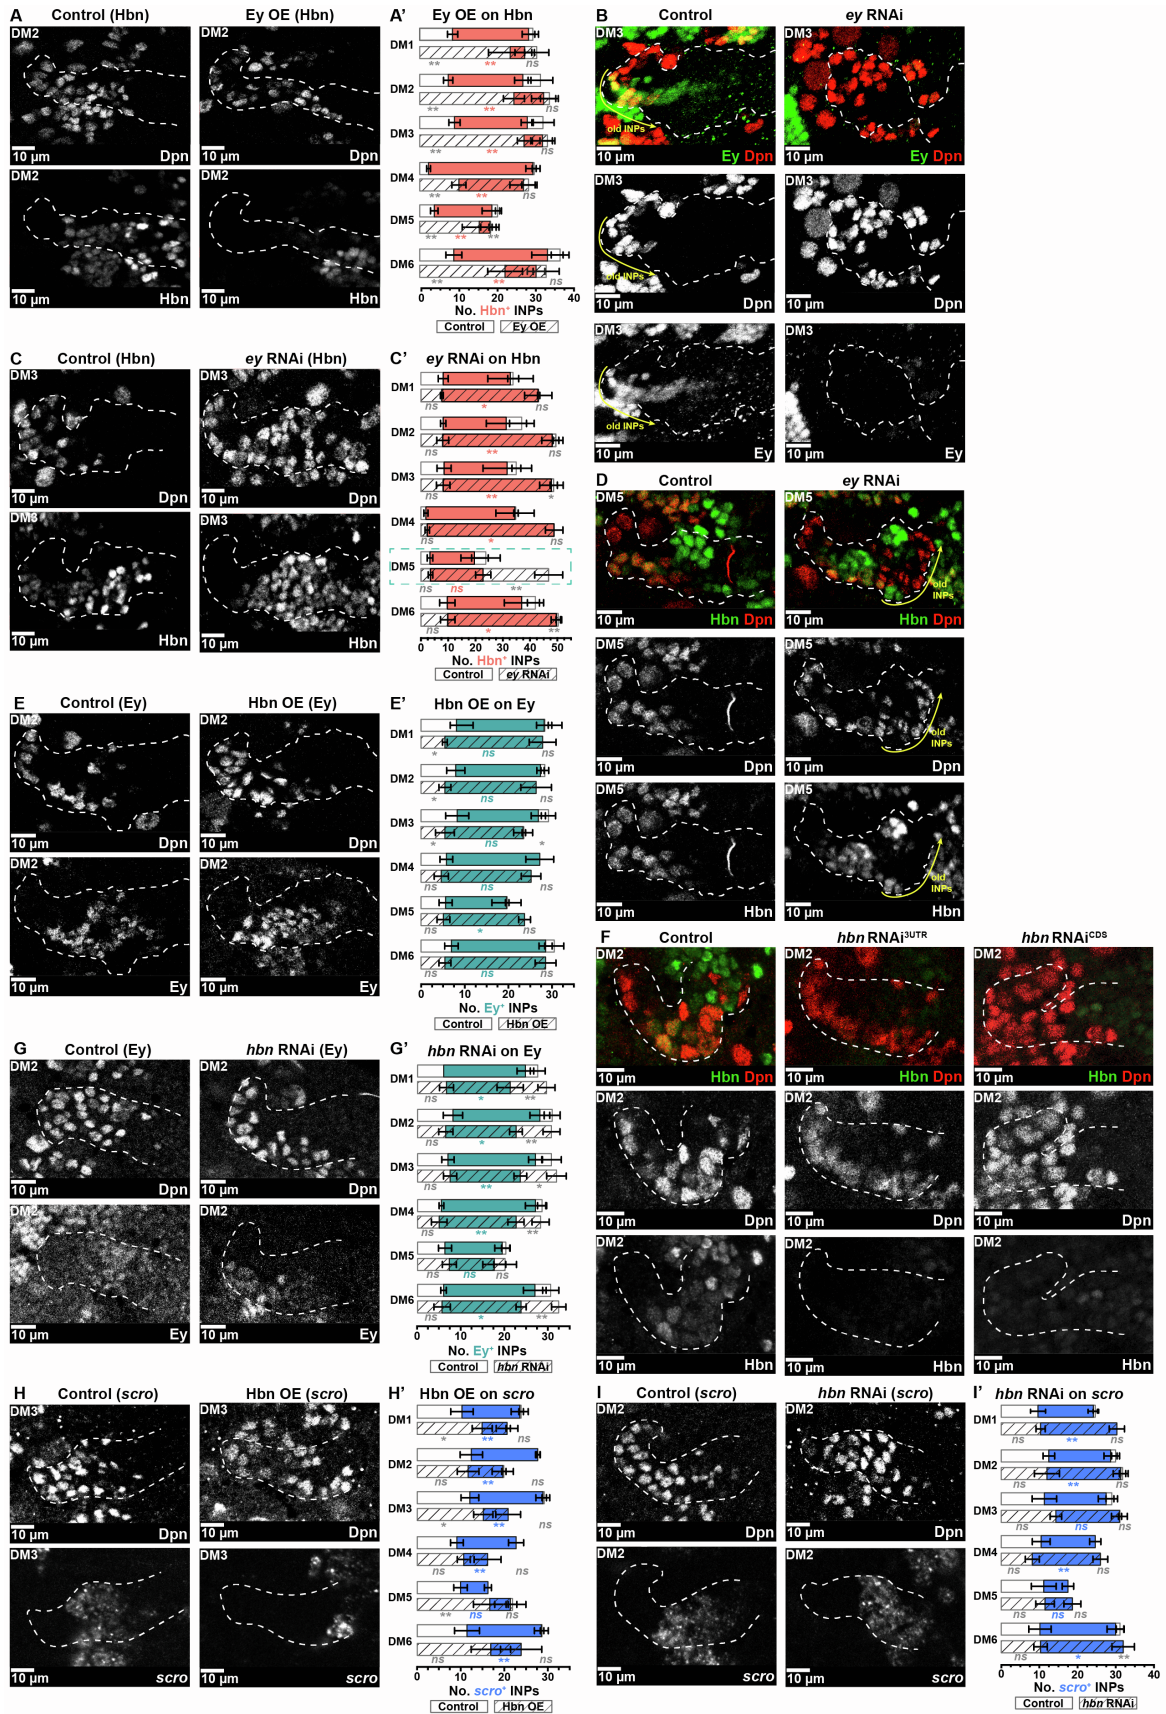

Figure S5: Regulatory relationships of Hbn, Related to Figure 5.

(A-A') Grayscale images of Fig. 5A of Dpn and Hbn expression. Quantifications of the Hbn temporal window split by DM lineage and significance tested by Mann-Whitney Test.

(B) Control (w^{1118}) DM lineages expressed Ey (green) in old INPs (Dpn⁺ (red), yellow arrow). Driving *ey* RNAi resulted in the loss of Ey in INPs. RNAi expression was driven by *D-GAL4>mCD8-RFP* in combination with *UAS-Dcr2*. Images are projections over 8 μ m in z.

(C-C') Grayscale images of Fig. 5B of Dpn and Hbn expression. Quantifications of the effect of *ey* RNAi on Hbn expression split by DM lineage and significance tested by Mann-Whitney Test.

(D) *ey* RNAi extends the Hbn temporal window in all lineages except DM5.

(E-E') Grayscale images of Fig. 5C showing Dpn and Ey expression. Quantifications of the Ey temporal window split by DM lineage and significance tested by Mann-Whitney Test.

(F) Driving *hbn* RNAi^{3UTR} or *hbn* RNAi^{CDS} in INPs resulted in the loss of Hbn (green) indicating effective knockdown. Control is w^{1118} .

(G-G') Grayscale images of Fig. 5D showing Dpn and Ey expression. Quantifications of the Ey temporal window split by DM lineage and significance tested by Mann-Whitney Test.

(H-H') Grayscale images of Fig. 5E showing Dpn and *scro* expression. Quantifications of the *scro* temporal window split by DM lineage and significance tested by Mann-Whitney Test.

(I-I') Grayscale images of Fig. 5F showing Dpn and *scro* expression. Quantifications of the *scro* temporal window split by DM lineage and significance tested by Mann-Whitney Test.

p-values: ns, 0.05 < ; *, <0.05 ; **, <0.01; ***, <0.001. Error bars represent standard deviation of each window. Single section confocal images. White dotted lines indicate *D-GAL4>mCD8-RFP* expression. Brains were dissected at wandering third instar stage. $n = 6$ brain lobes for all experiments.

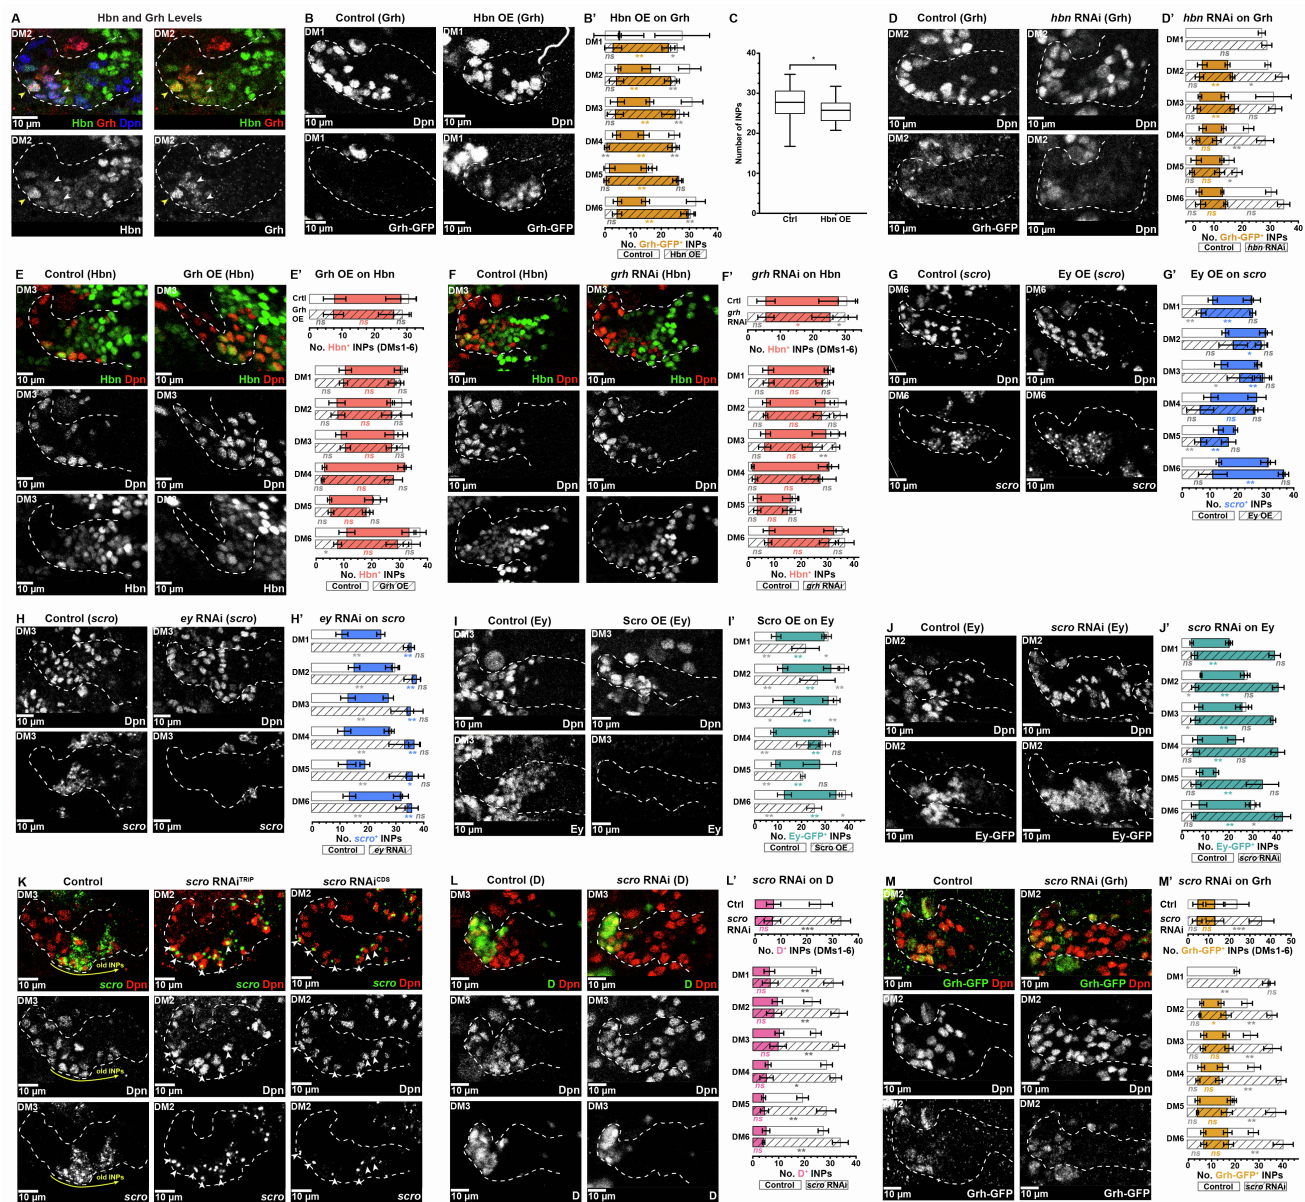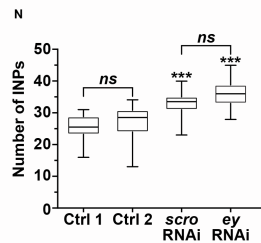

Figure S6: Regulatory relationships of Hbn and *scro*, Related to Figures 5 and 6.

(A) The strength of Hbn and Grh expression levels correlate with each other. Yellow arrows indicate strong Hbn and Grh expression, white arrows indicate weaker expressions in INPs.

(B-B') Grayscale images of Fig. 5G showing Dpn and Grh-GFP expression.

Quantification of Hbn overexpression on Grh expression in INPs split by DM lineages and significance tested by Mann-Whitney Test.

(C) Overexpression of Hbn leads to a decrease in INP number. Mann-Whitney Test $p=0.041$, *.

(D-D') Grayscale images show Dpn and Grh expression separately (Fig. 5H) and quantifications also shown split by DM lineage. Quantification of Hbn overexpression on Grh expression in INPs split by DM lineages and significance tested by Mann-Whitney Test.

(E-E') Misexpression of Grh does not affect Hbn expression. Mann-Whitney Test (averaged across DMs1-6) $p=0.73$, ns; $p=0.09$, ns; $p=0.083$, ns. Grayscale images show Dpn and Hbn expression separately and quantifications also shown split by DM lineage.

(F-F') Loss of Grh does not affect the Hbn window. Mann-Whitney Test (averaged across DMs1-6) $p=0.93$, ns; $p=0.04$, *; $p=0.03$, *. Grayscale images show Dpn and Hbn expression separately and quantifications also shown split by DM lineage.

p-values (unless stated): ns, $0.05 < ;$ *, <0.05 ; **, <0.01 ; ***, <0.001 .

(G-G') Ey misexpression precociously activates *scro* in INPs in all lineages except DM2 and DM3. Grayscale images of Fig. 6A showing Dpn and *scro* expression separately. Quantifications are also split by DM lineage and significance tested by Mann-Whitney Test.

(H-H') Grayscale images of Fig. 6B showing Dpn and *scro* expression separately. Quantifications are also split by DM lineage and significance tested by Mann-Whitney Test.

(I-I') Grayscale images of Fig. 6C showing Dpn and Ey expression separately. Quantifications are also split by DM lineage and significance tested by Mann-Whitney

Test.

(J-J') Grayscale images of Fig. 6D showing Dpn and Ey-GFP expression separately. Quantifications are also split by DM lineage and significance tested by Mann-Whitney Test.

(K) Expressing a control RNAi (*mCherry* RNAi) did not affect the expression of *scro* (green) in INPs (Dpn⁺, highlighted by yellow arrow). Driving *scro* RNAi^{TRiP} or *scro* RNAi^{CDS} in INPs resulted in the loss of *scro* mRNA from the cytoplasm of old INPs (arrowheads) indicating effective knockdown. Note that *scro* mRNA can still be detected in the nucleus even when driving *scro* RNAi.

(L-L') *scro* RNAi does not affect D expression in INPs. Control line is *mCherry* RNAi. Mann-Whitney Test p=0.36, ns; p<0.001, ***. Grayscale images show Dpn and D expression separately and quantifications also shown split by DM lineage.

(M-M') *scro* RNAi does not affect Grh expression in INPs. Control line is *mCherry* RNAi. Mann-Whitney Test p=0.26, ns; p=0.41, ns; p<0.001, ***. Grayscale images show Dpn and Grh expression separately and quantifications also shown split by DM lineage.

(N) Knockdown of *scro* or *ey* leads to an increase in the number of INPs. Quantification of the number of INPs in control DM lineages compared to *scro* RNAi or *ey* RNAi lineages. Control 1 is *mCherry* RNAi, Control 2 is *w¹¹¹⁸* and *scro* RNAi is *scro* RNAi^{TRiP}. Kruskal-Wallis Test with Dunn's Test. Ctrl1 vs *scro* RNAi: p<0.001, ***; Ctrl1 vs *ey* RNAi: p<0.001, ***; Ctrl2 vs *scro* RNAi: p<0.001, ***; Ctrl2 vs *ey* RNAi: p<0.001, ***; *scro* RNAi vs *ey* RNAi: p>0.99, ns

p-values (unless stated): ns, 0.05< ; *, <0.05 ; **, <0.01; ***, <0.001. Error bars represent standard deviation of each window. Single section confocal images. White dotted lines indicate *D-GAL4>mCD8-RFP* expression. Brains were dissected at wandering third instar stage. *n* = 6 brain lobes for all experiments.

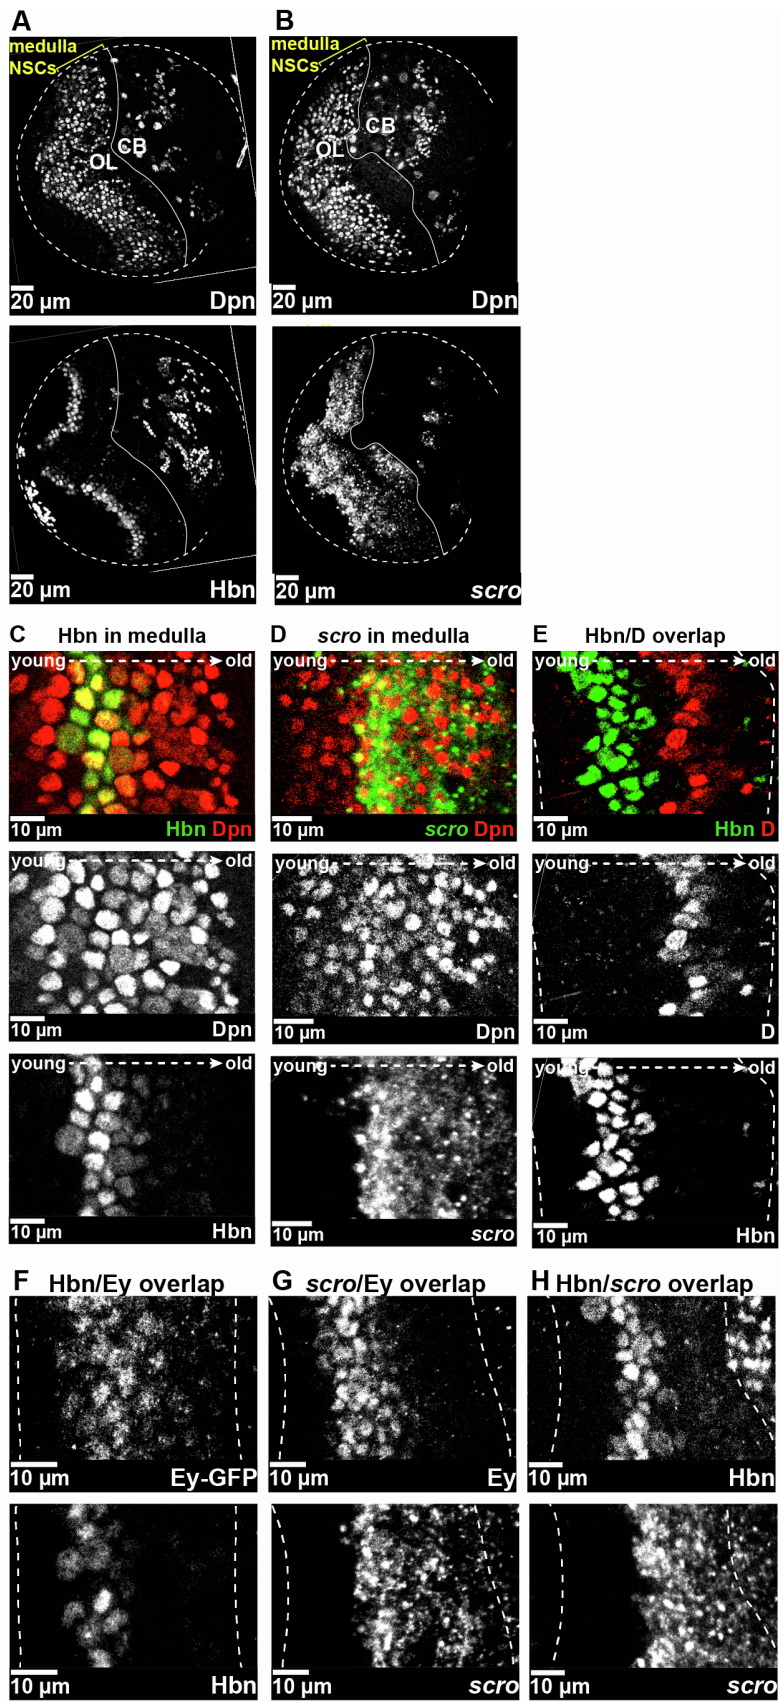

Figure S7: Hbn and *scro* as optic lobe temporal factors, Related to Figure 7.

- (A) Grayscale images of Fig. 7B showing Dpn and Hbn expression separately.
- (B) Grayscale images of Fig. 7C showing Dpn and *scro* expression separately.
- (C) Hbn (green) is expressed in a subset of the young OL medulla NSCs (Dpn⁺ (red)). Grayscale images show Dpn and Hbn expression separately.
- (D) *scro* (green) is expressed in the old OL medulla NSCs (Dpn⁺). Grayscale images show Dpn and *scro* expression separately.
- (E) Hbn (green) and D (red) do not overlap in the OL medulla and the Hbn temporal window precedes the D window. Grayscale images show Dpn and D expression separately.
- (F) Grayscale images of Fig. 7D showing Ey-GFP and Hbn expression separately.
- (G) Grayscale images of Fig. 7E showing Ey and *scro* expression separately.
- (H) Grayscale images of Fig. 7F showing Hbn and *scro* expression separately.

Tables

ND1	ND2	ND3	ND4	ND5	ND6
<i>apt</i>	<i>ase</i>	<i>apt</i>	<i>Alh</i>	<i>Alh</i>	<i>BEAF-32</i>
<i>ftz-f1</i>	<i>cas</i>	<i>E2f1</i>	<i>apt</i>	<i>BEAF-32</i>	<i>E2f2</i>
<i>grh</i>	<i>dpn</i>	<i>Hr4</i>	<i>CrebA</i>	<i>E2f1</i>	<i>fd102C</i>
<i>ham</i>	<i>ftz-f1</i>	<i>ktub</i>	<i>D</i>	<i>ey</i>	<i>ftz-f1</i>
<i>hng3</i>	<i>grh</i>	<i>Optix</i>	<i>E2f1</i>	<i>fd102C</i>	<i>grh</i>
<i>klu</i>	<i>jumu</i>	<i>ph-p</i>	<i>ey</i>	<i>ham</i>	<i>sna</i>
<i>Myb</i>	<i>ken</i>	<i>sna</i>	<i>ham</i>	<i>hng3</i>	<i>SoxN</i>
<i>slp2</i>	<i>opa</i>	<i>SoxN</i>	<i>hbn</i>	<i>opa</i>	
<i>sna</i>	<i>Optix</i>	<i>su(Hw)</i>	<i>klu</i>	<i>run</i>	
<i>SoxN</i>	<i>slp2</i>	<i>Su(var)2-10</i>	<i>opa</i>	<i>scro</i>	
			<i>Optix</i>		
			<i>ph-p</i>		
			<i>run</i>		
			<i>slp2</i>		
			<i>SoxN</i>		
			<i>tap</i>		
			<i>wor</i>		

Table S1.

Genes bound by D/Grh/Ey (NanoDam) and expressed in INPs (scRNA-seq), Related to Fig. 3.

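The TFs of the table are grouped by the pattern of binding of D, Grh and Ey, as NanoDam clusters (ND1 to ND6), and a TF can stand in more than 1 group. In each group, every TF was higher in INP-like cells than in progeny, with 10 of 10 in ND1, ND2, ND3 and ND5, 17 of 17 in ND4 and 7 of 7 in ND6, and the same counts when adjusted over each list alone. The median log2 fold change was 3.57 in ND2, which holds *dpn*, *cas* and *ase*, 2.49 in ND1 and in ND4, 1.99 in ND5, 1.87 in ND6 and 1.29 in ND3, which holds *apt*, *sna* and *su(Hw)*. The groups were not compared by a test. Since the table lists TFs picked by the study as expressed in these cells, the direction in each group is not independent evidence.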

**GFP Fusion Libraries**	**No. of lines**
 <u>Endogenous Tag</u><br>CPTI (Lowe et al., 2014)<br>FlyTrap (Kelso et al., 2004)<br>MiMIC RMCE (Nagarkar-Jaiswal et al., 2015)	 616<br>1,150<br>653
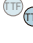  <u>BAC-based insertion tags</u><br>fly-TransgeneOme (Sarov et al., 2016)<br>modERN Resource (Kudron et al., 2018)<br>P[acman] BAC (Venken et al., 2009)	 895<br>552<br>113

Table S2, Related to Fig. 1.

GFP-fusion libraries publicly available.

Figure and Experiment	Genotype
Fig. 5A: Ey misexpression on Hbn	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Ey OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Ey</i>
Fig. 5B: <i>ey</i> knockdown on Hbn	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> , <i>UAS-Dcr2</i> x <i>w¹¹¹⁸</i><br><i>ey</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> , <i>UAS-Dcr2</i> x <i>Ey-RNAi</i> (KK)
Fig. 5C: Hbn misexpression of Ey	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Hbn OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Hbn</i>
Fig. 5D: <i>hbn</i> knockdown on Ey	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br><i>hbn</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS- hbn-RNAi^{CDS2}</i>
Fig. 5E: Hbn misexpression on <i>scro</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Hbn OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Hbn</i>
Fig. 5F: <i>hbn</i> knockdown on <i>scro</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br><i>hbn</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS- hbn-RNAi^{CDS2}</i>
Fig. 5G: Hbn misexpression on Grh	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Grh OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Grh</i>
Fig. 5H: <i>hbn</i> knockdown on Grh	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br><i>hbn</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS- hbn-RNAi^{CDS2}</i>
Fig. 6A: Ey misexpression on <i>scro</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Ey OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Ey</i>
Fig. 6B: <i>ey</i> knockdown on <i>scro</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> , <i>UAS-Dcr2</i> x <i>w¹¹¹⁸</i><br><i>ey</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> , <i>UAS-Dcr2</i> x <i>Ey-RNAi</i> (KK)
Fig. 6C: Scro misexpression on Ey	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>w¹¹¹⁸</i><br>Scro OE: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-Scro</i>
Fig. 6D: <i>scro</i> knockdown on Ey	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP</i> x <i>UAS-RNAi-mCherry</i>

	<i>scro</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-scro</i> -RNAi (TRiP)
Fig. 7G: <i>scro</i> knockdown on Ey	Crtl: <i>hsFLP¹²²; Ay-GAL4, UAS-GFP x w¹¹¹⁸</i><br><i>scro</i> RNAi: <i>hsFLP¹²². Ay-GAL4, UAS-GFP x UAS-scro</i> -RNAi (TRiP)<br>Heatshock (37°C) for 10 mins at 24h ALH and 25°C until L3 wandering
Fig. 7H: <i>Scro</i> misexpression on Ey	Crtl: <i>insc-GAL4>UAS- mCD8-GFP, tubGAL80^{ts} x w¹¹¹⁸</i><br><i>Scro</i> OE: <i>insc-GAL4>UAS- mCD8-GFP, tubGAL80^{ts} x UAS-Scro</i><br>18°C until hatching, 29°C until wandering L3
Fig. 7I: <i>Hbn</i> misexpression on <i>scro</i>	Crtl: <i>insc-GAL4>UAS-mCD8-GFP, tubGAL80^{ts} x w¹¹¹⁸</i><br><i>Hbn</i> OE: <i>insc-GAL4>UAS-mCD8-GFP, tubGAL80^{ts} x UAS-Hbn</i><br>18°C until hatching, 29°C until wandering L3
Fig. S6E: <i>Grh</i> misexpression on <i>Hbn</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP x w¹¹¹⁸</i><br><i>Grh</i> OE: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-Grh</i>
Fig. S6F: <i>grh</i> knockdown on <i>Hbn</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP x w¹¹¹⁸</i><br><i>grh</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-grh</i> -RNAi
Fig. S6L: <i>scro</i> knockdown on D	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-RNAi-mCherry</i><br><i>scro</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-scro</i> -RNAi (TRiP)
Fig. S6M: <i>scro</i> knockdown on <i>Grh</i>	Crtl: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-RNAi-mCherry</i><br><i>scro</i> RNAi: <i>D-GAL4>UAS-IVS-mCD8-RFP x UAS-scro</i> -RNAi (TRiP)

Table S3, Related to Figs. 5-7 and S5-6.

List of genotypes used in experiments.

# Supplementary material for: NanoDam identifies Homeobrain (ARX) and Scarecrow (NKX2.1) as conserved temporal factors in the Drosophila central brain and visual system
**Source:** Dev Cell. 2022 May 9;57(9):1193–1207.e7. doi: 10.1016/j.devcel.2022.04.008
**Supplement:** Document S2. Article plus supplemental information

Developmental Cell

NanoDam identifies Homeobrain (ARX) and Scarecrow (NKX2.1) as conserved temporal factors in the *Drosophila* central brain and visual system

Graphical abstract

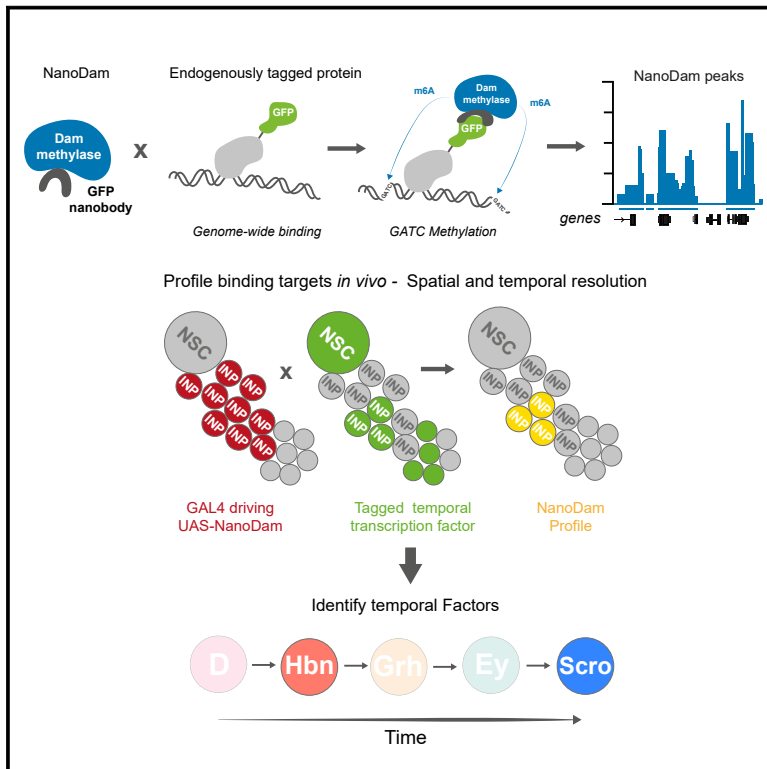

Authors

Jocelyn L.Y. Tang, Anna E. Hakes, Robert Krautz, Takumi Suzuki, Esteban G. Contreras, Paul M. Fox, Andrea H. Brand

In brief

In NanoDam, a nanobody targets Dam methylase to endogenously tagged DNA-binding proteins for genome-wide profiling *in vivo*. By combining results from NanoDam and scRNA-seq, Tang et al. identify conserved temporal transcription factors acting in neural progenitors to regulate neuronal patterning in the *Drosophila* central brain and optic lobe.

Highlights

- NanoDam: rapid genome-wide profiling of endogenously tagged chromatin-binding proteins
- NanoDam allows precise spatial and temporal profiling *in vivo* without cell isolation
- Scro and Hbn are temporal factors in both the CB and the visual system
- Regulatory interactions of Scro (NKX2.1) and Hbn (ARX) are also conserved

Technology

NanoDam identifies Homeobrain (ARX) and Scarecrow (NKX2.1) as conserved temporal factors in the *Drosophila* central brain and visual system

Jocelyn L.Y. Tang,^{1,7} Anna E. Hakes,^{1,2,7} Robert Krautz,^{1,3,7} Takumi Suzuki,^{1,4} Esteban G. Contreras,^{1,5} Paul M. Fox,^{1,6} and Andrea H. Brand^{1,8,*}¹Gurdon Institute and Department of Physiology, Development and Neuroscience, University of Cambridge, Tennis Court Road, Cambridge CB2 1QN, UK²Present Address: UCSF Helen Diller Family Comprehensive Cancer Center, University of California, San Francisco, San Francisco, CA 94158, USA³Present address: The Bioinformatics Centre, Department of Biology, University of Copenhagen, 2200 Copenhagen, Denmark⁴Present address: The College of Science, Department of Science, Ibaraki University, 1-1-2 Bunkyo, Mito, Ibaraki 310-8512, Japan⁵Present address: Institut für Neuro, und Verhaltensbiologie, Universität Münster, Badestreet 9, 48149 Münster, Germany⁶Present address: AbbVie, Cruce Dávila, Barceloneta, PR 00652, USA⁷These authors contributed equally⁸Lead contact*Correspondence: <https://doi.org/10.1016/j.devcel.2022.04.008>

SUMMARY

Temporal patterning of neural progenitors is an evolutionarily conserved strategy for generating neuronal diversity. Type II neural stem cells in the *Drosophila* central brain produce transit-amplifying intermediate neural progenitors (INPs) that exhibit temporal patterning. However, the known temporal factors cannot account for the neuronal diversity in the adult brain. To search for missing factors, we developed NanoDam, which enables rapid genome-wide profiling of endogenously tagged proteins *in vivo* with a single genetic cross. Mapping the targets of known temporal transcription factors with NanoDam revealed that Homeobrain and Scarecrow (ARX and NKX2.1 orthologs) are also temporal factors. We show that Homeobrain and Scarecrow define middle-aged and late INP temporal windows and play a role in cellular longevity. Strikingly, Homeobrain and Scarecrow have conserved functions as temporal factors in the developing visual system. NanoDam enables rapid cell-type-specific genome-wide profiling with temporal resolution and is easily adapted for use in higher organisms.

INTRODUCTION

The nervous system is generated by a relatively small number of neural stem cells (NSCs) and progenitors that are patterned both spatially and temporally (Holguera and Desplan, 2018). Spatial patterning confers differences between populations of NSCs, whereas changes in gene expression over time direct the birth order and subtype identity of neuronal progeny. Temporal transcription factor (TF) cascades determine neuronal birth order in the *Drosophila* embryonic central nervous system (CNS), the larval central brain (CB), and optic lobe (OL) (Doe, 2017). In the CB, type II NSCs generate transit-amplifying intermediate neural progenitors (INPs), which divide asymmetrically to self-renew and generate daughter cells (ganglion mother cells or GMCs) in a manner analogous to human outer radial glial (oRG) cells (Bello et al., 2008; Boone and Doe, 2008; Bowman et al., 2008; Hansen et al., 2010). GMCs in turn un-

dergo a terminal cell division, generating neurons or glial cells that contribute to the adult central complex (Bayraktar and Doe, 2013; Bayraktar et al., 2010; Izergina et al., 2009; Viktorin et al., 2011). The sequential divisions of INPs increase the quantity of neurons, which in turn creates a platform for generating wider neuronal diversity: 8 type II NSCs in each brain lobe give rise to the adult central complex, composed of at least 60 different neuronal subtypes (Young and Armstrong, 2010). The tight control of progenitor temporal identity is crucial for the production of neuronal subtypes at the appropriate time and in the correct numbers.

The INPs produced by the 6 dorsal-medial type II lineages (DM1–6) sequentially express the temporal TFs Dichaete (D, a member of the Sox family), Grainyhead (Grh, a Grh/CP2 family TF) and Eyeless (Ey, a homolog of Pax6) (Figure 1A; Bayraktar and Doe, 2013). These temporal factors were discovered initially by screening type II lineages for restricted

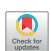

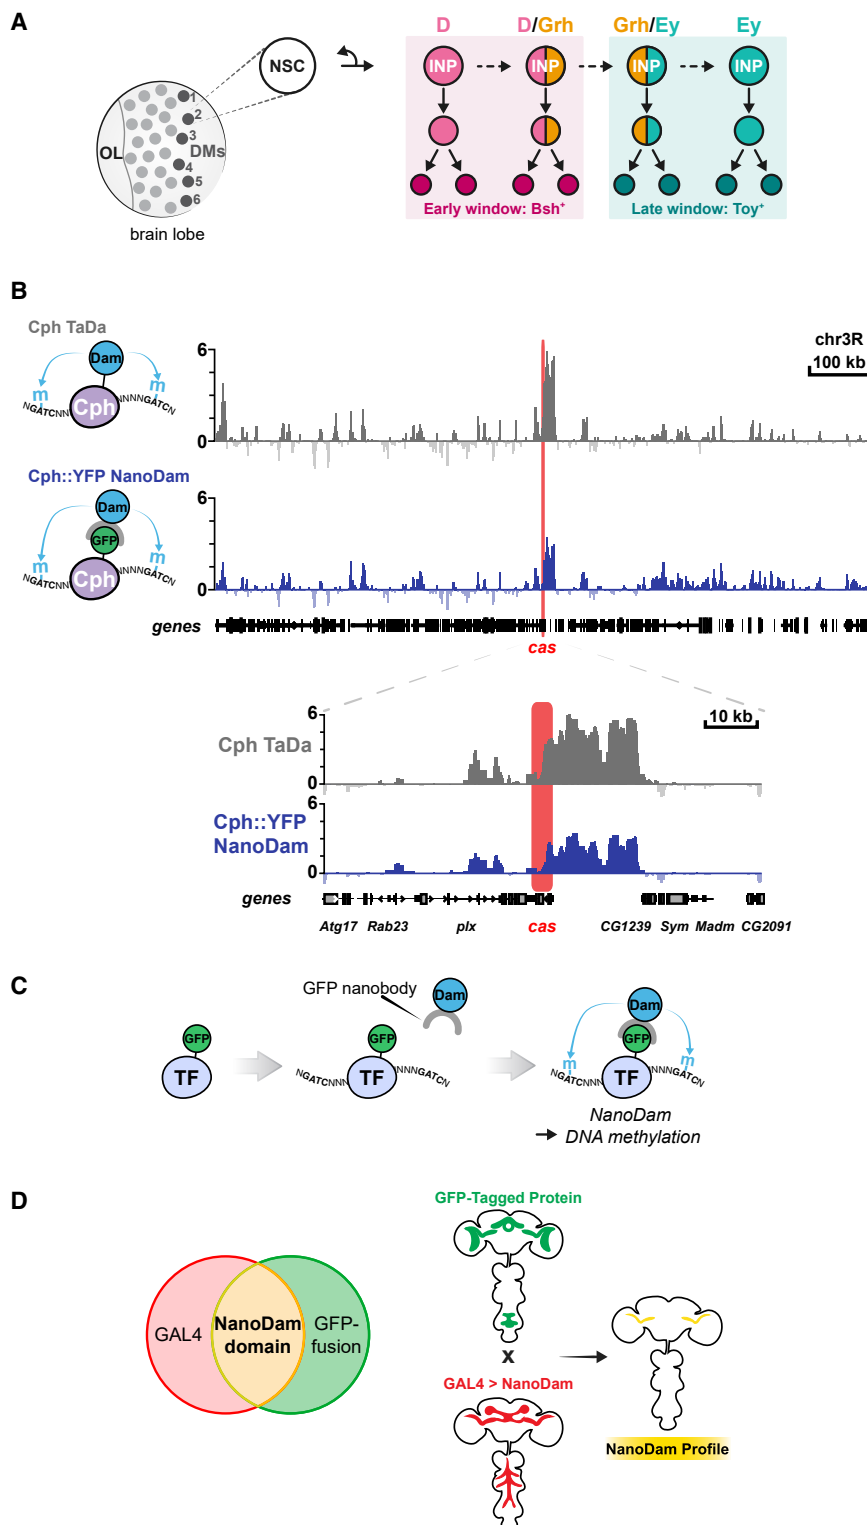

Figure 1. NanoDam profiles the genome-wide binding sites of GFP-tagged transcription factors in their endogenous temporal windows

(A) In the *Drosophila* larval CNS, the 6 dorsal-medial (DM) type II NSCs in each brain lobe generate INPs that sequentially express D, Grh, and Ey. The expression of D/Grh versus Grh/Ey defines early and late INP temporal windows and contributes to neuronal diversity.

(B) Comparison of Cph TaDa and NanoDam (using Cph::YFP) binding across a region of chromosome 3r. Note that *cas* (highlighted in red), which we previously identified as a target of Cph using TaDa, is detected with both techniques. Binding intensities are shown as log₂-fold enrichment of Cph TaDa over TaDa only and Cph::YFP NanoDam over NanoDam only.

(C) To create NanoDam, a GFP nanobody was fused to the Dam protein. The nanobody can bind to the GFP-tagged transcription factor (TF) and recruits Dam to the TF binding sites, resulting in genome-wide GATC methylation.

(D) NanoDam allows for increased spatial resolution of profiling.

ulatory interactions predicted in a temporal cascade, in which each temporal TF activates expression of the next temporal factor and represses expression of the temporal factor preceding it, are not fulfilled solely by D, Grh, and Ey (Baumgardt et al., 2009; Brody and Odenwald, 2000; Cleary and Doe, 2006; Grosskortenhaus et al., 2005, 2006; Isshiki et al., 2001; Kambadur et al., 1998; Novotny et al., 2002; Pearson and Doe, 2003; Tran and Doe, 2008; Li et al., 2013).

Three further factors contribute to INP temporal progression, but they are expressed broadly rather than in discrete temporal windows: Osa, a SWI/SNF chromatin remodeling complex subunit; and two further TFs, Odd-paired (Opa) (Abdusselamoglu et al., 2019) and Hamlet (Ham) (Eroglu et al., 2014). Therefore, there must exist other TFs that are expressed in defined temporal windows and that exhibit the regulatory interactions expected in a temporal cascade. We postulated that other temporal factors remain to be identified.

Given the feedforward and feedback transcriptional regulation previously

expression of neural TFs, using 60 different antisera (Bayraktar and Doe, 2013). This non-exhaustive approach was able to find a fraction of the theoretically necessary temporal factors, leaving the true extent of temporal regulation and the identity of missing temporal factors open. Furthermore, the cross-reg-

observed in temporal transcription cascades, we surmised that previously unidentified temporal factors would be among the transcriptional targets of D, Grh, or Ey. Therefore, we devised NanoDam to identify the genome-wide targets of TFs within their normal expression windows *in vivo* without cell isolation,

cross-linking, or immunoprecipitation. Temporal factors are expressed transiently in a small pool of rapidly dividing progenitor cells. NanoDam provides a simple, streamlined approach to obtain genome-wide binding profiles in a cell-type-specific and temporally restricted manner.

Using NanoDam, we identified the transcriptional targets of D, Grh, and Ey in INPs and, by performing single-cell RNA sequencing (scRNA-seq), determined which of the directly bound loci were activated or repressed. Next, we assessed which of the target loci encoded TFs and whether these were expressed in restricted temporal windows within INPs. We surveyed where in the INP transcriptional cascade these factors acted and ascertained whether they cross-regulate the expression of other temporal TF genes, as expected for temporal factors. Finally, we showed that Hbn and Scro act as temporal factors, playing similar roles and exhibiting the same cross-regulatory interactions, in the temporal cascade of the developing visual system. This is particularly striking as the INPs and the NSCs of the developing OL have different cells of origin, and yet the mechanism they use to generate neuronal diversity is conserved.

DESIGN

To identify further temporal TFs, we set out to profile the genome-wide binding targets of D, Grh, and Ey, within their normal temporal windows. We created NanoDam, which capitalizes on our targeted DamID technique (TaDa), in which the DNA- or chromatin-binding protein of interest is fused to an *E. coli* Dam methylase (Marshall and Brand, 2015; Marshall et al., 2016; Southall et al., 2013). As in DamID, when the Dam-fusion protein interacts with the genome, it methylates adenine within the sequence GATC (van Steensel and Henikoff, 2000; van Steensel et al., 2001). Endogenous adenine methylation is extremely rare in eukaryotes (Kozioł et al., 2016; Wu et al., 2016; Zhang et al., 2015), such that the genomic targets of the Dam-fusion protein can be identified readily by mapping adenine methylation in the genome (see for example, Marshall et al., 2016). TaDa enables cell-type-specific genome-wide profiling *in vivo*, using the GAL4 system (Brand and Perrimon, 1993), while avoiding the potential toxicity resulting from the expression of high levels of the Dam methylase (Southall et al., 2013). For each TaDa experiment, however, a transgene must first be generated encoding the Dam methylase fused to a candidate protein. The transgene is then ectopically expressed, albeit at very low levels, driven by a cell-type-specific GAL4 driver (Southall et al., 2013).

In designing NanoDam, we sought to benefit from all of the advantages of TaDa while, first, bypassing the need to generate recombinant transgenes and, second, assessing genome-wide binding only when and where the DNA- or chromatin-binding protein is normally expressed. NanoDam recruits the Dam methylase to endogenously tagged proteins, using nanobodies as targeting agents. Nanobodies are recombinant antibody fragments derived from the variable region of heavy-chain antibodies present in camelid species (Muyldermans, 2001). We fused the Dam methylase to a nanobody recognizing GFP in order to direct the Dam methylase-nanobody fusion to any GFP-tagged protein and enable genome-wide profiling of the tagged protein (Figure 1C).

We fused nanobody vhhGFP4—which recognizes GFP and a number of its variants, including eGFP, YFP, CFP, BFP, and Venus (Caussinus et al., 2011)—to the C terminus of Dam methylase (Figure S1A) and used TaDa (Southall et al., 2013) to drive low levels of tissue-specific expression. With TaDa, a bicistronic message is transcribed: a primary open reading frame 1 (ORF1; here mCherry) followed by two TAA stop codons; and a single-nucleotide frameshift upstream of a secondary ORF, in this case the coding sequence of the Dam-nanobody fusion protein (ORF2). Translation of this bicistronic message results in expression of ORF1 as well as extremely low levels of expression of the Dam-nanobody fusion protein (ORF2) due to rare ribosomal re-entry and translational re-initiation.

RESULTS

NanoDam accurately identifies genome-wide chromatin-binding sites

To assess the efficacy of NanoDam, we profiled binding of the TF CG9650, the *Drosophila* homolog of CTIP^{1/2}/Bcl11^{a/b}, which we call Chronophage (Cph). The *cph* locus had been tagged by insertion of a YFP protein trap (Cph::YFP), resulting in Cph-YFP expression from its own promoter in the embryonic CNS (Lowe et al., 2014). We drove expression of NanoDam in embryonic NSCs with *worniu*-GAL4 and compared our results from NanoDam with those we obtained using TaDa. NanoDam for Cph::YFP and TaDa for Cph (2 replicates of each), were performed under the same conditions (see STAR Methods).

NanoDam accurately reproduced the binding profiles obtained with TaDa genome-wide and at individual loci, as exemplified at the *castor* locus (Figure 1B). We performed genome-wide correlation analyses to compare and contrast the binding profiles produced by NanoDam and TaDa. The binding profiles of both showed high correlation between individual replicates of Dam only or NanoDam only, and Cph TaDa or Cph::YFP NanoDam (Figure S1B). In addition, we assessed the fraction of unique reads of the individual library and cumulative fraction of reads across all genomic bins as a readout of library complexity (Figure S1C). These quantifications showed that the NanoDam libraries, at the same sequencing depth, have a higher signal-to-noise ratio as well as more significant genome-wide Dam methylation compared with TaDa.

Next, we assessed the genome-wide binding intensities of Cph TaDa and Cph::YFP NanoDam normalized over their respective controls. Normalized Cph NanoDam binding profiles correlated highly with one another and less with their TaDa counterparts, in line with the library complexity results (Figure S1E). When control samples were compared with one another, they showed random signal profiles with low signal intensities (Figure S1D) and did not correlate genome-wide with other samples (Figure S1E).

To compare identified sets of peaks across both replicates and methods, we used receiver operating characteristic (ROC)-like curves to measure peak recovery between individual replicates and references (one reference used for each, NanoDam or TaDa; Figure S1F). Combined, the two plots indicate that TaDa peaks not only overlap with other TaDa replicates, but also with NanoDam-identified peaks. On the other hand, NanoDam peaks are recovered less well by TaDa,

demonstrating that TaDa peaks are a subset of NanoDam peaks. Finally, peak enrichment analysis of data obtained from both methods is consistent with the genome-wide comparison as NanoDam signal is not only stronger on peak sets derived from NanoDam replicates alone, but it is also a union of NanoDam and TaDa peaks (Figure S1G). Moreover, the NanoDam signal almost completely recapitulates TaDa binding intensities (Figure S1G). Taken together with the ROC-like curve analyses (Figure S1F), our data show that NanoDam identifies Cph binding sites with a higher sensitivity than TaDa.

By restricting expression of the NanoDam construct using different GAL4 drivers, the genome-wide binding pattern of any tagged factor can be assessed in a defined subset of its endogenous expression pattern. Specific genomic DNA methylation occurs in cells that express both the NanoDam construct (under the control of GAL4) and the endogenously tagged protein (under the control of its own regulatory elements) (Figure 1D). This is particularly important when profiling proteins that are expressed only in a subset of a cells within a lineage, a fact we sought to exploit for identifying temporal TFs. Therefore, we were confident that NanoDam could be used to profile the genome-wide occupancy of the temporal TFs D, Grh, and Ey.

NanoDam reveals combinatorial binding patterns of the INP temporal factors

We expressed NanoDam in the INPs using *D*-GAL4 (GMR12E09-GAL4 (Bayraktar and Doe, 2013; Figure S4A). NanoDam profiles binding only in a subset of the *D*-GAL4 expression pattern, in cells that also express the endogenously tagged TF (Figure 2A). We crossed *D*-GAL4; *UAS-NanoDam* to flies expressing endogenously tagged D-GFP, Grh-GFP, or Ey-GFP (Kudron et al., 2018). Genomic DNA was extracted from approximately 50 dissected brains per sample and processed as described previously for TaDa in order to generate libraries of fragments corresponding to TF bound regions (Marshall et al., 2016; Southall et al., 2013).

As a first step in searching for temporal TFs regulated by D, Grh, or Ey, we compared the NanoDam peaks for D, Grh, and Ey with one another throughout the genome and clustered them according to their aggregated binding intensities. Clustering revealed 6 different combinations of D, Grh, and Ey binding in INPs (Figures 2B and S2). Peaks in clusters showed the following: ND1 corresponded to strong D binding but minimal binding of Grh or Ey; ND2 peaks showed strong D and Grh binding; ND3, strong Grh binding; ND4, strong binding of D, Grh, and Ey; ND5, Ey binding; and ND6, minimal binding of all three TFs. This suggested complex regulatory relationships between these temporal factors and their target genes.

To determine the functional relevance of these ND clusters, we assigned the peaks within each cluster to the nearest transcriptional start sites of protein-coding genes. Within the lists we identified genes encoding TFs (Figures 2B and S2C) and hypothesized that some of these might be INP temporal TFs whose expression is regulated by D, Grh, or Ey.

scRNA-seq of INPs and their progeny

In order to identify genes whose expression was enriched in INPs, we carried out scRNA-seq of INPs and their progeny. We drove expression of membrane-targeted RFP (Pfeiffer et al., 2010) in

INPs with *D*-GAL4 (Figure S4A). Dissected brains from wandering third-instar larvae were dissociated enzymatically and RFP-positive cells were isolated by FACS (Figure 3A). We recovered 4,086 single cells from approximately 230 brains across 2 biological replicates (Figures S3A and S3B) with 2,614 median genes detected per cell. We clustered the cells with Seurat (Butler et al., 2018; Stuart et al., 2019), generating 12 clusters that were visualized using a t-distributed stochastic neighbor embedding (t-SNE) plot (Figure 3B; Maaten and Hinton, 2008). Cluster identities were assigned based on known cell-type-specific markers: cluster 1 was designated as INPs (*dpr*, *wor*, *ase*, and *erm*) (Figures 3C and S3C); clusters 2–10 as INP progeny (GMCs, neurons, and glia); clusters 2–4 as immature neurons (*nSyb* and *high pros*); and clusters 9–10 corresponding as glial cells (*repo*) (Figure 3D). Cluster 2 also contains GMCs that do not express *nSyb* or *dpr* but have high levels of *ase* and *pros* (Figures 3C and 3D).

As expected, all three temporal factors *D*, *grh*, and *ey* were expressed in the INP cluster (Figure S3D). We also observed significant expression of *grh* in clusters 11 and 12 (Figure S3D), which, interestingly, did not show high levels of expression of brain-specific markers (Figures 3C and 3D) but instead were enriched for tracheal gene expression (Figure S3E). The expression of *grh* in these tracheal cell clusters is consistent with a previous study identifying a functional role for Grh in tracheal development (Yao et al., 2017). Thus, we excluded clusters 11 and 12 from our analysis to focus solely on INPs and their progeny.

Identifying missing INP temporal factors

We determined which TFs in each NanoDam cluster were expressed in INPs by comparison with our scRNA-seq dataset (Figure 3E; Table S1). In addition to TFs known to be involved in INP cell identity (*ase*, *dpr*, *wor*) and those shown previously to regulate temporal identity (*D*, *grh*, *ey*, *opa*, *ham*), we found several candidate temporal TFs. We focused our attention on two factors that were expressed in a subset of INPs: the paired-like homeobox TF *homeobrain* (*hbn*) (Walldorf et al., 2000) and the NK-2 homeobox TF *scarecrow* (*scro*) (Zaffran et al., 2000; Figure 3F).

homeobrain clusters in ND4 (strong binding of *D*, *Grh*, and *Ey*; Figure 4A), suggesting that multiple members of the temporal cascade may regulate its expression. *hbn* was also highly enriched in INPs according to our scRNA-seq data (Figure 4B). Examining Hbn expression in type II lineages *in vivo* revealed that Hbn was expressed in middle-aged and old INPs but absent from NSCs and the youngest INPs (Figures 4B'–4F and S4B–S4F). In most type II lineages, Hbn was expressed in INPs concomitantly with Grh (Figures 4D and S4E) and prior to initiation of Ey expression (Figures 4E and S4F). Hbn expression was maintained throughout most of the Ey temporal window, except in the oldest INPs in the DM2 and DM3 lineages (Figure S4F). Therefore, Hbn expression defines a new temporal window extending from the end of D expression through the Ey expression window.

scro clusters in ND5 are bound strongly by Ey and weakly by D, but not by Grh, (Figure 4G) and is highly enriched in INPs (Figure 4H). We assayed *scro* expression in type II lineages *in vivo* by fluorescent *in situ* hybridization chain reaction (HCR) (Choi et al., 2010, 2014, 2016, 2018). *scro* was expressed in the oldest INPs in all DM lineages and absent from type II NSCs and young INPs

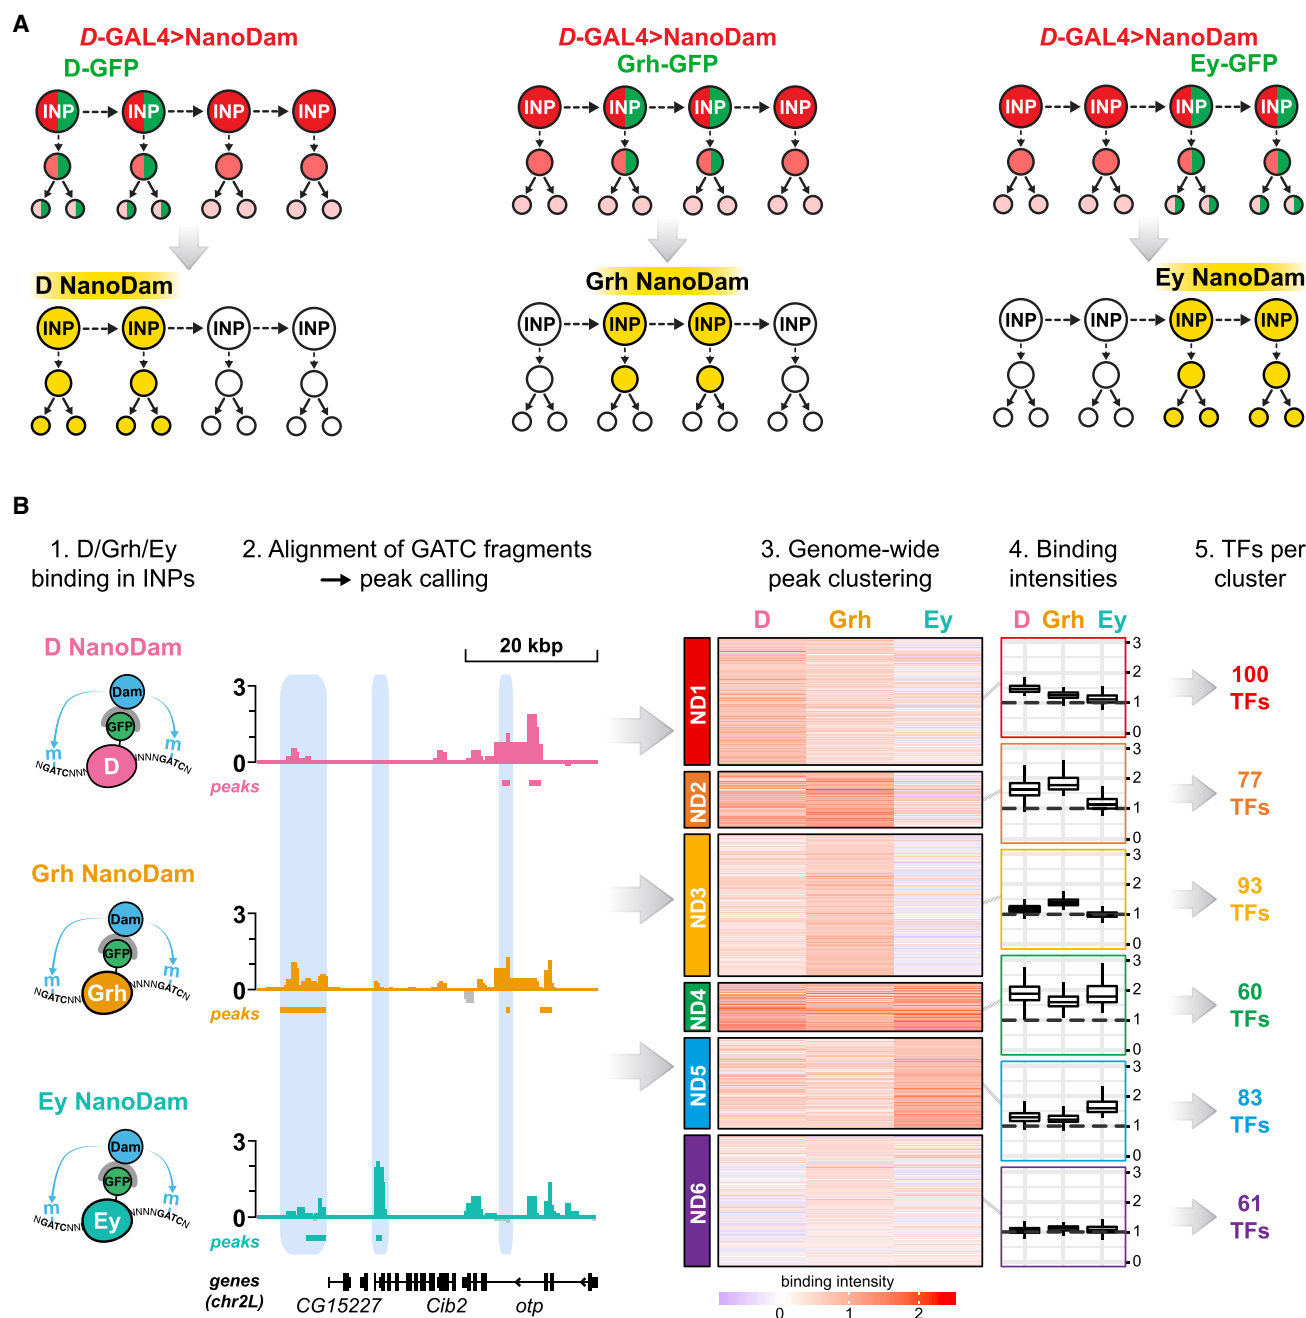

Figure 2. NanoDam for INP temporal factors D, Grh and Ey

(A) The experimental setup for D, Grh, and Ey NanoDam in INPs. *D-GAL4* drives *UAS-NanoDam* (red) in all INPs of DM1–6 during late third-instar larval stage. *D-GFP*, *Grh-GFP*, and *Ey-GFP* (green) are expressed in a subset of INPs and progeny, restricting NanoDam binding to their respective temporal windows (yellow). Note that *D-GAL4* expression extends beyond the endogenous temporal window of D.

(B) NanoDam-derived binding intensities for D, Grh, and Ey were aggregated for highly significant peaks identified by comparison with the *w¹¹¹⁸* control. Unsupervised clustering of the peaks according to these intensities identified 6 distinct combinations of D/Grh/Ey binding, denoted as ND1–6. Binding intensities are shown as Z scores for individual peaks in the heatmaps. Average binding intensities across all peaks per NanoDam cluster are represented as boxplots. Binding intensities are shown as log₂-fold enrichment TF-GFP NanoDam over NanoDam only. 4 D-GFP replicates, 5 Grh-GFP replicates, and 4 Ey-GFP replicates were normalized individually to all control replicates (8 *w¹¹¹⁸* replicates).

(Figures 4H' and S4G). *scro* was never co-expressed with D (Figures 4I and S4G), and only the oldest Grh⁺ INPs expressed *scro* (Figures 4J, S4H, and S4J). In all lineages (DM1–6) *scro*

expression began after Ey and was maintained into the oldest INPs (Figures 4K and S4I). Therefore, *scro* expression defines the latest temporal window (Figure 4L).

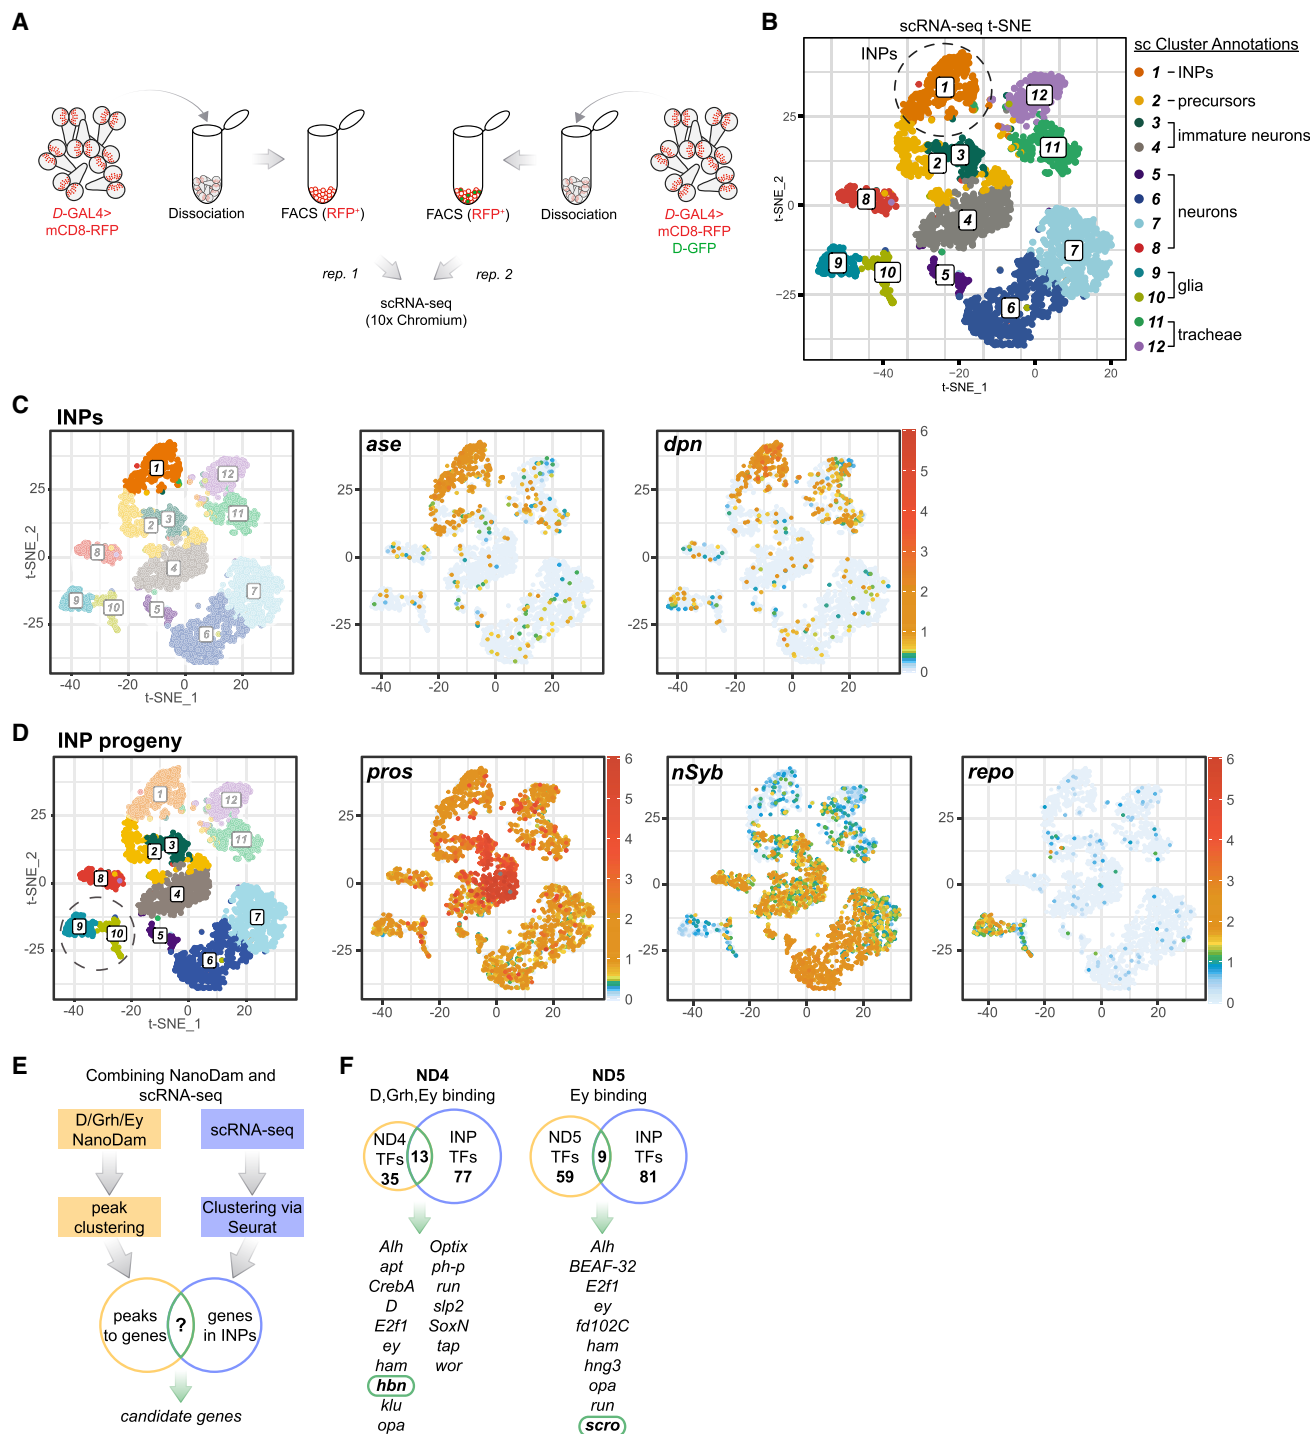

Figure 3. Combining NanoDam with scRNA-seq identifies *homeobrain* (*hbn*) and *scarecrow* (*scro*) as candidate temporal factors in INPs
(A) Schematic overview of the experimental single-cell RNA sequencing (scRNA-seq) approach. We acquired 2 replicates: replicate 1 (rep. 1) from brains carrying *D-GAL4>mCD8-RFP* (right) and replicate 2 (rep. 2) from brains carrying *D-GAL4>mCD8-RFP* and *D-GFP* (left). Brains were dissected at wandering third-instar stage, dissociated, and then cells were sorted based on RFP expression before being submitted for 10x chromium scRNA-seq.
(B) t-distributed stochastic neighbor embedding (t-SNE) visualisation of 4,086 sorted single cells colored by cluster assignment and annotated based on previously known markers (see Figure S3).
(C) t-SNE visualisation highlighting cluster 1 corresponding to INPs. Cluster 1 was designated as INPs due to enriched expression of *asense* (*ase*), *deadpan* (*dpn*), *earmuff* (*erm*) and *worniu* (*wor*) (see Figure S3).

(legend continued on next page)

The middle-aged factor Hbn displays classic temporal factor interactions with Ey and *scro*

Next, we investigated the regulatory interactions between the known INP temporal factors and Hbn and *Scro*. Hbn is expressed in middle-aged INPs (Figure 4F). Ey binds the *hbn* locus and is expressed in INPs after Hbn. Given that temporal factors are thought to repress transcription of the factor that precedes them, we tested whether Ey repressed Hbn expression. We found that ectopic expression of Ey in all INPs resulted in a significant reduction in Hbn expression (Figures 5A, S5A, and S5A'), whereas knocking down *ey* expression in INPs (Figure S5B) extended the Hbn window into the oldest INPs without affecting early Hbn expression (Figures 5B, S5C, and S5C'). This was true of all lineages except DM5, in which the oldest INPs remained Hbn⁺ (Figures S5C' and S5D). Knocking down *ey* with RNAi also increased the number of INPs in all DM lineages, as has been reported previously (Bayraktar and Doe, 2013). Therefore, Ey terminates Hbn expression in old INPs (Figure 5I), a regulatory interaction characteristic of temporal factors.

Another predicted regulatory relationship between temporal factors is that each activates expression of the subsequent factor and represses the next plus one. This would suggest that Hbn should activate Ey expression and repress *Scro*. We found that misexpression of Hbn in INPs activated the Ey temporal window precociously (Figures 5C, S5E, and S5E'), whereas a loss of *hbn* led to a reduction of the Ey window without affecting onset (Figures 5D, S5G, and S5G'). Aside from its effects on Ey, misexpression of Hbn also resulted in a reduction in *scro* (Figures 5E, S5H, and S5H'). Consistent with these results, knockdown of *hbn* by RNAi (Figure S5F) led to an increase in *scro* expression (Figures 5F, S5I, and S5I'). We conclude that Hbn activates Ey and represses *scro* (Figures 5H and 5I), the type of behavior attributed to classically defined temporal TFs, exemplified in the embryonic temporal cascade (Isshiki et al., 2001).

Hbn is sufficient to activate the middle-aged temporal factor Grh

We observed that the onset of Hbn expression coincided with the start of Grh expression. Furthermore, ectopic expression of Hbn resulted in concomitant expression of Grh, and we noticed that INPs with stronger Hbn staining signal also correlated with higher Grh signal (Figure S6A). We postulated that these two temporal factors shared a regulatory relationship. We found that ectopic Hbn expression was sufficient to activate Grh precociously and to extend its expression window in all DM lineages (Figure 5G), even in DM1, which normally does not express Grh. Grh was induced in almost all INPs in the DM1 lineage (Figure S6B'). Hbn is normally expressed at lower levels in DM1 than in others, suggesting that Hbn may activate Grh in a dosage-dependent manner. Forced expression of Hbn in DM lineages drove INPs toward a "middle-aged fate": most INPs remained D⁺ Grh⁺ Ey⁺ (Figure 5I). We also observed that lineages DM1–4 and DM6 had significantly fewer INPs (Figure S6C),

suggesting that Hbn may regulate cellular longevity during the middle-aged window. Knockdown of *hbn* expands the Grh window in DM2 and 3, though the effect is not as striking (Figures 5H, S6D, and S6D') and may be due to a reduction of Ey, which normally restricts Grh expression. Taken together, our results demonstrate that Hbn is a temporal TF that activates Grh and Ey expression and represses *scro* to aid the progress of temporal transitions (Figure 5J).

We also investigated whether Grh had reciprocal regulatory interactions with Hbn. Neither misexpression nor loss of Grh significantly impacted the Hbn window (Figures S6E–S6F'). Loss of Grh in DM3 resulted in an earlier termination of Hbn expression (Figure S6F'). These results suggest that Grh is not required for the onset of Hbn expression and may have a minor role in the maintenance of the Hbn window.

scro acts in a negative feedback loop with Ey

We found that *scro* expression was restricted to the oldest INPs, overlapping and extending beyond the Ey expression window (Figure 4L). NanoDam revealed that Ey was bound at the *scro* locus, leading us to hypothesize that Ey might activate *scro* transcription in INPs. Ectopic expression of Ey was sufficient to activate *scro* precociously in all DM lineages except DM2 and 3, where a reduction in *scro* was observed (Figures 6A, S6G, and S6G'). Conversely, knocking down *ey* expression in INPs led to an almost complete loss of *scro* expression (Figures 6B, S6H, and S6H'). We conclude that Ey is both necessary and sufficient to activate *scro* expression and that Ey is likely to act directly.

Given the reciprocal regulatory interactions observed between temporal factors, we tested whether *scro*, as the last identified temporal factor in INPs, represses Ey expression to terminate the Ey temporal window. In support of this hypothesis, we found that ectopic expression of *Scro* resulted in the loss of Ey (Figures 6C, S6I, and S6I'). Next, we assessed whether the loss of *scro* in INPs would affect Ey expression. Using two independent *scro* RNAi constructs that knocked down expression effectively (Figure S6K), we found that the loss of *scro* extended the Ey temporal window (Figures 6D, S6J, and S6J'), without affecting the number of D⁺ or Grh⁺ INPs (Figures S6L, S6L', S6M, and S6M'). Therefore, *Scro* is necessary and sufficient to close the Ey temporal expression window.

Interestingly, we observed that lineages lacking *scro* contained significantly more INPs than controls, suggesting an effect on longevity (Figure S6N). It had been reported previously that the loss of Ey led to an increased number of INPs (Bayraktar and Doe, 2013), comparable to the numbers we observed after the loss of *scro* (Figure S6N). The effects on temporal patterning, however, were distinct. Removing Ey extended the middle-aged temporal window (INPs remained Grh⁺/Hbn⁺) (Figure 6E; Bayraktar and Doe, 2013). By contrast, in the absence of *scro*, INPs progressed through the middle-aged window, and instead, the late temporal window was extended (INPs remained

(D) Clusters 2–10 contain a mixture of INP progeny and express high levels of *Prospero* (*pros*). Clusters 2–8 express *neuronal synaptobrevin* (*nSyb*) and are thus classified as neurons. Clusters 9 and 10 (outline with dotted circle) correspond to glia due to high expression of *reversed polarity* (*repo*).

(E) Workflow used to identify candidate temporal factors.

(F) Candidate temporal transcription factors *homeobrain* (*hbn*) and *scarecrow* (*scro*) (outlined in green) were significantly differentially expressed in INPs (based on the scRNA-seq data) and identified in NanoDam cluster 4 (ND4) or NanoDam cluster 5 (ND5).

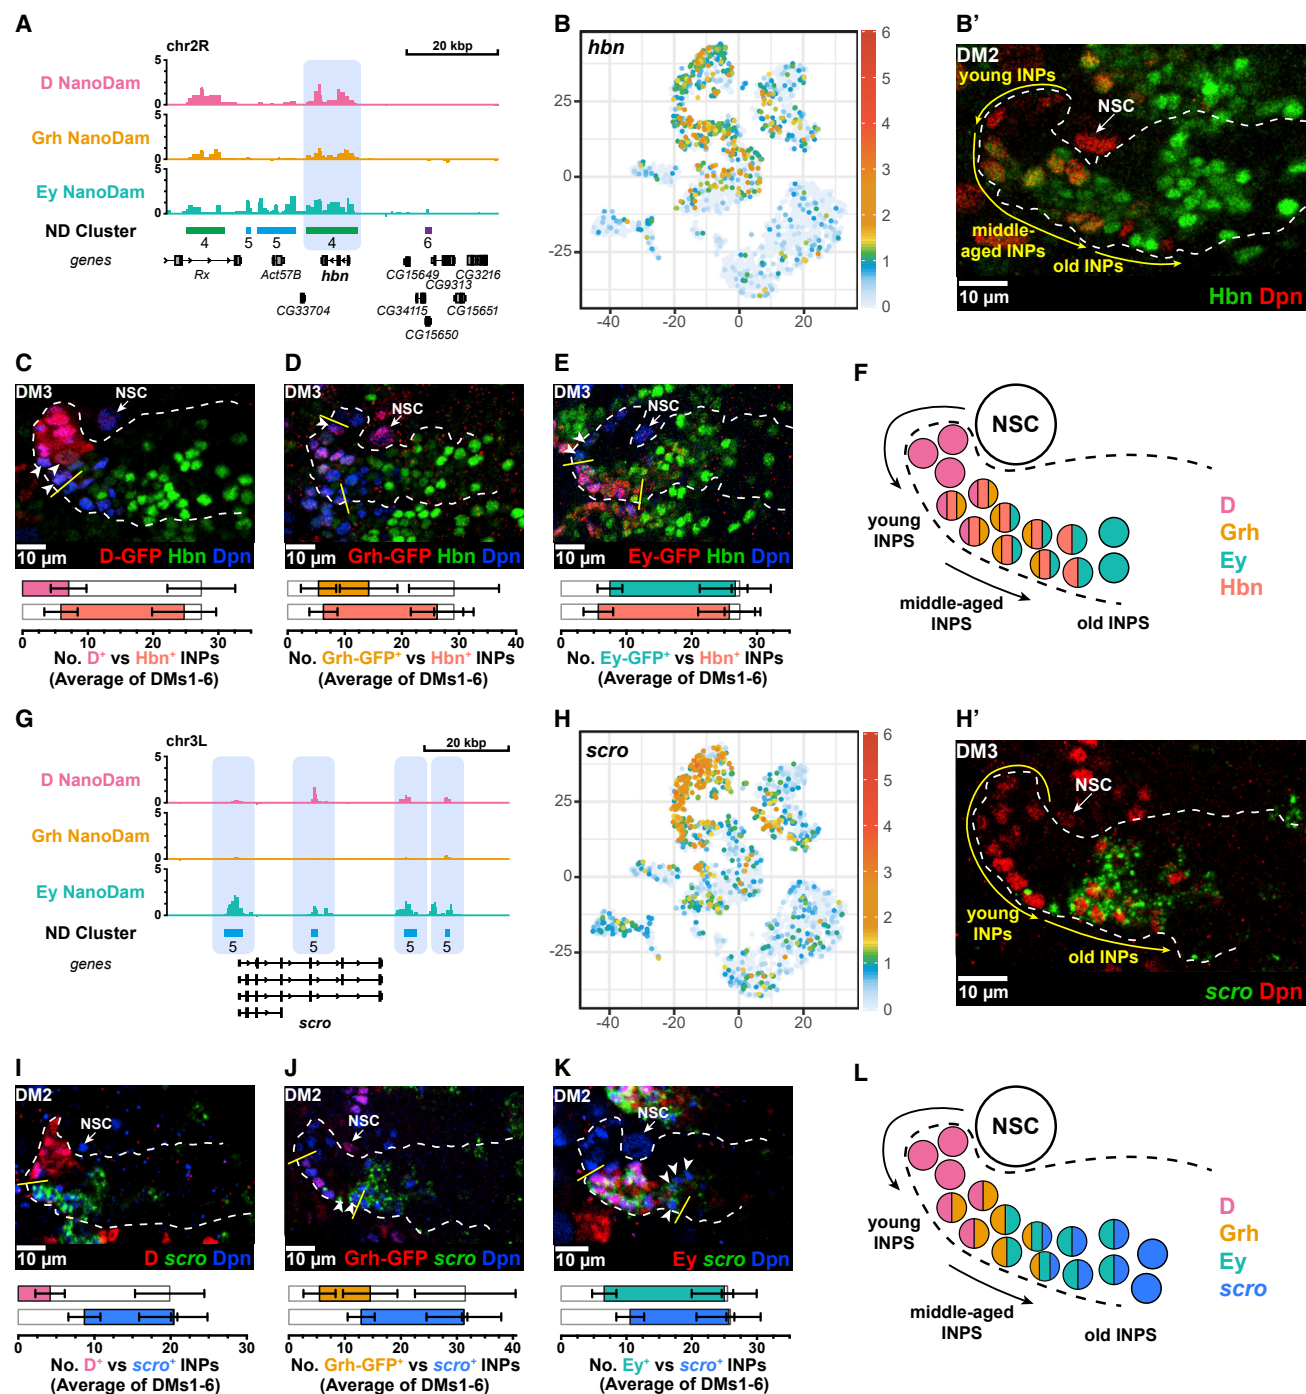

Figure 4. Temporal expression patterns of Homeobrain and scarecrow

(A) NanoDam binding of D, Grh, and Ey across the *hbn* gene locus and nearby regions. The ND6 peak across *hbn* is highlighted. Binding intensities are shown as log₂-fold enrichment of TF-GFP NanoDam over NanoDam only.

(B) *hbn* is expressed in INPs. (B') t-SNE plot colored by *hbn* expression. (B') Hbn (green) is not expressed in the type II NSC (white arrow) but is expressed in INPs (Dpn⁺ [red]) and progeny (Dpn⁻). Hbn expression begins across a broad domain of middle-aged INPs but is absent from the oldest INPs (Figure S4B for grayscale).

(C) Overlap of D-GFP (red) and Hbn (green) in INPs (Dpn⁺ [blue]). Hbn expression begins at the end of the D temporal window. Only the oldest D⁺ INPs express Hbn (arrowheads) (Figure S4D for grayscale). Very few INPs expressed both D and Hbn and the few D⁺ Hbn⁺ INPs were found at the end of the D temporal window (Figure S4D').

(D) Hbn (green) overlaps with Grh⁺ (red) INPs. Arrowhead indicates a young Grh⁺ INP that does not express Hbn (Figure S4E for grayscale).

(E) Hbn (green) expression begins before the Ey (red) window. Arrowheads indicate the youngest Hbn⁺ INPs that do not express Ey (Figure S4F for grayscale).

(F) Proposed model for the expression pattern of Hbn and its relationship to D, Grh, and Ey expression, based on the quantifications in Figure S4.

(legend continued on next page)

Ey⁺) (Figures 6D and 6E). Together, our results indicate that *scro* is activated directly by Ey in INPs and that *Scro* restrains the Ey temporal window at the end of the temporal cascade (Figure 6F).

Hbn and *Scro* act as temporal factors in the developing visual system

Temporal patterning also regulates neuronal diversity in the developing OL, where D and Ey are expressed temporally in NSCs in the medulla of the OL (Figure 7A; Bayraktar and Doe, 2013; Li et al., 2013; Suzuki et al., 2013). Intriguingly, we found Hbn and *scro* were also expressed in subpopulations of medulla NSCs (Figures 7B, 7C, and S7A–S7E). As we had observed in INPs, we found that Hbn, Ey, and *scro* were expressed sequentially in medulla NSCs (Figures 7D–7F and S7F–7H). Interestingly, we could show that several of the regulatory interactions we discovered in INPs were conserved in medulla NSCs. We found that *scro* was necessary and sufficient for repression of Ey in NSCs (Figures 7G–7H), indicating that termination of the Ey temporal window by *scro* is conserved between INPs and the OL. In addition, misexpression of Hbn dramatically reduced *scro* expression, fulfilling the “repression of next plus one” rule (Figure 7I). A comparison of Ey and D binding in INPs and the OL revealed slightly different patterns at the *hbn* and *scro* loci (Figures 7J–7K): D binds strongly at the *hbn* locus in INPs, but more weakly in the OL. This may reflect differential regulation in the two cell types. For example, in contrast to INPs, in the OL D is expressed after Hbn, and the D and Hbn temporal windows do not overlap (Figure S7E). We conclude that the temporal expression cascade, from Hbn to Ey to *scro*, is conserved in progenitors that generate both the central complex of the brain and the visual processing system (Figures 7L and 7M). This is particularly striking as INPs and OL NSCs are distinct progenitors with different origins, the former born from asymmetrically dividing type II NSCs and the latter derived from symmetrically dividing neuroepithelial cells (Egger et al., 2007).

DISCUSSION

Temporal patterning leads to the generation of neuronal diversity from a relatively small pool of neural stem or progenitor cells. Temporal regulation is achieved by the restricted expression of temporal TFs within precise developmental windows. The onset and duration of each temporal window in these cells must be regulated tightly in order for the appropriate subtypes of neurons to be generated at the correct time to establish functional neuronal circuits.

Here, we focused on the INPs of the type II NSC lineages that generate the central complex of the *Drosophila* brain. The neural diversity generated by the INP lineages, suggested that un-

known temporal factors remained to be discovered. With the expectation that these factors would be the transcriptional targets of the known temporal factors, we developed NanoDam to profile the binding targets of D, Grh, and Ey. NanoDam enables both spatial and temporal specificity, at the cellular level and within defined temporal windows.

NanoDam permits genome-wide profiling of any endogenously tagged chromatin-binding protein after a simple genetic cross, bypassing the need to generate transgenes expressing Dam-fusion proteins, or the requirement for specific antisera, cross-linking, or cell isolation. Binding profiles within a subset of the protein's expression pattern can be achieved by expressing NanoDam with specific GAL4 drivers (Figure 1D). To date, collaborative efforts have produced more than 3,900 *Drosophila* lines expressing GFP-tagged proteins in their endogenous patterns (Table S2). Approximately 93% of all TFs have been GFP-tagged in lines that are publicly available at stock centres. Lines that are not yet available can be rapidly generated by CRISPR-Cas9-mediated tagging. NanoDam can be readily adapted for use in other organisms to facilitate easier *in vivo* profiling experiments, as we have demonstrated previously for TaDa (Cheetham et al., 2018; Aloia et al., 2019). The growing library of nanobodies that target proteins with specific post-translational modifications, such as histone modifications, or tags other than GFP enables NanoDam to be readily applied to profile a broad array of chromatin-binding proteins.

By combining the power of NanoDam with scRNA-seq, we were able to identify *scro* and *hbn* as temporal factors in the INPs. The mammalian homolog of *ey* (*Pax6*), *hbn* (*Arx*), and *scro* (*Nkx2.1*) are restricted to distinct progenitor populations in the developing mouse forebrain (Colombo et al., 2004; Götz et al., 1998; Sussel et al., 1999). We found that *scro* regulates the late INP identity by repression of Ey. Interestingly, the loss of *Nkx2.1* in the mouse forebrain leads to aberrant expression in ventral regions of the dorsal factor *Pax6* (Sussel et al., 1999), suggesting that the repressive relationship between *scro* and *ey* may be conserved between *Nkx2.1* and *Pax6*.

Not all relationships appear to be conserved, however. We found that Hbn promotes progression through the middle-aged temporal stage and that maintenance of the middle-aged temporal window is regulated in part by interactions between Hbn and Grh. *Arx* mutant mice exhibit loss of upper layer (later-born) neurons but no change in the number of lower layer (early-born) neurons (Colasante et al., 2015).

Intriguingly, both *scro* and *hbn* were also temporally expressed in OL NSCs (Figures 7B and 7C), and the regulatory relationships between *scro* and Ey appeared to be conserved. This suggests that similar regulatory strategies may be shared between NSCs or progenitor cells in order to regulate longevity

(G) NanoDam binding of D, Grh, and Ey across the *scro* gene locus. The 4 ND5 peaks are highlighted. Binding intensities are shown as log₂-fold enrichment of TF-GFP NanoDam over NanoDam only.

(H) *scro* is expressed in INPs. (H') t-SNE plots colored by *scro* expression. (H') *scro* (green) is not expressed in the type II NSC (white arrow) or young INPs (Dpn⁺ [red]) but is expressed in old INPs (Dpn⁺) (Figure S4C for grayscale).

(I) *scro* (green) does not overlap with D (red) in INPs (Dpn⁺ [blue]) (Figure S4G for grayscale).

(J) The oldest Grh⁺ (red) INPs express *scro* (green) (arrowheads) (Figure S4H for grayscale).

(K) *scro* (green) expression begins after the activation of Ey (red) in INPs. The oldest *scro*⁺ INPs do not express Ey (arrowheads) (Figure S4I for grayscale).

(L) Proposed model for the expression pattern of *scro* and its relationship to D, Grh, and Ey expression, based on the quantifications in Figure S4.

All quantifications represent an average across DM1–6. Error bars represent standard deviation. White dotted lines indicate *D-GAL4>mCD8-RFP* expression (which is expressed in INPs and their daughter cells) in single section confocal images. n = 6 brain lobes.

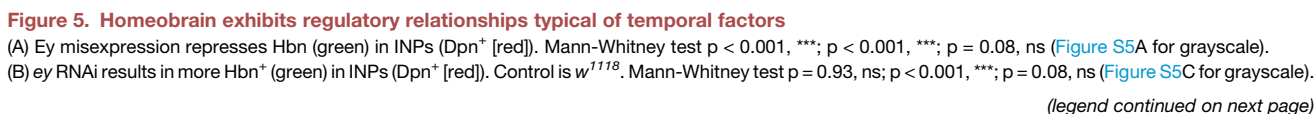

and neuronal subtype production. The remarkable conservation of the regulatory interactions of *scro* in two different progenitor cell types with different origins in the *Drosophila* brain may also be translated to the context of mammalian neurogenesis, highlighting the possibility of a more generalized regulatory network used by stem and progenitor cells to regulate cell fate, progeny fate, and proliferation.

The type II lineages in *Drosophila* divide in a similar manner to the oRGs that have been attributed to the rapid evolutionary expansion of the neocortex seen in humans and other mammals (Fietz et al., 2010; García-Moreno et al., 2012; Hansen et al., 2010; Wang et al., 2011). Interestingly, oRGs show a shortened cell-cycle length in primates (Penisson et al., 2019) in comparison to rodent progenitors, which increase cell-cycle duration as development progresses (Betizeau et al., 2013). We found that manipulation of *scro* and *hbn* levels affects INP numbers. The loss of *scro* results in more INPs within a lineage, similar to the phenotype observed upon loss of Ey (Bayraktar and Doe, 2013). Ey activates *scro* in the temporal cascade, and it is likely that the increase in INPs upon loss of Ey is due to the loss of *scro* expression. Clonal analysis suggests that the increase in INP numbers is not due to aberrant symmetrical division (Bayraktar and Doe, 2013), suggesting that temporal factors have an effect on INP longevity. It would be interesting to investigate whether oRGs use temporally expressed factors to control longevity and cell-cycle dynamics at different developmental stages in order to regulate neuronal subtype generation during neocortex development.

There is significant heterogeneity between the type II lineages, and our study has identified differences in the regulatory relationships of *hbn* and *scro*. For example, misexpression of Ey leads to an increase in *scro* in all lineages except DM2 and 3, where *scro* expression is reduced. The heterogeneity between lineages may be a consequence of variations in combinatorial binding of temporal factors, as our NanoDam data indicate. The diversity of INPs and differences between lineages may be further investigated through lineage-specific or higher resolution scRNA-seq (Michki et al., 2021). Although INPs share temporal factors, different DM lineages display subtle to striking differences when the temporal cascade is manipulated, demonstrating the likelihood that each DM employs unique temporal cascades. Combinatorial binding would enable more complex regulatory interactions that could refine or subdivide temporal windows in the INPs.

Limitations

In this study, we have utilised GFP-tagged TFs for NanoDam profiling. These GFP-tagged proteins retain their ability to bind

DNA, as revealed by their specific genome-wide binding profiles. Moreover, Grh-GFP and Ey-GFP recapitulate the endogenous expression patterns in INPs and have been shown previously to have no effect on INP temporal windows (Abdusselamoglu et al., 2019). In rare cases where GFP might interfere with the DNA-binding ability of the protein of interest, alternative nano-tags (Xu et al., 2022) can be used, as NanoDam is not limited to GFP tags.

In this study, small populations of cells were profiled with NanoDam (roughly 10% of cells labeled by D-GAL4>UAS-mCD8-RFP are INPs, of which only a subset express D/Grh/Ey). The minimum number of cells needed for NanoDam remains to be determined, though factors intrinsic to the protein, such as binding affinity or nuclear concentration, may influence this.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL DETAILS
  - Fly Stocks
- METHOD DETAILS
  - Generation of expression constructs
  - Short hairpin RNAi generation
  - NanoDam experimental design
  - NanoDam sample processing
  - Single-cell sequencing sample preparation
  - Sample fixation and immunostaining
  - *In situ* hybridisation chain reaction (HCR)
  - Image acquisition
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - NanoDam data processing
  - Single-cell sequencing data processing
  - Image analysis and quantification

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.devcel.2022.04.008>.

(C) Hbn misexpression precociously activates Ey (green) in INPs (Dpn⁺). Mann-Whitney test $p < 0.001$, ***; $p = 0.15$, ns; $p < 0.001$, *** (Figure S5E for grayscale).
 (D) Hbn RNAi leads to less Ey (green). Mann-Whitney test $p = 0.9838$, ns; $p < 0.0001$, ****; $p = 0.0001$, **** (Figure S5G for grayscale).
 (E) Hbn misexpression represses *scro* (green). Mann-Whitney test $p < 0.001$, ***; $p < 0.001$, ***; $p = 0.73$, ns (Figure S5H for grayscale).
 (F) Hbn knockdown leads to an increase in *scro* (green). Mann-Whitney test $p = 0.83$, ns; $p = 0.002$, **; $p = 0.0005$, *** (Figure S5I for grayscale).
 (G) Hbn misexpression leads to ectopic activation of Grh (green) in INPs (Dpn⁺ [red]). Control image is a projection over 8 μm and Hbn OE is a projection over 29 μm . Mann-Whitney test $p = 0.13$, ns; $p < 0.001$, ***; $p < 0.001$, *** (Figure S6B for grayscale).
 (H) Loss of hbn results in a slight decrease of Grh expression. Mann-Whitney test (averaged across DM1–6) $p = 0.0642$, ns; $p = 0.0239$, *; $p = 0.0822$, ns (Figure S6D for grayscale).
 (I) Summary of the phenotype of Hbn misexpression. Note in wild type the strength of Hbn expression is higher later in the cascade.
 (J) Summary of the regulatory relationships of Hbn in the temporal cascade.
 All quantifications represent an average across DM1–6. Error bars represent standard deviation. Single section confocal images unless stated otherwise. White dotted lines indicate D-GAL4>mCD8-RFP expression. $n = 6$ brain lobes.

Figure 6. Scarecrow is a late temporal factor that represses Eyeless

(A) Ey OE precociously activates *scro* (green) in INPs (Dpn⁺ [red]). Mann-Whitney test $p = 0.12$, ns; $p = 0.44$, ns; $p = 0.60$ (Figure S6G for grayscale).
 (B) *ey* RNAi leads to loss of *scro* (green) in INPs (Dpn⁺ [red]). Mann-Whitney test $p < 0.001$, ***; $p < 0.001$, ***; $p = 0.02$, × (Figure S6H for grayscale).
 (C) Misexpression of Scro leads to loss of Ey (green) in INPs (Dpn⁺ [red]). Mann-Whitney test $p < 0.001$, *** for all (Figure S6I for grayscale).
 (D) *scro* RNAi leads to an increase in the number of Ey⁺ (green) INPs (Dpn⁺ [red]). Mann-Whitney test $p = 0.007$, **; $p < 0.001$, ***; $p < 0.001$, *** (Figure S6J for grayscale).
 (E) Summary of *scro* loss of function phenotype compared to wild type and *ey* loss of function.
 (F) Summary of the regulatory relationships between Hbn, *scro*, Ey, and Grh. The gray arrows indicate previously established regulatory relationships.
 All quantifications represent an average across DM1–6. Error bars represent standard deviation. Single section confocal images unless stated otherwise. White dotted lines indicate *D-GAL4>mCD8-RFP* expression. $n = 6$ brain lobes.

ACKNOWLEDGMENTS

We thank Markus Affolter, Alex Gould, Stephan Thor, Uwe Walldorf, Bloomington Drosophila Stock Center, and the Vienna Drosophila Resource Center (VDR) for reagents. We acknowledge Katarzyna Kania at the Cancer Research UK Cambridge Institute's Genomics Core Facility for performing sample preparation and sequencing of 10× chromium samples. This work was funded by Wellcome Trust PhD Studentships to E.G.C. (089616), A.E.H.

(102454), and J.L.Y.T. (203798); an EMBO Long-Term Fellowship to P.M.F.; and a Wellcome Trust Programme Grant (092545), a Wellcome Trust Senior Investigator Award (103792/Z/14/Z), and a Royal Society Darwin Trust Research Professorship (RP150061) to A.H.B. A.H.B. acknowledges core funding to the Gurdon Institute from the Wellcome Trust (092096) and CRUK (C6946/A14492). For the purpose of open access, the author has applied a CC BY public copyright licence to any Author Accepted Manuscript version arising from this submission.

(A) Schematic showing the temporal cascade of the optic lobe (OL) medulla NSCs.

AUTHOR CONTRIBUTIONS

A.E.H., P.M.F., and A.H.B. conceptualized the project. A.E.H., J.L.Y.T., E.G.C., and P.M.F. performed the experiments. T.S. and R.K. assisted with generation of scRNA-seq and NanoDam datasets. R.K. analyzed scRNA-seq and NanoDam binding data. A.E.H., J.L.Y.T., R.K., and A.H.B. wrote the manuscript. All authors reviewed and commented on the manuscript.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: August 10, 2021

Revised: February 8, 2022

Accepted: April 5, 2022

Published: April 27, 2022

REFERENCES

- Abduselamoglu, M.D., Eroglu, E., Burkard, T.R., and Knoblich, J.A. (2019). The transcription factor odd-paired regulates temporal identity in transit-amplifying neural progenitors via an incoherent feed-forward loop. *Elife* 8, 450.
- Albertson, R., Chabu, C., Sheehan, A., and Doe, C.Q. (2004). Scribble protein domain mapping reveals a multistep localization mechanism and domains necessary for establishing cortical polarity. *J. Cell Sci.* 117, 6061–6070.
- Aloia, L., McKie, M.A., Vernaz, G., Cordero-Espinoza, L., Aleksieva, N., van den Aamee, J., Antonica, F., Font-Cunill, B., Raven, A., Aiese Cigliano, R., et al. (2019). Epigenetic remodelling licences adult cholangiocytes for organoid formation and liver regeneration. *Nat. Cell Biol.* 21, 1321–1333.
- Andrews, S. (2010). FastQC: a Quality Control Tool for HIGH THROUGHOUT SEQUENCE data (Babraham Institute).
- Baumgardt, M., Karlsson, D., Terriente, J., Díaz-Benjumea, F.J., and Thor, S. (2009). Neuronal subtype specification within a lineage by opposing temporal feed-forward loops. *Cell* 139, 969–982.

(B) Hbn (green) is expressed in the OL medulla NSCs (Dpn⁺ [red] and highlighted with yellow bracket) in addition to the central brain (CB) (Figure S7A for grayscale).

(C) *scro* (green) is expressed in the OL medulla NSCs (Dpn^+ [red] and highlighted with yellow bracket) in addition to the CB (Figure S7B for grayscale).

(D) Hbn (green) expression coincides with the start of the Ey temporal window (Ey-GFP⁺, [red]) in medulla NSCs (Figure S7F for grayscale).

(E) *scro* (green) expression begins in the second half of the *Ey* window (*Ey*, red) (Figure S7G for grayscale).

(F) *scro* (green) is expressed in the oldest Hbn⁺ (red) OL medulla NSCs (Figure S7H for grayscale).

How the deposited data were processed for this re-analysis (not part of the article)

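Samples and values. Re-analysed here were the 2 scRNA-seq libraries of RFP-positive cells from D-GAL4>mCD8-RFP brains, replicate 1 without and replicate 2 with D-GFP, raised at 25 °C. The paper gives about 230 brains over both replicates. The samples of NanoDam and Targeted DamID were not analysed here. The authors mapped the 10x reads with Cell Ranger (the submitters' notes name version 2.1.1) to dm6. As deposited by the authors, the values are raw UMI counts per gene and barcode, made by Cell Ranger without further normalization, with only the barcodes called as cells listed, and they were whole numbers that differed in total between barcodes. The 17558 gene identifiers include 17252 with a symbol in the reference, and 12758 genes had a count in either replicate. 0 of the gene names belonged to a reporter or driver, so RFP, GAL4 and GFP transcripts could not be counted, and the separate D-GFP reference of the paper was not used here.

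Depth. Replicate 1 held 27938840 UMIs in 2681 cells, with 3456 to 115381 UMIs per cell, and replicate 2 held 19534550 UMIs in 1405 cells, with 4102 to 59983 per cell. The class sums behind the tests held 2597116 and 1527294 UMIs for INP-like cells, 19214981 and 15413434 for progeny and 6126743 and 2593822 for cluster 2, in replicates 1 and 2. Shares of cells carry exact Clopper-Pearson intervals at 95%, from scipy 1.17.1. Intervals cover counting error only. For shares, each cell was also thinned to 3000 UMIs, which left 0 cells out, and glia-like cells served as a rough measure of free RNA, except for *scro*.

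Clusters. All 4086 barcodes were kept, since the paper names no filter on cells. Each replicate was log-normalized in Seurat 5.3.0 under R 4.3.3, 2000 variable genes were chosen without the 51 TFs and eye genes under test, and the replicates were integrated by canonical correlation over 30 dimensions. Louvain clusters were taken at the lowest resolution in steps of 0.1 with at least 12 clusters, the number in the paper, which was 0.4 with 14 clusters. Cluster names came from marker lists for INPs, GMCs, immature neurons, neurons, glia, trachea, retinal determination, photoreceptor differentiation, disc epithelium, hemocytes, fat body, muscle, type II neural stem cells and optic lobe progenitors, and from the 5 genes of Figure S3E. A marker counted when its CPM, with 5 added, was at least 2-fold that of all other cells pooled, with 5 added as well, and it had a UMI in at least 20% of cells. A cell type needed 3 such markers, and the genes of Figure S3E needed 4 of 5. Cluster 2 met the latter and is named by its number, since *trh* and *btl* were near 0 in it. Other lists fixed at the same time were the temporal factors, broad INP factors, cell cycle, ribosome biogenesis, Notch pathway, synapse and channels, neurotransmitter, larval timing, central complex neuron TFs and Table S1.

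Tests. UMIs were summed per replicate and class. INP-like cells were compared with progeny, that is with all cells outside the INP-like cluster and cluster 2, and cluster 2 with all other cells. Both classes of a replicate come from the same library and brains, so the replicate numbers pair the sums and replicate was a block in the model. edgeR 4.0.16 was used with its low-count filter, TMM factors, the quasi-likelihood fit and Benjamini-Hochberg adjustment over the 8273 and 8653 genes kept, at 0.05. Each fit of 4 sums has 1 residual degree of freedom, with 17.97 and 4.68 prior degrees of freedom borrowed from other genes. Standard errors are the size of the log2 fold change divided by the square root of its F statistic. Counts adjusted over the list alone repeat the adjustment within a list. Genes among the 2000 variable genes built the clusters, so their p-values are not independent of the classes, and counts without them are given. On counts simulated from these sums with 200 changed genes, edgeR recovered 34.3%, 67.2% and 90.9% of changes of 1.5-fold, 2-fold and 4-fold for INP-like cells over progeny, with 2 unchanged genes called of 8278 tested. For cluster 2 it recovered 53.7%, 86.6% and 95.5%, with 6 unchanged genes called of 8645. DESeq2 1.42.0 recovered 11.9%, 55.2% and 74.2% in the former comparison and 14.9%, 50.7% and 87.9% in the latter. The simulated counts were drawn with edgeR's own fitted dispersions, and far fewer genes were changed than passed in the data. These rates need not hold for the data, and they do not compare the tools on equal terms.

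Genes named. By a rule set before the data were examined, the text names every gene that the paper names for these data, the 5 TFs of Table S1 with the largest log2 fold changes, the 10 genes with the largest and the 10 with the smallest log2 fold change per comparison among those that passed, had the same sign in both replicates and reached 50 CPM, 2 to 4 examples per list, and the 5 largest and 5 smallest ratios between replicates among genes with at least 200 counts. The lists of *D*, *grh*, *ey*, *hbn* and *scro* and of the Table S1 TFs come from the paper and its values had been seen. A few further genes, such as *tap* and *tll* in the GMC-like cells, were picked after their values were seen, as were *wg* in the parts of cluster 2, *Ubx* and *Abd-B*.

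Co-detection of *D*, *grh*, *ey*, *hbn* and *scro* was counted in thinned INP-like cells per replicate, against the number expected if the genes were independent within 3 terciles of UMIs per cell. Ratios between the replicates carry exact Poisson intervals. Alternatives set before the data were examined were scaling to the total count only, no low-count filter, no replicate block, DESeq2 with its size factors, the tested TFs kept among the variable genes (0.2, 12 clusters), clusters without integration (scanpy 1.11.5, 2013 variable genes, 0.4, 13 clusters), a higher resolution (0.5, 16 clusters), INPs gated on a UMI of at least 3 of 4 markers, called doublets left out, cells with fewer than 1000 genes left out, cluster 2 kept among the other cells, a sum for each progeny cluster, thinned cells for shares and leaving out each replicate. Scrublet, run at an expected 6%, called 9 cells (0.34%) in replicate 1 and 2 cells (0.14%) in replicate 2 as doublets. Since these were few, leaving out the 6% of cells with the highest scores, 245 cells, was added after seeing the data, as were the alternatives for co-detection and the gated INPs for shares. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.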

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

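The tests on tracheal cells and eye-antennal disc cells were set before the data were examined.

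Cluster 2, which the paper's tracheal genes picked out, expressed genes of eye development that the paper does not discuss. Of 11 retinal determination genes, 9 were higher than in the other cells (*so* 4.78, *eya* 4.93 and *eyg* 5.89 on the log2 scale) and *Optix* was lower, and 8 of 9 tested photoreceptor differentiation genes (*lz* 4.19, *ro* 4.77) and 8 of 8 disc epithelium genes (*fj* 5.12, *ed* 2.58) were higher, each with the same count when adjusted over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tracheal cells as the source were tested with a separate trachea list, of which 7 of 10 genes were higher, but *trh* and *btl* reached at most 2.41 TMM-normalized CPM in a replicate, under the 10 CPM set beforehand, so that the parts of this test diverged and tracheal cells cannot be told apart from other cells that express part of the list, such as *Gasp* at 561 TMM-normalized CPM. Eye-antennal disc cells are a candidate source by the 9 of 11 retinal genes, with *eya* at 167 and *Fas3* at 1320 TMM-normalized CPM. This stays a hypothesis for both parts of the cluster, which differed in the retinal genes. In the smaller part *eya* was at 21.6 CPM, against 325 CPM in the larger part. *ey*, *toy*, *so*, *dac*, *Optix*, *dan* and *danr* were lower in the smaller part as well. *eyg* (82.7 against 23.9 CPM), *toe* and *tsh* were higher in it. The other cells also express 7 of the 11 retinal genes, 3 of the 13 trachea genes and 4 of the 8 disc epithelium genes at 10 CPM or more, 2 retinal genes and 1 photoreceptor gene (*gl*) stand on another list, and the sort on RFP would remove disc cells only if D-GAL4 is silent in them, which was not tested. Beyond these sources of cells, no biological explanation was tested, since the design holds no condition for one.

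Cells with UMIs of at least 4 of the 6 hemocyte genes numbered 13, with 7 in replicate 1 and 6 in replicate 2, all in cluster 9, and they held 277 of the 301 counts of *NimC1*. Cluster 12, with 58 cells, had *Abd-B*, a Hox gene of posterior segments, at 518 CPM (394 in replicate 1 and 861 in replicate 2, with a UMI in 19 cells) and *Ubx* at 436 CPM, against 0.97 and 4.12 CPM in the INP-like cells of cluster 3. *Abd-B* was not limited to cluster 12. In cluster 1, the largest, it was at 51.2 CPM (55.7 and 44.6 in replicates 1 and 2), with a UMI in 68 cells (5.45%). The paper reports neither on cells with hemocyte genes nor on cells with *Abd-B*.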

How the results depend on the processing

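Alternatives set before the data were examined, and 3 added after seeing them (the highest doublet scores left out, gated INPs for shares, and those for co-detection), left every fold change of *hbn*, *scro*, *D*, *grh* and *ey* in INP-like cells and of *grh* in cluster 2 with its direction and, where tested, past the threshold, in 87 values for 6 results. The log2 fold changes ranged from 1.53 to 2.57 for *hbn*, 2.51 to 3.40 for *scro*, 2.42 to 3.79 for *D*, 0.50 (with cluster 2 kept among the other cells, otherwise at least 3.25) to 4.38 for *grh*, 2.95 to 4.91 for *ey* and 4.55 to 4.77 for *grh* in cluster 2. Leaving out each replicate in turn gave single values without a test, 1.55 to 1.77 for *hbn*, 2.18 to 3.12 for *scro*, 2.12 to 3.38 for *D*, 3.46 to 5.04 for *grh*, 3.00 to 4.46 for *ey* and 4.42 to 4.97 for *grh* in cluster 2, no counts of genes, and 7.97% to 8.69% for the INP-like share and 2365 to 2863 for the median genes per cell. Of 73 values of counts, shares and medians, 12 moved. DESeq2 called 1600 genes higher and 1968 lower in INP-like cells, against 2611 and 2909. It also recovered fewer changes in the simulated counts, but these were drawn with edgeR's dispersions and do not settle the cause. A sum for each progeny cluster gave 2352 higher and 1927 lower genes, with 7504 genes tested. The INP-like share, 8.33%, was 11.5% with the tested TFs kept, 12.4% without integration and 6.60% for gated INPs, and the cause was not tested. Thinning, which lowers depth, took the shares of INP-like cells with a UMI to 38.3% for *D*, 14.6% for *grh*, 15.7% for *ey*, 35.1% for *hbn* and 43.9% for *scro*, and gated INPs gave 30.5% for *grh*. Without the replicate block, 2220 genes were higher and 2539 lower in INP-like cells, and 1908 higher in cluster 2. Scaling to the total count only moved the median log2 fold change of all genes by -0.13 in INP-like cells and -0.14 in cluster 2. Among genes named singly, 8 of 1797 values reversed. With cluster 2 kept among the other cells, *pio* was at -2.48, *wbl* at -2.00 and *nw* at -2.49, through the cells added. *Cht2* was at 0.053 for gated INPs and 1.21 with a sum for each progeny cluster (-0.19 in the main setting), *gl* at 0.31 without integration and 0.34 for gated INPs (-0.43), and *BEAF-32* in cluster 2 at 0.002 by DESeq2 (-0.009), and the cause was not tested. Of the others, 1721 kept direction and side of the threshold, 24 no longer passed, 12 now passed and 32 values without a test moved. The adjusted p of *grh* in INP-like cells ran from 1.1e-98 to 0.0057, so that its size says little beyond the threshold. Table S1 counts ran from 34 to 35. Of 954 list counts, 70 moved. Depth limits the shares of cells, and 2 replicates limit each test.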

Differences from the paper's values

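The paper describes GMCs within 1 of its clusters as lacking *nSyb* and *dpn* while high in *ase* and *pros*. In the GMC-like cluster here, *ase* was at 152 and 194 CPM and *pros* at 901 and 735 CPM, below the 3284 and 3936 CPM of *pros* in immature neuron-like cells. *nSyb* was at 143 and 150 CPM with a UMI in 40.9% and 39.8% of cells, above the 33.1 and 28.6 CPM of glia-like cells, and *dpn* was at 19.9 and 37.8 CPM, far under its level in INP-like cells. The values here are of a whole cluster, a wider group than the GMCs the paper describes within its cluster.

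By antibody staining and in situ hybridization, the paper states that *scro* and *D* were not found together in INPs. Among thinned INP-like cells, 30 of 233 in replicate 1 and 18 of 112 in replicate 2 had a UMI of both genes, at 0.86 times the number expected for independent genes in each replicate (95% counting intervals 0.59 to 1.19 and 0.52 to 1.29). Glia-like cells had a UMI of *D* in 5.04% and 4.44% and of *scro* in 13.0% and 20.0% of cells. These are transcripts of *D* and not its protein.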

Other observations

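Most listed genes of growth and division were higher in the INP-like cells, and listed genes of neuronal function lower, each gene tested singly by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. The lists were not tested as sets. Of the genes named in this paragraph, only *Nop60B*, *Fib*, *cas* and *EcR* were not among the variable genes behind the clusters. The tests of the others are therefore not independent of the clustering. The same holds for most other cell cycle and neurotransmitter genes. All 17 cell cycle genes were higher, with *PCNA*, the sliding clamp of DNA replication, at 1046 ± 157.5 TMM-normalized CPM (SD, n = 2 replicates) against 67.9 ± 11.3 in progeny, and with log2 fold changes of 4.71 for *Mcm2* and 4.29 for *Mcm7* of the replicative helicase. Of 13 ribosome biogenesis genes tested, 12 were higher, such as *Nop60B* (1.23) and *Fib* (1.15), and of 12 Notch pathway genes, 11 were higher, such as *N* (3.09), its ligand gene *Dl* (2.85) and its target *E(spl)mgamma-HLH* (4.30). All 16 genes of synapses and channels were lower, such as *nAChRalpha6* (-3.38), and so were all 11 neurotransmitter genes, such as *Vmat* (-3.69) and *VGlut* (-3.20). Of 8 larval timing genes, 3 were higher, among them the RNA-binding protein gene *Syp* (1.57) and *cas* (3.79), and 5 were lower, among them *Imp* (-3.72), which encodes an RNA-binding protein opposed to *Syp* in neural stem cells, and the ecdysone receptor gene *EcR* (-2.26). Central complex neuron TFs went both ways, 3 higher and 6 lower of 11 (7 lower when adjusted over the list alone), with *hth* at -2.20. Optic lobe progenitor genes were 4 higher and 1 lower of 6, and type II neural stem cell genes 2 higher and 1 lower of 4. Except where given, the counts were the same when adjusted over the list alone. By DESeq2 and without the replicate block, 2 optic lobe progenitor genes and 0 type II neural stem cell genes were higher, for gated INPs 3 larval timing genes were lower, and with a sum for each progeny cluster 5 neurotransmitter genes, 3 larval timing genes and 3 central complex neuron TFs were lower.

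Lists of other tissues were mixed in INP-like cells over progeny. The 6 hemocyte genes were all lower, but 13 cells of cluster 9, which count as progeny, held 92.0% of the counts of *NimC1* in all cells, 90.3% for *Hml*, 89.7% for *eater* and 87.1% for *srp*, against 29.3% for *Pxn* and 8.5% for *crq*. Of the other lists, 4 retinal determination genes were higher and 3 lower of 10 tested, 2 photoreceptor genes were lower of 6, and 3 disc epithelium genes were higher of 8. For the trachea list, 2 were higher and 2 lower of 8 (1 and 2 when adjusted over the list alone), and 2 of the 5 genes of Figure S3E were higher (0 by DESeq2 or without the replicate block). With a sum for each progeny cluster, 1 hemocyte gene was lower. Fat body and muscle genes had 1 tested gene each, which did not pass. In cluster 2 over all other cells, 2118 of 8653 genes were higher (24.5%) and 2323 were lower (26.8%), and of the 6877 genes that did not build the clusters, 1451 were higher and 1518 lower. DESeq2 called 1490 genes higher and 1533 lower there, and scaling to the total count only gave 1730 higher and 2807 lower. Among genes at 50 CPM or more, the 10 largest log2 fold changes include *ImpL1* (6.25) and *ImpE2* (6.06), which are ecdysone-inducible genes of imaginal discs, *Sb* (6.23), *CG4374*, *CG10176*, *CR43314*, *Myo10A* (5.92) and *CG34247* (5.85), which had 773 counts in replicate 1 and 1 in replicate 2. The 10 smallest include *CCHa2* (-5.10), *Dop2R* (-4.52), *Cbp53E* (-4.45), *Frq1*, *CG7191*, the neuropeptide genes *AstA* (-4.12) and *Proc* (-4.13), *CG8501*, *CG8861* and *Cngl* (-4.03). Of the lists, 10 of 12 Notch pathway genes were higher (11 when adjusted over the list alone), 8 of 17 cell cycle genes, such as *stg* (2.31), and 8 of 13 ribosome biogenesis genes with 1 lower (4 higher with scaling to the total count only or by DESeq2). All 16 synapse and channel genes, all 11 neurotransmitter genes and all 6 hemocyte genes were lower, 3 of the latter by DESeq2 and with the same 13 cells among the others. Most of the cell cycle, neurotransmitter and hemocyte genes were among the variable genes behind the clusters. Their tests are therefore not independent of the clustering. GMC genes were 3 higher and 3 lower of 7, immature neuron genes 1 higher and 2 lower of 5, broad INP factors 2 lower of 3, larval timing genes 2 higher and 4 lower of 8, central complex neuron TFs 3 higher and 5 lower of 11, type II neural stem cell genes 2 higher of 4, optic lobe progenitor genes 2 higher and 1 lower of 6, and Table S1 TFs 11 higher and 13 lower of 35. Of the temporal factors, *grh* and *ey* were higher, *D* (-1.08) and *scro* (-0.46) were lower, *scro* not without the replicate block, by DESeq2 or at the higher resolution, and *hbn*, at -0.21, did not pass. The other cells in this comparison include the INP-like cells, in which each of these temporal factors was higher than in progeny. Fat body and muscle genes had 1 tested gene each and neither passed (the muscle gene did when adjusted over the list alone).

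Within thinned INP-like cells, pairs of temporal factors were counted in the same cell with intervals for counting error and no test across samples, over all 10 pairs. *D* and *hbn* were found together in 13 cells of replicate 1 against 27.9 expected for independent genes, a ratio of 0.47 (95% interval 0.25 to 0.78), and in replicate 2 the ratio was 0.73 (0.37 to 1.26). *D* and *ey* had ratios of 0.26 (0.03 to 0.91) and 0.68 (0.25 to 1.42), and *D* and *grh* 0.62 (0.30 to 1.12) and 0.90 (0.25 to 2.23). *grh* and *scro* had 0.52 (0.24 to 0.96) in replicate 1 and 0 cells against 5.5 expected in replicate 2 (ratio up to 0.66). *ey* and *hbn* had 2.02 (1.17 to 3.21) and 1.51 (0.85 to 2.43), *grh* and *hbn* 1.64 (1.07 to 2.38) and 1.01 (0.28 to 2.52), and *grh* and *ey* 2.07 (1.00 to 3.73) and 1.21 (0.25 to 3.45). *hbn* and *scro* had 0.92 and 1.05, and *ey* and *scro* 0.91 and 1.02. Without thinning, the pooled ratio of *D* and *hbn* moved from 0.56 to 0.82 and that of *D* and *ey* from 0.48 to 0.80, settings added after seeing the data.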
